# Lmo2 expression defines tumor cell identity during T‐cell leukemogenesis

**DOI:** 10.15252/embj.201798783

**Published:** 2018-06-07

**Authors:** Idoia García‐Ramírez, Sanil Bhatia, Guillermo Rodríguez‐Hernández, Inés González‐Herrero, Carolin Walter, Sara González de Tena‐Dávila, Salma Parvin, Oskar Haas, Wilhelm Woessmann, Martin Stanulla, Martin Schrappe, Martin Dugas, Yasodha Natkunam, Alberto Orfao, Verónica Domínguez, Belén Pintado, Oscar Blanco, Diego Alonso‐López, Javier De Las Rivas, Alberto Martín‐Lorenzo, Rafael Jiménez, Francisco Javier García Criado, María Begoña García Cenador, Izidore S Lossos, Carolina Vicente‐Dueñas, Arndt Borkhardt, Julia Hauer, Isidro Sánchez‐García

**Keywords:** cancer initiation, epigenetic priming, mouse models, oncogenes, stem cells, Cancer, Development & Differentiation, Immunology

## Abstract

The impact of LMO2 expression on cell lineage decisions during T‐cell leukemogenesis remains largely elusive. Using genetic lineage tracing, we have explored the potential of LMO2 in dictating a T‐cell malignant phenotype. We first initiated LMO2 expression in hematopoietic stem/progenitor cells and maintained its expression in all hematopoietic cells. These mice develop exclusively aggressive human‐like T‐ALL. In order to uncover a potential exclusive reprogramming effect of LMO2 in murine hematopoietic stem/progenitor cells, we next showed that transient LMO2 expression is sufficient for oncogenic function and induction of T‐ALL. The resulting T‐ALLs lacked LMO2 and its target‐gene expression, and histologically, transcriptionally, and genetically similar to human LMO2‐driven T‐ALL. We next found that during T‐ALL development, secondary genomic alterations take place within the thymus. However, the permissiveness for development of T‐ALL seems to be associated with wider windows of differentiation than previously appreciated. Restricted Cre‐mediated activation of *Lmo2* at different stages of B‐cell development induces systematically and unexpectedly T‐ALL that closely resembled those of their natural counterparts. Together, these results provide a novel paradigm for the generation of tumor T cells through reprogramming *in vivo* and could be relevant to improve the response of T‐ALL to current therapies.

## Introduction

The identification of the cell‐of‐origin from which acute lymphoblastic leukemia (ALL) initially arises is of great importance, both for our understanding of the basic biology of tumors and for the translation of this knowledge to the prevention, treatment, and precise prognosis of ALL (Visvader, 2011). Traditionally, the identity of the cell‐of‐origin was extrapolated from the immunophenotypic characterization of a leukemic cell. However, several transcriptome studies have shown that the molecular characteristics of leukemic cells do not correspond, in many cases, to what they seem to be according to their immunophenotype (Lim *et al*, 2009; Gilbertson, 2011). For this reason, extrapolating the identity of the cancer cell‐of‐origin from the ALL phenotype, without appropriate functional lineage tracing, can lead to the wrong conclusions (Molyneux *et al*, 2010).

Lmo2 is one of the most frequent drivers of childhood T‐ALL (Van Vlierberghe *et al*, 2006; Liu *et al*, 2017). LMO2 serves as a T‐cell oncogene, recurrently translocated in T‐ALL, and is implicated in leukemogenesis among X‐linked severe combined immunodeficiency (SCID) patients, who received retroviral *IL2R*γ*c* gene therapy (Hacein‐Bey‐Abina *et al*, 2003, 2008; Pike‐Overzet *et al*, 2007; Howe *et al*, 2008). Aberrant expression of *LMO2* in hematopoietic stem/progenitor cells (HSC/PC) or in immature T cells (present in the thymus) leads to thymocyte self‐renewal, early lymphoid precursor's accumulation, and transformation to T‐ALL (McCormack *et al*, 2010; Treanor *et al*, 2011; Cleveland *et al*, 2013; Chambers & Rabbitts, 2015). Moreover, *LMO2* was recently identified as one of the six transcription factors required for reprogramming committed murine blood cells into induced hematopoietic stem cells (Riddell *et al*, 2014). Notably, in addition to T‐ALL, *LMO2* is expressed in hematologic cancer of the B‐cell lineage including DLBCL (Natkunam *et al*, 2007; Cubedo *et al*, 2012) and BCP‐ALL (de Boer *et al*, 2011; Malumbres *et al*, 2011; Deucher *et al*, 2015). Induction of pluripotency in blood cells and *LMO2* expression in B‐cell malignancies suggest that *LMO2* might exert leukemogenic potential in specific hematopoietic cell lineages other than the T‐cell lineage. Besides that, a significant proportion of human T‐ALL displays rearrangements of immunoglobulin heavy‐chain genes, which additionally supports this hypothesis (Mizutani *et al*, 1986; Szczepanski *et al*, 1999; Meleshko *et al*, 2005). However, despite frequent alterations of *Lmo2* in hematologic tumors, its impact on lineage organization during leukemogenesis and the importance of the cell‐of‐origin for heterogeneity and aggressiveness of Lmo2‐driven tumors have remained unclear. By using *in vivo* genetic lineage tracing, we show that *Lmo2* expression in HSC/PC as well as a precursor and mature B cells causes reprogramming and induction of T‐ALL. Thereby the differentiation state of the tumor cell‐of‐origin influences the frequency and latency of T‐ALL. These findings unveil a novel role of *Lmo2* expression and demonstrate that *Lmo2* promotes tumorigenesis in a manner contrasting that of other traditional oncogenes, which are persistently active in fully evolved tumor cells (Weinstein, 2002).

## Results

### Generation of a targeted mouse line conditionally expressing *Lmo2* in HSCs

Cell type‐specific conditional activation of *Lmo2* is a powerful tool for investigating the cell‐of‐origin of T‐ALL. To achieve this aim, the *Lmo2* cDNA was targeted to the ubiquitously expressed *Rosa26* locus (Mao *et al*, 1999) where the green fluorescent protein (eGFP) was linked to the mouse *Lmo2* cDNA via an internal ribosomal entry site (IRES). In the absence of Cre, neither *Lmo2* nor *eGFP* is expressed (Appendix Fig S1A and B).

Two sets of observations suggest a reprogramming effect of non‐T‐cell lineage cells by LMO2. First, *LMO2* expression due to retroviral insertion and transactivation in CD34^+^ HSCs of X‐SCID patients caused T‐ALL but no other hematopoietic tumors (Hacein‐Bey‐Abina *et al*, 2008; Howe *et al*, 2008). And second, *Lmo2* expression in murine blood cells negatively regulated erythroid differentiation (Visvader, 2011) and gives rise to induced pluripotent stem (iPS) cells (Batta *et al*, 2014; Riddell *et al*, 2014). We thus aimed to model the capability of *Lmo2* to reprogram HSCs. Therefore, we initially crossed the *Rosa26‐Lmo2* mice with a *Sca1‐Cre* mouse strain (Mainardi *et al*, 2014), in order to initiate *Lmo2* expression in HSCs and maintain its expression in all hematopoietic cells (Appendix Fig S1C). Young *Rosa26‐Lmo2 + Sca1‐Cre* mice showed regular hematopoietic cell differentiation in the bone marrow, peripheral blood, spleen, and thymus (Appendix Figs S1C–E and S2A–D). *Rosa26‐Lmo2 + Sca1‐Cre* mice had a shorter lifespan than their *wild‐type* (WT) littermates [Fig 1A; *P *<* *0.0001; log‐rank (Mantel–Cox) test] due to the development of T‐ALL (96.7%; 30/31) that manifested as thymoma, splenomegaly, and disrupted thymic, liver, and splenic architectures (Fig 1B; Appendix Fig S3A and B). Fluorescent activating cell sorting (FACS) analysis of leukemic cells revealed an immature CD8^+^CD4^+/−^ cell surface phenotype (Fig 1C; Appendix Fig S3C) with Lmo2 expression in the tumor T cells (Fig 1D) and clonal immature T‐cell receptor (TCR) rearrangement (Fig 1E). We also performed whole‐exome sequencing (WES) of these Lmo2^+^ T‐ALLs (*n *=* *9; Table 1), which were derived from thymuses of diseased *Rosa26‐Lmo2 + Sca1‐Cre* mice. We detected 23 somatic mutations, including six mutations in genes recorded in the cancer gene list (Table 1; Table EV1). Briefly, we identified recurrent *Notch1* single‐nucleotide variations (SNVs; 3/9) and *Notch1* indels (4/9), *Kras* SNVs (3/9), and *Nras* SNVs (1/9; Table 1). This model corroborated previous findings, especially the observation from the SCID‐X1 gene therapy trial, where integration of γC vector occurred close or in the LMO2 locus and *Lmo2* expression was maintained throughout the progeny of the targeted cell (Hacein‐Bey‐Abina *et al*, 2003, 2008; Pike‐Overzet *et al*, 2007; Howe *et al*, 2008). However, in our model *Lmo2* expression was maintained constitutively, not only in HSC/PC but also in precursor and mature T cells (McCormack *et al*, 2010). Thus, a definite conclusion about an exclusive reprogramming effect of *Lmo2* in murine HSC/PC in contrast to its expression in T‐cell precursors and mature T cells was limited.

**Figure 1:**
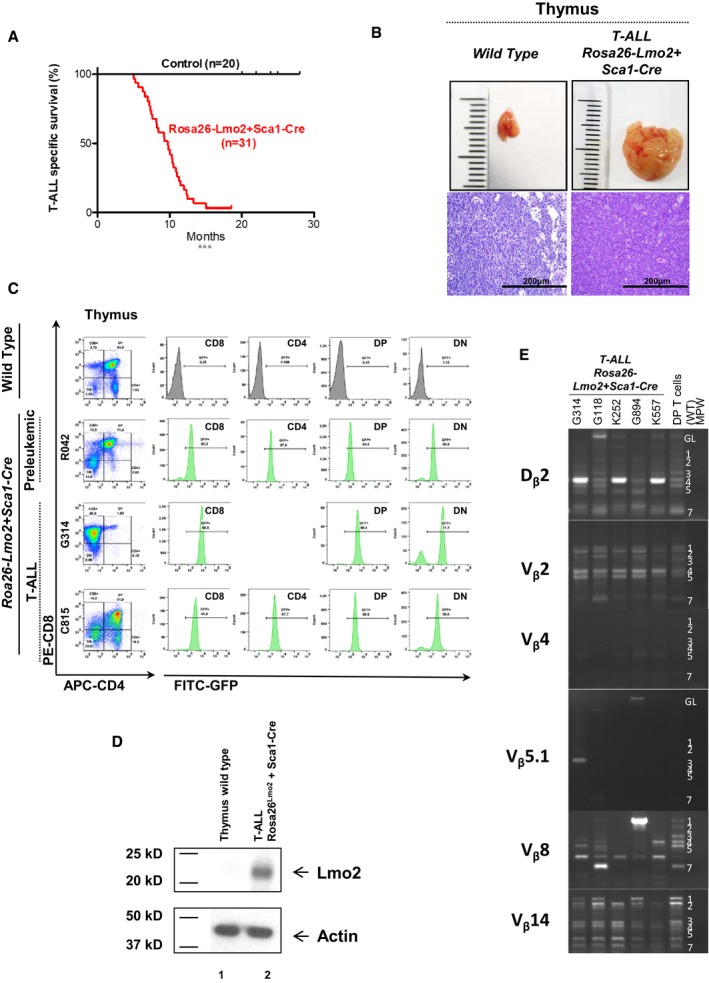
T‐ALL development in *Rosa26‐Lmo2 + Sca1‐Cre* mice Leukemia‐specific survival of *Rosa26‐Lmo2 + Sca1‐Cre* mice (red line, *n *=* *31), showing a significantly (log‐rank ***P < 0.0001) shortened lifespan compared to control littermate WT mice (black line, *n *=* *20) as a result of T‐ALL development.An example of thymomas observed in the *Rosa26‐Lmo2 + Sca1‐Cre* mice studied. A thymus from a control littermate WT mouse is shown for reference. Hematoxylin and eosin staining showing infiltration of the thymus in *Rosa26‐Lmo2 + Sca1‐Cre* leukemic mice. Images are photographed at 400× magnification (scale bars: 200 μm).
*GFP* expression in the pre‐leukemic and leukemic cells from *Rosa26‐Lmo2 + Sca1‐Cre* mice, respectively. A control littermate *WT* mouse is shown for reference.Western blot analysis for Lmo2 and actin in T cells from the thymus of a *wild‐type* mouse (1) and from the thymus of a *Rosa26‐Lmo2 + Sca1‐Cre* leukemic mouse (2). Tumoral cells of *Rosa26‐Lmo2 + Sca1‐Cre* T‐ALL showed expression of the Lmo2 protein.TCR clonality in *Rosa26‐Lmo2 + Sca1‐Cre* mice. PCR analysis of TCR gene rearrangements in infiltrated thymuses of diseased *Rosa26‐Lmo2 + Sca1‐Cre* leukemic mice. Sorted DP T cells from the thymus of healthy mice served as a control for polyclonal TCR rearrangements. Leukemic thymus shows an increased clonality within their TCR repertoire (indicated by the code number of each *Rosa26‐Lmo2 + Sca1‐Cre* mouse analyzed).

**Table 1:**
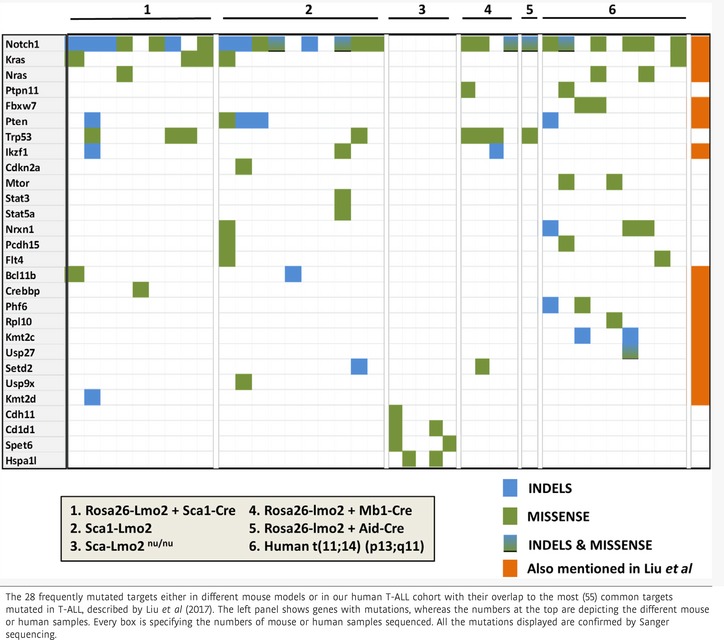
Recurrent mutations in mouse models and human Lmo2^+^ T‐ALL

### *Lmo2* functions as a “hit‐and‐run” oncogene in T‐ALL development

We next addressed these limitations and modeled the scenario of HSC/PC restricted *Lmo2* expression *in vivo* in a mouse strain where *Lmo2* expression was initiated and maintained only in HSC/PC by placing *Lmo2*–*TdTomato* cDNA (Shaner *et al*, 2004) under the control of the stem‐cell‐specific *Sca1* promoter (*Sca1‐Lmo2*; Appendix Fig S4A). All T‐cell subsets in the thymus contained a mosaic of *Lmo2* expression (Appendix Fig S4B). *Sca1‐Lmo2* mice showed the regular distribution of hematopoietic populations in early post‐gestational development, with *TdTomato* expression in all hematopoietic cell lineages (Appendix Fig S4C–G). By 3 months, a decrease in the double‐positive (DP) T‐cell population was accompanied by an increase in pre‐leukemic double‐negative (DN) T cells and CD8 T cells (Appendix Fig S4H). *Lmo2* expression was detected by quantitative polymerase chain reaction (qPCR); enhanced expression of *Cdkn2a* was observed in the thymus in transgenic mice, consistent with the induction of Lmo2‐dependent oncogenic stress (Appendix Fig S4I). The Sca1 promoter is active in subsets of T‐cell precursors, and thus, both *Lmo2*‐expressing and *Lmo2*‐non‐expressing precursor T cells coexisted in the thymus (Appendix Fig S4J). Studying whether the T‐ALL cases are Lmo2‐Tomato‐positive or Lmo2‐Tomato‐negative has allowed identifying whether the *Lmo2* expression is needed for the survival of T‐ALL cells (Tomato^+^) or it serves as an earlier reprogramming event in leukemogenesis (Tomato^−^).

*Sca1‐Lmo2* mice had a shorter lifespan than their wild‐type (WT) littermates due to a highly disseminated form of T‐ALL, consisting of a clonally immature CD8 or CD4 single‐positive/DP‐like population (Fig 2A–C; Appendix Fig S5A–E), as reported for human T‐ALL (Van Vlierberghe *et al*, 2006) and *Rosa26‐Lmo2 + Sca1‐Cre* mice (Fig 1). Histological thymus sections were characterized by infiltrates of highly proliferative tumors and CD3 and TdT positivity (Fig 2B). Surprisingly, all *Sca1‐Lmo2* T‐ALL cases studied (18 out of 21) were *TdTomato* ^*−*^. Because there is evidence to suggest that the immunogenicity and cytotoxicity of the fluorescent marker potentially may confound the interpretation of *in vivo* experimental data (Ansari *et al*, 2016), we next formally excluded the possibility that the cells that were originally marked with the fluorescent marker cannot be accurately traced over time by showing that tumors had lost their *Lmo2* expression by three different complementary approaches: immunohistochemistry (Fig 2C) and both real‐time PCR and Western blot in sorted‐purified leukemic *Sca1‐Lm*o2 cells (Fig 2D and E). This observation indicates that an early expression of the *Lmo2* oncogene in HSC/PC has the potential to induce aggressive T‐ALL without any need for its perpetual expression to develop T‐ALL.

**Figure 2:**
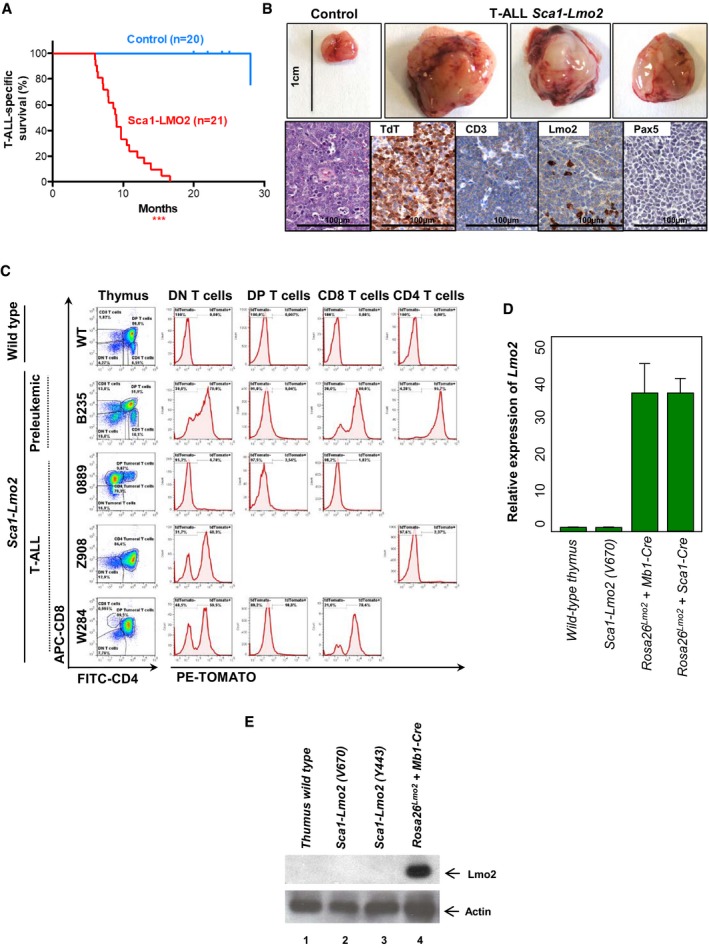
Reprogramming of HS/PCs cells to aggressive malignant mature T cells T‐ALL‐specific survival of *Sca1‐Lmo2* mice (red line, *n *=* *21), showing a significantly (log‐rank ***P < 0.0001) shortened lifespan compared to control littermate WT mice (blue line, *n *=* *20) as a result of mature T‐cell malignancies.An example of thymomas observed in 100% (21/21) of the *Sca1‐Lmo2* mice studied. A thymus from a control littermate WT mouse is shown for reference. Hematoxylin and eosin staining of tumor‐bearing thymuses from *Sca1‐Lmo2* mice shows infiltrate of medium‐sized, relatively uniform lymphoid cells that have a high nuclear/cytoplasmic ratio and immature chromatin with a starry‐sky appearance. Immunohistochemistry shows that tumor T cells from *Sca1‐Lmo2* thymomas are defined by the presence of TdT (a marker of T‐cell identity) and CD3 (a marker of immature lymphoid cells), and the absence of Pax5 and Lmo2. Images are representative of ≥ 3 replicates. Images are photographed at 300× magnifications (scale bars: 100 μm).Flow cytometric analysis of T‐cell subsets in the thymuses of diseased *Sca1‐Lmo2* mice. Representative plots of cell subsets from the thymuses are shown. These exhibited the accumulation of DP, CD8, or CD4 single‐positive tumoral T cells. Thymuses from a control littermate WT mouse and a pre‐leukemic *Sca1‐Lmo2* mouse are shown for reference. Flow cytometric images are representative of 17 mice analyzed. Tracking of the TdTomato marker for *Lmo2* transgene expression in the thymomas of *Sca1‐Lmo2* mice shows that tumor T cells are TdTomato‐negative in 100% (17/17) of the *Sca1‐Lmo2* mice studied. However, a mosaic of *Lmo2* expression remains present within non‐tumoral T‐cell populations (not denoted as tumoral populations). Three plots of cell subsets from the thymuses of diseased *Sca1‐Lmo2* mice are shown and are representative of the analysis of 17 diseased *Sca1‐Lmo2* mice. *TdTomato* expression in the thymuses of a control littermate WT mouse and a pre‐leukemic *Sca1‐Lmo2* mouse is shown for reference.Relative expression of *Lmo2* in sorted‐purified leukemic *Sca1‐Lm*o2 cells compared to control thymus *wild‐type* cells. Leukemic cells of both *Rosa26‐Lmo2 + Mb1‐Cre* and *Rosa26‐Lmo2 + Sca1‐Cre* mice were used as a positive control. The fold change in each group, calculated as 2${}^{-\Delta \Delta C_{t}}$ sample, was compared. Bars represent the mean and the standard deviation of three replicates.Western blot analysis for Lmo2 and actin in T cells from a *wild‐type* thymus (1), in sorted‐purified leukemic *Sca1‐Lm*o2 cells (2, 3) and from the thymus of a *Rosa26‐Lmo2 + Mb1‐Cre* leukemic mouse (4).

### Tumor T cells in *Sca1‐Lmo2* mice display genetic signatures analogous to human malignant T cells

In human and mouse T‐ALL, genomic gains and losses reflect genomic instability (Maser *et al*, 2007; Hacein‐Bey‐Abina *et al*, 2008; Howe *et al*, 2008; De Keersmaecker *et al*, 2010). We analyzed DNA from leukemic cells using array‐comparative genomic hybridization (aCGH). Twelve *Sca1‐Lmo2* leukemias were analyzed and revealed copy number loss of *Cdkn2a/b* (2/12) and *Bcl11b* (4/12), similar to human T‐ALL (Diccianni *et al*, 1997; Gutierrez *et al*, 2011), as well as c‐*Myc* amplification (8/12; Fig 3A). Hence, T‐cell progenitors lacking in *Lmo2* expression were genomically unstable and were clonally selected; moreover, they have acquired additional aberrations. To explore the relevance of our findings for human T‐ALL, we analyzed molecular expression signatures in thymic Lmo2‐negative T‐ALL cells (*Sca1‐Lmo2*; Fig 3B). 

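Lmo2 RNA, from the transgene or the mouse's own gene, was detected above wild-type thymus in every group of Sca1-Lmo2 samples. On the log2 scale the signal of Lmo2, a transcription cofactor that bridges DNA-binding proteins, was 7.43 ± 0.33 (SD, n = 4 mice) in wild-type thymus and 11.63 ± 0.32 (SD, n = 5) in pre-leukemic tomato-positive T cells. It was 10.55 ± 0.33 (SD, n = 5) in pre-leukemic tomato-negative T cells and 9.75 ± 0.41 (SD, n = 11) in leukemic thymus. Against wild-type thymus the log2 fold change was 2.33 in leukemic thymus (standard error 0.215, adjusted p = 4.08e-06 from limma) and 3.12 in tomato-negative cells (standard error 0.191, adjusted p = 5.84e-06). The 11 leukemic samples lay between 8.90 and 10.27, all above the wild-type samples, which lay between 6.98 and 7.78. The probe set does not tell transgenic from endogenous Lmo2 RNA, and protein was not measured on the arrays.
RNA was hybridized to Affymetrix Mouse Gene ST arrays, which measure whole transcripts with short probes. The wild-type and leukemic samples are unsorted thymus, and the pre-leukemic samples are T cells sorted by tomato fluorescence. The values are log2 signals that the authors made with robust multi-array averaging (RMA), 1 value per probe set and array. The main text gives the paper's number of leukemic mice as 10, whereas the Appendix and Table EV2 list 11, and all 11 arrays were used. Each of 19938 genes was tested between 2 groups at a time with limma, which fits a linear model per gene and shares the spread between genes. Genes with an adjusted p under 0.05 are called higher or lower. The number of arrays limits the precision, and leukemic replicates 2 and 8 were closer to each other than any other pair of leukemic samples (r = 0.979 over 52 antigen receptor V segments, against at most 0.821).

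**Figure D1:**
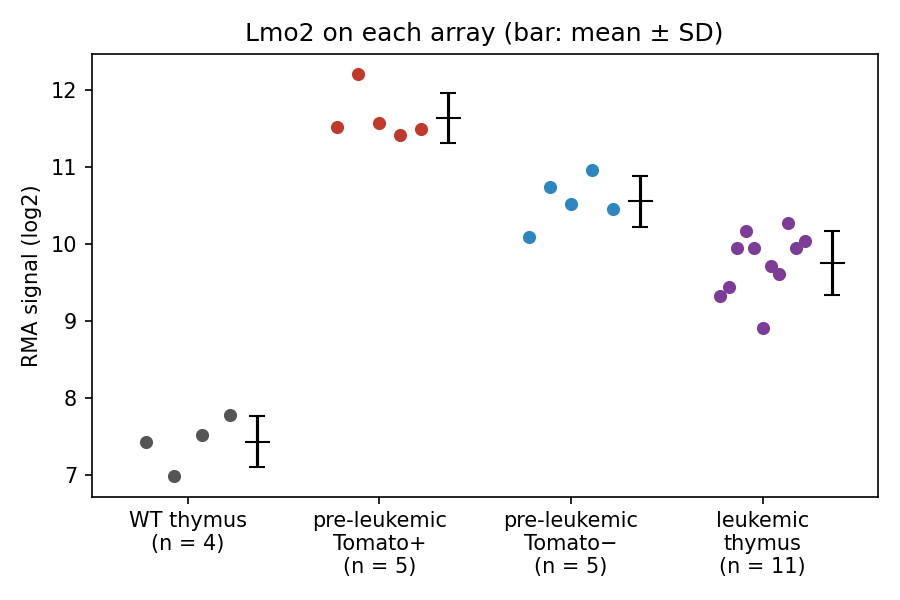
Log2 RMA signal of Lmo2 on each array (dots) by group, with the group mean and SD (bars). The leukemic samples lie between 8.90 and 10.27 and the wild-type samples between 6.98 and 7.78.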

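In leukemic thymus the Notch1 receptor gene, several genes that Notch switches on in T cells and most Myc targets were higher than in wild-type thymus (n = 11 against 4). Hes1, a repressor under direct Notch control, had a log2 fold change of 3.24 (standard error 0.392, adjusted p = 3.49e-05 from limma). Heyl, of the same family, had 2.96 (standard error 0.465, adjusted p = 0.000277), and Dtx1, a Notch-induced ubiquitin ligase, had 2.67 (standard error 0.595, adjusted p = 0.00372). Notch1 itself rose by 1.43 (standard error 0.354, adjusted p = 0.00742) and Notch3 by 1.81 (standard error 0.504, adjusted p = 0.0152). Il2ra, at 1.56 (adjusted p = 0.305), and Ptcra, the chain that pairs with the rearranged β chain in early thymocytes, at 1.52 (adjusted p = 0.0849), did not pass. Of 18 measured Notch targets in T cells, 7 were higher and none was lower (7 higher and 1 lower when adjusted over the list alone). Notch1 itself, Notch3 and Myc are in this list and count in these values. The list as a whole was up in camera (adjusted p = 0.0156), a test of a list against all other genes, but not when the correlation between genes was estimated (adjusted p = 0.348 with an estimated correlation).
Myc rose by 1.65 (standard error 0.197, adjusted p = 3.13e-05). Of 55 Myc targets 44 were higher and 1 was lower (47 and 1 when adjusted over the list alone). The list includes Myc itself, and the largest changes in the other genes were in Tmem97, a sterol-related membrane protein, at 2.09, Srm, which makes spermidine, at 1.70 and Mybbp1a, a nucleolar protein, at 1.31. Camera gave an adjusted p of 1.07e-22 for this list, and adjusted p = 0.0978 with an estimated correlation. Bcat1, a branched-chain aminotransferase that the paper marks as up, had 1.91 (standard error 0.219, adjusted p = 2.18e-05).
Cyld, a deubiquitinase that restrains NF-κB, fell by 0.60 on the log2 scale (standard error 0.089, adjusted p = 0.00017), and Cdkn1b, the cyclin-dependent kinase inhibitor p27, fell by 0.82 (standard error 0.167, adjusted p = 0.00201). Fbxw7, the ubiquitin ligase subunit that marks Notch1 and Myc for degradation, fell by 0.43 (standard error 0.118, adjusted p = 0.0146). With the mean of the probe sets of Fbxw7 the value was -0.20 (adjusted p = 0.068), and without wild-type replicate 2 it was -0.39 (adjusted p = 0.0562). With same-numbered samples as a block it was -0.39 (adjusted p = 0.156). Except between the sorted fractions, such a block links different mice that share only a number. Here and below, what it gives or ends in those comparisons cannot decide a call. Of the genes that Fig 3B marks as up, 13 were measured and 13 were higher, by 0.41 to 3.24 (13 when adjusted over the list alone, and 13 at the 1% of the legend). Of those marked as down, 14 were measured and 14 were lower, from -1.61 to -0.27 (14 when adjusted over the list alone, but 9 at the 1% of the legend, with adjusted p up to 0.0349). The study chose these genes on the same samples, so the tally is not independent evidence.

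**Figure D2:**
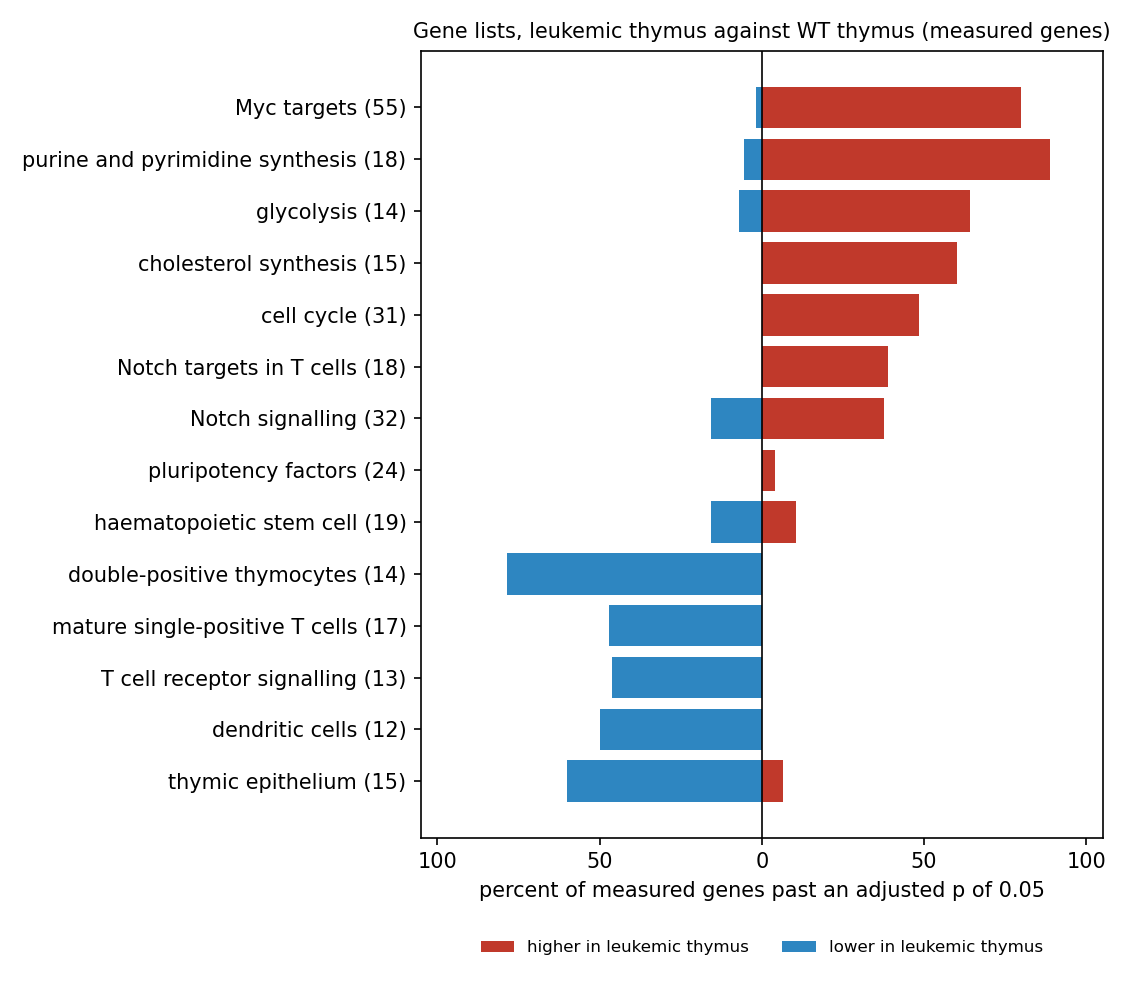
Percent of the measured genes of each list that were higher (right) or lower (left) in leukemic than in wild-type thymus at an adjusted p under 0.05 from limma, with the number of measured genes per list in parentheses. Myc targets show 44 of 55 genes higher, and double-positive thymocyte genes 11 of 14 lower.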

We observed upregulation of the Notch1 pathway (Weng *et al*, 2004) and c‐Myc transcriptional targets (Weng *et al*, 2006), as well as downregulation of *Fbxw7*,* Pten* (O'Neil *et al*, 2007; Palomero *et al*, 2007; Thompson *et al*, 2007; Van Vlierberghe & Ferrando, 2012), *Cyld*, and *Cdkn1b* (Komuro *et al*, 1999; Dohda *et al*, 2007; Espinosa *et al*, 2010; D'Altri *et al*, 2011; Fig 3B and C). Hence, similar oncogenic pathways were deregulated in murine T‐ALL arising from *Lmo2*‐negative T cells, which is consistent with human T‐ALL but not with B‐ALL. Thus, we can exclude that the correlation between murine and human T‐ALL reflects a transformed state.

**Figure 3:**
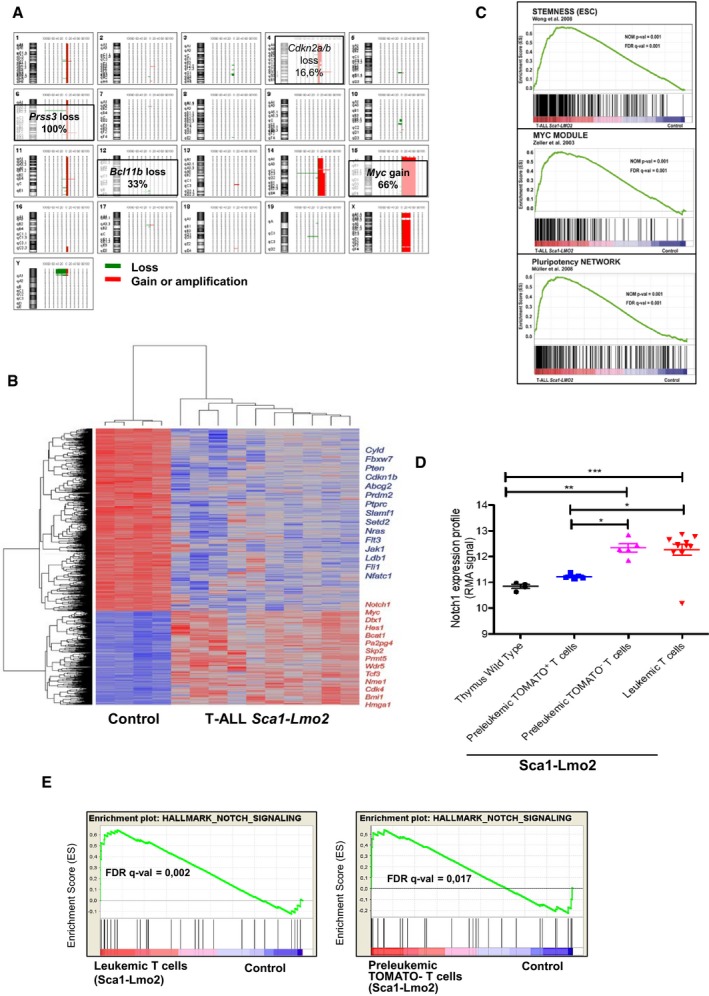
Molecular identity of tumor cells in *Sca1‐Lmo2* T‐ALL Overview of chromosomal imbalances mapped by 4x180k oligonucleotide aCGH in 12 T‐ALL cases in *Sca1‐Lmo2* mice. The 20 chromosome ideograms of T‐ALL *Sca1‐Lmo2* mice are shown with DNA deletions drawn as green lines and amplifications or gains as red lines. Selected chromosomal alterations are highlighted.Genes significantly induced or repressed within tumor T cells of *Sca1‐Lmo2* mice in comparison with WT littermates, as determined by significance analysis of microarrays using FDR 1%. Each row represents a separate gene, and each column denotes a separate mRNA sample. The level of expression of each gene in each sample is represented using a red–blue color scale (upregulated genes are displayed in red and downregulated genes in blue). Selected genes are highlighted.GSEA of the transcriptional signatures within tumor T cells compared with control WT littermates. Gene expression data from *Sca1‐Lmo2* tumor T cells showed significant enrichment in embryonic stem cell genes (Wong *et al*, 2008) (GSEA FDR *q*‐value = 0.001), Myc target genes (Zeller *et al*, 2003) (GSEA FDR *q*‐value = 0.001), and pluripotency genes (Muller *et al*, 2008) (GSEA FDR *q*‐value=0.001).Notch1 expression profile in control WT T cells, pre‐leukemic tomato^+^ T cells, pre‐leukemic tomato^−^ T cells, and leukemic T cells. The statistical test used was Mann–Whitney *U*‐test: wild‐type thymus versus leukemic T cells (***P < 0.001), wild‐type thymus versus pre‐leukemic tomato^−^ T cells (**P = 0.0031), pre‐leukemic tomato^+^ T cells versus leukemic T cells (*P = 0.0127), and pre‐leukemic tomato^+^ T cells versus pre‐leukemic tomato^−^ T cells (*P = 0.0159). Error bars represent the mean ± SEM.GSEA of the Notch signaling in leukemic and tomato^−^ cells (GSEA FDR *q*‐value = 0.002, 0.017, respectively).

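Genes of double-positive thymocytes and mature T cells were lower in leukemic than in wild-type thymus, and genes of DNA replication and biosynthesis were higher. Ccr9, a thymic homing receptor, had a log2 fold change of -2.99 (standard error 0.9, adjusted p = 0.0232 from limma), Rag2, of the V(D)J recombinase, -2.01 (standard error 0.63, adjusted p = 0.0285) and Cd4 -1.58 (standard error 0.404, adjusted p = 0.00898). Of 14 genes of double-positive thymocytes 11 were lower and none was higher (13 lower when adjusted over the list alone), with adjusted p = 6.27e-07 from camera and adjusted p = 0.2 with an estimated correlation. Of 17 genes of mature single-positive T cells 8 were lower and none was higher (8 lower when adjusted over the list alone), among them Cd69 at -2.75 and Ccr7 at -2.12 (list adjusted p = 0.00191, and adjusted p = 0.348 with an estimated correlation). Of 13 genes of T cell receptor signalling 6 were lower (7 when adjusted over the list alone), with Cd28 at -1.43 (list adjusted p = 0.00134, and adjusted p = 0.329 with an estimated correlation).
Mcm3 and Mcm2, subunits of the replicative helicase, rose by 0.99 and 0.94. Of 31 cell cycle genes 15 were higher and none was lower (17 higher when adjusted over the list alone; adjusted p = 1.03e-06, and adjusted p = 0.343 with an estimated correlation). Shmt2, which supplies one-carbon units, rose by 1.83 and Cad, the first enzyme of pyrimidine synthesis, by 1.52. Of 18 genes of purine and pyrimidine synthesis 16 were higher and 1 was lower (17 and 1 when adjusted over the list alone; adjusted p = 6.33e-10, and adjusted p = 0.0978 with an estimated correlation). Of 14 glycolysis genes 9 were higher, led by Tpi1 at 1.39, and 1, Pdk1, was lower at -1.15 (10 and 1 when adjusted over the list alone; adjusted p = 0.000103, and adjusted p = 0.2 with an estimated correlation). Of 15 genes of cholesterol synthesis 9 were higher (11 when adjusted over the list alone), with Sqle at 1.36 (list adjusted p = 0.000136, and adjusted p = 0.329 with an estimated correlation).
Markers of other cells of the thymus changed beside these groups. Prss16, a protease of thymic epithelium, had -2.40 and Tbata -1.57, and of 15 thymic epithelium genes 9 were lower and 1 was higher (10 and 1 when adjusted over the list alone; adjusted p = 3.21e-05, and adjusted p = 0.133 with an estimated correlation). Of 12 dendritic cell genes 6 were lower (8 when adjusted over the list alone), with Clec9a at -1.27 (list adjusted p = 0.000131, and adjusted p = 0.2 with an estimated correlation). Of 16 myeloid genes none passed (none when adjusted over the list alone; adjusted p = 0.791), with Itgam at 0.68 (adjusted p = 0.129).
Over all 19938 genes, 2406 were higher and 2751 lower at an adjusted p under 0.05, and 1337 and 1870 at the 1% false discovery rate of the legend. With all arrays at the same median the counts were 1861 and 2999. Among genes whose groups did not overlap on any array, the highest were Fbp1, a gluconeogenic phosphatase, at 5.10, Cym at 5.08 and Bst1, a cell surface enzyme of lymphoid precursors, at 4.76. The lowest were Dgkeos at -4.58, Dhrs3, a retinal reductase, at -3.50 and Calcrl at -3.47.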

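Notch1 was higher in tomato-negative T cells and in leukemic thymus than in tomato-positive T cells or wild-type thymus. Its log2 RMA signal was 10.84 ± 0.16 (SD, n = 4) in wild-type thymus, 11.24 ± 0.10 (SD, n = 5) in pre-leukemic tomato-positive cells, 12.34 ± 0.36 (SD, n = 5) in pre-leukemic tomato-negative cells and 12.27 ± 0.73 (SD, n = 11) in leukemic thymus. Leukemic and wild-type means differed by 1.43 (exact two-sided Mann–Whitney test, p = 0.0176). Of the 11 leukemic samples 10 lay above every wild-type sample, and leukemic replicate 7, at 10.17, lay below them all. Tomato-negative cells exceeded wild-type thymus by 1.5 (exact p = 0.0159, the smallest that these group sizes allow). Leukemic thymus exceeded tomato-positive cells by 1.03 (exact p = 0.0087), again in 10 of 11 samples. Tomato-negative exceeded tomato-positive cells by 1.10 (exact p = 0.00794, the smallest possible).
Table EV2 names the same 5 mice in both sorted fractions. The difference within a mouse was 1.10 ± 0.39 (SD, n = 5 pairs), from 0.68 to 1.69 and positive in 5 of 5, and an exact test of the signs of the paired differences gave p = 0.0625, the smallest that 5 pairs allow. In limma, tomato-positive cells had a Notch1 log2 fold change of 0.40 against wild-type thymus (standard error 0.0804, adjusted p = 0.00234), which did not pass when all 4 groups shared one fit (adjusted p = 0.411). Leukemic thymus and tomato-negative cells differed by -0.07 (standard error 0.33, adjusted p = 0.893). The wild-type and leukemic samples were not sorted, so their values are means over all cells of the thymus.

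**Figure D3:**
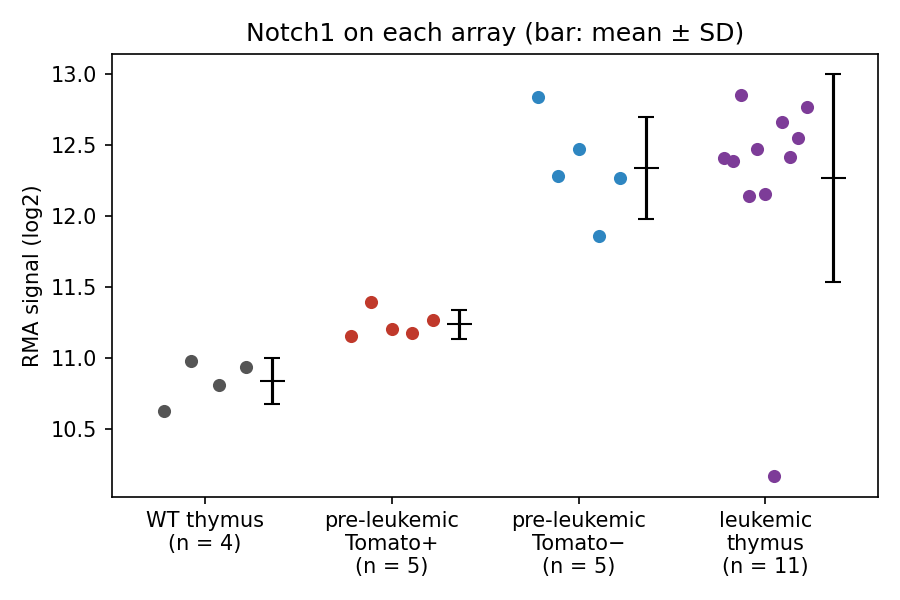
Log2 RMA signal of Notch1 on each array (dots) by group, with the group mean and SD (bars). In leukemic thymus 10 of 11 samples lie above every wild-type sample, and leukemic replicate 7 is at 10.17.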

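Genes of the Notch pathway moved in both directions in leukemic thymus and in tomato-negative cells against wild-type thymus. Of 32 measured Notch signalling genes, a list written from memory of the published set that the Appendix names for the figure, 12 were higher and 5 lower in leukemic thymus (13 and 6 when adjusted over the list alone). St3gal6, a sialyltransferase, had a log2 fold change of -1.99 (standard error 0.13, adjusted p = 1.61e-07 from limma). The list did not pass in camera (adjusted p = 0.169), whereas fry, which asks whether a list's genes move on balance in one direction, gave 0.00399, gene set enrichment by signal-to-noise ranking gave 0.0264 and camera without leukemic replicate 7 gave 0.0444.
In tomato-negative cells (n = 5 against 4) Dtx1 rose by 2.41 (standard error 0.359, adjusted p = 0.00083), Ptcra by 1.92 (standard error 0.34, adjusted p = 0.00215), Notch3 by 1.66 (standard error 0.211, adjusted p = 0.000338) and Rbx1, a ubiquitin ligase subunit, by 1.91. Lfng, the glycosyltransferase that tunes which ligand Notch answers to, fell by 1.96. Hes1 had 1.61 (standard error 0.626, adjusted p = 0.0862), and passed with all 4 groups in one fit (adjusted p = 0.0439) and without tomato-negative replicate 4 (adjusted p = 0.0314). Of the Notch signalling genes 8 were higher and 6 lower in these cells (9 and 6 when adjusted over the list alone; adjusted p = 0.412 from camera). Of 18 Notch targets in T cells 7 were higher and 2 lower (9 and 4 when adjusted over the list alone; adjusted p = 0.131), and this list passed in gene set enrichment by signal-to-noise ranking (0.0155) and without tomato-negative replicate 4 (0.0254). Myc had 0.82 (standard error 0.247, adjusted p = 0.0321), which did not pass when values were quantile-normalized again (adjusted p = 0.0514) or without any one of tomato-negative replicates 1 and 2 and wild-type replicates 1, 2 and 3 (adjusted p from 0.0604 to 0.0867).
The list was not compared with the published set itself. In the Reactome set of signalling by Notch, 10 of 64 genes were higher and 11 lower in leukemic thymus (adjusted p = 0.594).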

Gene sets pertaining to stem cell identity were highly enriched in Lmo2‐negative T‐ALL (Fig 3C), suggesting that the stem‐cell‐specific transcriptional program remains activated in the absence of *Lmo2* expression. However, gene expression analysis identified upregulation of the Notch1 pathway in thymic pre‐leukemic tomato^−^ versus tomato^+^ cells, comparable to the leukemic T cells (Fig 3D and E; Appendix Fig S6A–E; Table EV2). Thus, these data suggest that *Lmo2* initiates a reprogramming‐like mechanism in HSC/PC, while the T‐ALL is maintained independently of Lmo2 expression.

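Few pluripotency factors and haematopoietic stem cell genes were higher in leukemic than in wild-type thymus (n = 11 against 4). Of 24 measured pluripotency factors, 1, Prdm14, was higher (none when adjusted over the list alone), with a log2 fold change of 0.13 (standard error 0.0422, adjusted p = 0.0307 from limma). Pou5f1, which encodes the pluripotency factor Oct4, had 0.26 (standard error 0.0992, adjusted p = 0.0715) and Klf4 had 0.15 (standard error 0.061, adjusted p = 0.0911). The list had a median of 0.08 and did not pass in camera (adjusted p = 0.122). It passed without wild-type replicate 4 (adjusted p = 0.0461). It also passed with same-numbered samples as a block (adjusted p = 0.0405). These are different mice that share only a number, so that result cannot decide.
Of 19 haematopoietic stem cell genes 2 were higher and 3 lower (2 and 3 when adjusted over the list alone). Etv6, a repressor needed by adult stem cells, rose by 0.70 (standard error 0.206, adjusted p = 0.0212). Slamf1, the surface marker CD150, fell by 1.37 (standard error 0.18, adjusted p = 7.1e-05), Egr1 by 1.36 and Meis1 by 0.21. Kit, the receptor of stem cell factor, had 1.22 (standard error 0.63, adjusted p = 0.178). The median was 0.05, the mean -0.01 and the direction in camera down (adjusted p = 0.998). Abcg2, the transporter behind the dye-excluding side population and a gene Fig 3B marks as down, fell by 1.61 (standard error 0.182, adjusted p = 1.95e-05). Bmi1, like Abcg2 outside these lists but marked as up in Fig 3B, was higher. Its log2 signal was 8.88 ± 0.21 (SD) in leukemic and 8.41 ± 0.12 (SD) in wild-type thymus.
The embryonic stem cell and pluripotency sets of Fig 3C were not analysed here. The list of pluripotency factors is a smaller one of a related kind, and that of haematopoietic stem cell genes does not stand in for them. From the enrichment of its sets in tumor cells the paper proposes that a stem cell program stays active after Lmo2 expression is lost.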

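Between the sorted fractions, Notch1, Notch3 and Ptcra were higher in tomato-negative cells, and Lfng, Psen2 and Il7r were higher in tomato-positive cells (n = 5 in each). Notch3, a receptor that Notch1 itself induces in thymocytes, had a log2 fold change of 2.34 (standard error 0.218, adjusted p = 1.66e-05 from limma), Ptcra 2.48 (standard error 0.319, adjusted p = 0.000148) and Heyl 1.14 (standard error 0.157, adjusted p = 0.00024), each as tomato-negative minus tomato-positive. Lfng had -4.22 (standard error 0.0879, adjusted p = 2.38e-09), Psen2, of the protease that releases the Notch intracellular domain, -2.15 (standard error 0.107, adjusted p = 3.36e-07) and Il7r, the interleukin-7 receptor, -2.49 (standard error 0.264, adjusted p = 3.94e-05). Dtx1 had -0.28 (standard error 0.431, adjusted p = 0.702) and Myc -0.47 (standard error 0.214, adjusted p = 0.132). Hes1 had 1.66 (standard error 0.579, adjusted p = 0.0521), and passed in 6 of the alternative settings (adjusted p from 0.017 to 0.0483).
Of 32 Notch signalling genes 7 were higher and 12 lower in tomato-negative cells (8 and 12 when adjusted over the list alone; adjusted p = 0.239 from camera, in the downward direction), and fry gave 0.000775, also down. Of 18 Notch targets in T cells 7 were higher and 2 lower (8 and 3 when adjusted over the list alone; adjusted p = 0.282, upward), with a median of -0.06 and a mean of 0.36, and fry gave 0.000782, upward. Rag1, of the V(D)J recombinase, was also higher in tomato-negative cells at 3.14, and S1pr1, the exit receptor of mature T cells, lower at -5.29. Of 14 genes of double-positive thymocytes 14 were higher in these cells. Of 17 genes of mature single-positive T cells, a list that holds Il7r, 16 were lower. Whether a difference in thymocyte stage accounts for the Notch genes was not tested.
Leukemic thymus against tomato-negative cells showed further differences in the pathway. Notch3 had 0.15 (adjusted p = 0.84) and Dtx1 0.26 (adjusted p = 0.769), whereas Heyl rose by 1.71 (standard error 0.429, adjusted p = 0.00725) and Nrarp, a Notch-induced feedback regulator, by 1.40 (standard error 0.395, adjusted p = 0.0144). Hes1 had 1.63 (standard error 0.526, adjusted p = 0.0287), which did not pass with the replicate block (adjusted p = 0.0586) or without tomato-negative replicates 2, 4 or 5 (adjusted p from 0.0675 to 0.104). Of the Notch targets 5 were higher and none was lower (5 when adjusted over the list alone; adjusted p = 0.152), and the list passed in gene set enrichment by signal-to-noise ranking (0.00487), with the replicate block (0.0077) and without leukemic replicate 7 (0.0294). Of the Notch signalling genes 9 were higher and 6 lower (12 and 7 when adjusted over the list alone; adjusted p = 0.478).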

To further explore the relevance of our findings to human T‐ALL, we performed WES of 10 Lmo2‐negative tumors from the thymuses of diseased *Sca1‐Lmo2* mice (Table 1). We detected 40 somatic mutations, including 10 mutations in genes recorded in the cancer gene list (Table EV1); primarily, we observed recurrent *Notch1* (SNVs 5/10, indels 5/10) and *KRas* (SNVs 1/10) mutations (Table 1), consistent with *Rosa26‐Lmo2 + Sca1‐Cre* and human *LMO2* ^*+*^ T‐ALL pathogenesis (Table 1). However, we did not identify *Lmo2* target genes and/or pathways that could replace *Lmo2* function in Lmo2‐negative T‐ALL. WES of a corresponding human LMO2^+^ T‐ALL cohort (*n *=* *9) in which translocation t(11;14)(p13;q11) was confirmed by fluorescent *in situ* hybridization (FISH) analysis (Table EV3; Appendix Fig S7) corroborated the relevance of these mutations. Briefly, we found 34 somatic alterations, including eight genes recorded in the cancer gene list, and confirmed recurrent *NOTCH1* (SNVs 6/9, indels 1/9), *KRAS* (SNVs 1/9), *NRAS* (SNVs 2/9), *FBXW7* (SNVs 2/9), and *MTOR* (SNVs 2/9) mutations (Table 1; Table EV1). Human LMO2^+^ and *Sca1‐Lmo2* T‐ALL showed highly recurrent SNVs and indels in *NOTCH1* (p.L1585P) and *KRAS* (p.G12D/V; Table 1), targeting the same amino acid. Thus, our data suggest that transient *Lmo2* expression in murine HSC/PCs is sufficient for induction of human‐like T‐ALL without the need for sustained *Lmo2* expression in the T‐ALL bulk.

### Secondary genomic alterations take place within the thymus during T‐ALL development

In an attempt to exclude the impact of *Lmo2* expression in thymic precursor cells and to analyze specifically the reprogramming potential of *Lmo2* expression in HSC/PC, we crossed *Sca1‐Lmo2* mice with thymus‐deficient *nu/nu* mice. *Sca1‐Lmo2 + nu/nu* mice had a similar lifespan compared to *Sca1‐Lmo2* (Fig 4A). Leukemic *Sca1‐Lmo2 + nu/nu* mice (*n *=* *8/10) had enlarged spleens and succumbed to a highly disseminated form of leukemia that infiltrated both hematopoietic and non‐hematopoietic tissues (Fig 4B and C; Appendix Fig S8A). In contrast to *Sca1‐Lmo2* T‐ALL, *Lmo2* was expressed in *Sca1‐Lmo2 + nu/nu* leukemia (Fig 4C) and expression array data showed enrichment in human early T‐cell precursor (ETP) ALL genes (Fig 4D), in agreement with human ETP ALL cases that commonly showed *LMO2*/*LYL1* deregulation (Liu *et al*, 2017). In addition, these leukemias showed enrichment in pluripotency, stemness (Fig 4D; Appendix Fig S8B and C), underscoring a reprogramming effect of *Lmo2* in HSC/PC. These results suggest that *Lmo2* is able to reprogram HSC/PC before entering the thymus. Next, we performed WES of five *Sca1‐Lmo2 + *nu/nu mice with leukemia and observed 14 somatic alterations (SNVs) in *Cdh11* (1/5), *Cd1d1* (2/5), *Sept6* (2/5), and *Hspa1l* (1/5; Table 1; Table EV1). We did not observe *Notch1* or *Ras* indels/SNVs, in contrast to T‐ALL from *Rosa26‐Lmo2 + Sca1‐Cre* and *Sca1‐tomato‐IRES‐Lmo2* mice and human LMO2^+^ T‐ALL (Table 1). Hence, *Lmo2* is able to reprogram the cellular identity of HSC/PC into a tumorigenic one, but the thymus is indispensable to retain the T‐ALL phenotype.

**Figure 4:**
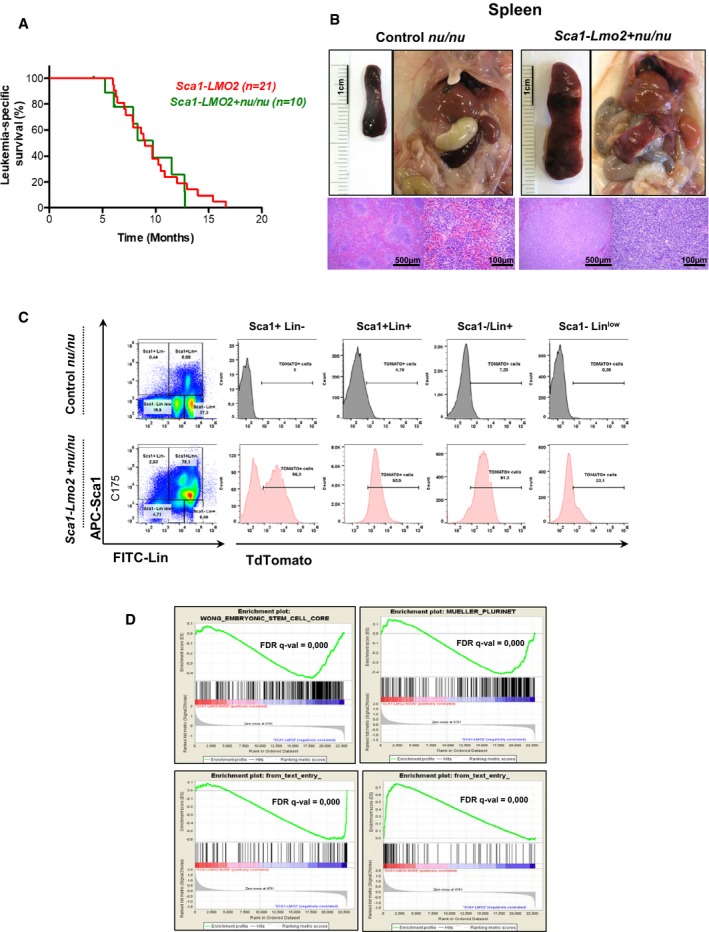
Leukemia development in *Sca1‐Lmo2 *+* nu/nu* mice Leukemia‐specific survival of *Sca1‐Lmo2 + nu/nu* mice (green line, *n *=* *10), showing a similar shortened lifespan compared to *Sca1‐Lmo2* mice (red line, *n *=* *21) as a result of leukemia development.An example of splenomegaly observed in *Sca1‐Lmo2 + nu/nu* mice studied pointing out by an arrowhead. Hematoxylin and eosin staining showing infiltration of spleen from *Sca1‐Lmo2 + nu/nu* leukemic mice. A spleen from a control littermate nu/nu mouse is shown for reference.
*TdTomato* expression in the leukemic cells from *Sca1‐Lmo2 + nu/nu* mouse. A control littermate nu/nu mouse is shown for reference.GSEA of the transcriptional signatures within tumor cells of *Sca1‐Lmo2 + nu/nu* mice compared to tumor T cells of *Sca1‐Lmo2* mice. Gene expression data from *Sca1‐Lmo2 + nu/nu* tumor cells showed significant enrichment of embryonic stem cell genes (GSEA FDR *q*‐value = 0.000), pluripotency genes (GSEA FDR *q*‐value = 0.000), genes upregulated in human ETP T‐ALL (GSEA FDR *q*‐value = 0.000), and genes downregulated in human ETP T‐ALL (GSEA FDR *q*‐value = 0.000).

### B‐cell‐restricted *Lmo2* expression reprograms B cells into T‐ALL

We next asked whether the reprogramming potential of *LMO2* is restricted to the HSC/PC compartment or this ability applies to precursor and mature non‐T‐cell lineage cells. *Lmo2* is expressed in other types of hematologic cancer including diffuse large B‐cell lymphoma (DLBCL; Natkunam *et al*, 2007; Cubedo *et al*, 2012) and B‐cell precursor acute lymphoblastic leukemia (BCP‐ALL; de Boer *et al*, 2011; Malumbres *et al*, 2011; Deucher *et al*, 2015), and a significant proportion of human T‐ALL exhibits rearrangement of immunoglobulin heavy‐chain genes (Mizutani *et al*, 1986; Szczepanski *et al*, 1999; Meleshko *et al*, 2005). Thus, we next address the effects of *Lmo2* expression in B cells. We initially used pro‐B cells as targets for reprogramming because they carry genomic rearrangements of genes encoding VDJ regions of immunoglobulin heavy‐chain locus that serve as natural genetic barcodes and they have weak barriers for reprogramming (Riddell *et al*, 2014). To this aim, we crossed the *Rosa26‐Lmo2* mice with an *Mb1‐Cre* mouse strain (Hobeika *et al*, 2006). The resulting strain deletes the stop cassette upon B‐lineage commitment at the pro‐B‐cell level via the Cre recombinase, driven by the promoter from *Mb1* locus encoding the immunoglobulin‐associated alpha chain Cd79a. FACS analysis confirmed uniform and efficient GFP expression at the pro‐B stage, and therefore all subsequent stages of B‐cell differentiation (Appendix Fig S9A). B cells from *Rosa26‐Lmo2 + Mb1‐Cre* mice showed a developmental pattern comparable to that of B cells from their control littermates (Appendix Fig S9B), which indicated that induction of Lmo2 at the pro‐B‐cell stage has a minimal effect on B‐cell development. GFP expression was not detected outside the B‐cell lineage in *Rosa26‐Lmo2 + Mb1‐Cre* mice as the frequency of GFP^+^ cells within both the BM myeloid progenitors and thymus T cells was undetectable (Appendix Fig S9A). These results also indicated that forced expression of Lmo2 was not able to reprogram committed progenitors of B cells into normal T lymphocytes. Importantly, *Rosa26‐Lmo2 + Mb1‐Cre* mice do not develop B‐cell malignancies. However, *Rosa26‐Lmo2 + Mb1‐Cre* mice showed a shorter lifespan than their wild‐type (WT) littermates (Fig 5A) due to the development of aggressive T‐cell malignancies (5/27; 18.5%). Malignant T cells were primarily either double‐positive for CD4/CD8 or single‐positive for CD8 or single‐positive for CD4 (Fig 5B), with Lmo2 expression in the tumor T cells (Fig 2D and E). These mice also showed infiltration of malignant cells into the spleen, liver, and thymus, resulting in disruption of normal architecture (Appendix Fig S9C). The latency of these *Rosa26‐Lmo2 + Mb1‐Cre* T‐ALL was higher than the latency of *Rosa26‐Lmo2 + Sca1‐Cre* T‐ALLs (Fig 5A), suggesting that the cell‐of‐origin impacts the disease malignancy.

**Figure 5:**
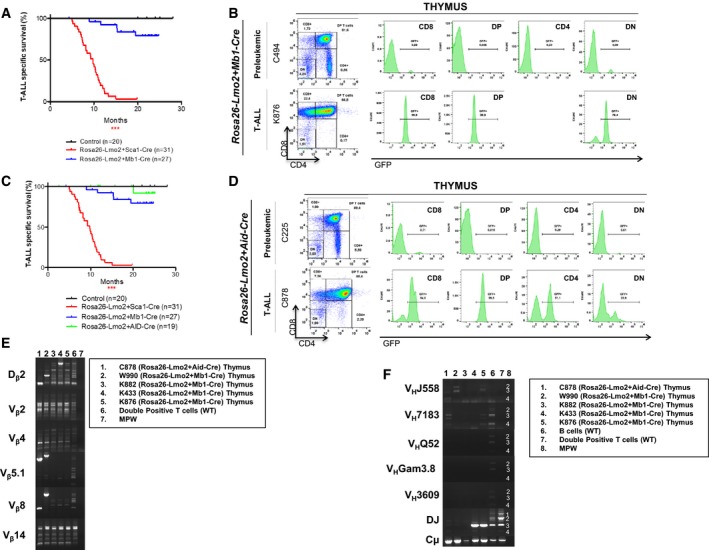
T‐ALL development through *Lmo2* expression in B cells Leukemia‐specific survival of *Rosa26‐Lmo2 + Mb1‐Cre* mice (blue line, *n *=* *27), showing a significantly (log‐rank ***P < 0.0328) shortened lifespan compared to control littermate WT mice (black line, *n *=* *20) as a result of T‐ALL development. The latency of *Rosa26‐Lmo2 + Mb1‐Cre* T‐ALL is higher than that of *Rosa26‐Lmo2 + Sca1‐Cre* T‐ALL.
*GFP* expression in the pre‐leukemic and leukemic cells from *Rosa26‐Lmo2 + Mb1‐Cre* mice, respectively.Leukemia‐specific survival of *Rosa26‐Lmo2 + Aid‐Cre* mice (green line, *n *=* *19), not showing a significantly (log‐rank ***P < 0.3173) shortened lifespan compared to control littermate WT mice (black line, *n *=* *20). The latency of *Rosa26‐Lmo2 + Aid‐Cre* T‐ALL is higher than that of *Rosa26‐Lmo2 + Sca1‐Cre* and *Rosa26‐Lmo2 + Mb1‐Cre* T‐ALLs.
*GFP* expression in the pre‐leukemic and leukemic cells from *Rosa26‐Lmo2 + Aid‐Cre* mice, respectively.TCR clonality in *Rosa26‐Lmo2 + Aid‐Cre* and *Rosa26‐Lmo2 + Mb1‐Cre* mice. PCR analysis of TCR gene rearrangements in infiltrated thymuses of diseased *Rosa26‐Lmo2 + Aid‐Cre* and *Rosa26‐Lmo2 + Mb1‐Cre* leukemic mice. Sorted DP T cells from the thymus of healthy mice served as a control for polyclonal TCR rearrangements. Leukemic thymus shows an increased clonality within their TCR repertoire (indicated by the code number of each mouse analyzed).BCR clonality in *Rosa26‐Lmo2 + Aid‐Cre* and *Rosa26‐Lmo2 + Mb1‐Cre* mice. PCR analysis of BCR gene rearrangements in infiltrated thymuses of diseased *Rosa26‐Lmo2 + Aid‐Cre* and *Rosa26‐Lmo2 + Mb1‐Cre* leukemic mice. Sorted CD19^+^ B cells (B cells) from spleens of healthy mice serve as a control for polyclonal BCR rearrangements. DP T cells from the thymus of healthy mice served as a negative control. Leukemic thymus shows an increased clonality within their BCR repertoire (indicated by the code number of each mouse analyzed).

Due to the increased expression of *Lmo2* in DLBCL (Natkunam *et al*, 2007; Cubedo *et al*, 2012), we therefore next crossed conditional *Rosa26‐Lmo2* mice with the *Aid‐Cre* strain, which expresses Cre recombinase in germinal center (GC) B cells (Crouch *et al*, 2007). Upon reaching immunological maturity, *Rosa26‐Lmo2 + Aid‐Cre* mice were injected with T‐cell‐dependent antigen sheep red blood cells (SRBC) to induce *Lmo2* expression in GC cells. FACS analysis confirmed uniform and efficient GFP expression at GC stage (Appendix Fig S9D) and therefore within the subsequent stages of B‐cell differentiation (Appendix Fig S9E). GFP expression was not detected in bone marrow progenitor B cells, bone marrow myeloid cells, and thymus T cells from pre‐leukemic *Rosa26‐Lmo2 + Aid‐Cre* mice (Appendix Fig S9E). These results also indicated that forced expression of Lmo2 within GC B cells was not able to contribute to normal T‐cell development. However, *Lmo2* expression in GC cells did not result in DLBCL or other types of B‐cell malignancies. However, 5% (1/19) of *Rosa26‐Lmo2 + Aid‐Cre* mice developed aggressive T‐cell malignancy (Fig 5C). Malignant T cells were primarily CD8^+^CD4^+/−^ (Fig 5D). These mice showed infiltration of malignant cells into the spleen, liver, kidney, and lung, resulting in disruption of normal architecture (Appendix Fig S9F). Similarly, the latency of the *Rosa26‐Lmo2 + Aid‐Cre* T‐ALL was even higher than the latency of *Rosa26‐Lmo2 + Sca1‐Cre* and *Rosa26‐Lmo2 + Mb1‐Cre* T‐ALLs (Fig 5C), reinforcing the evidence that the cell‐of‐origin influences the disease malignancy.

T‐ALL leukemia, which originated from either pro‐B or GC cells, showed clonal TCR rearrangements (Fig 5E) and a significant similarity to *Rosa26‐Lmo2 + Sca1‐Cre* tumors at the genomic level due to the presence of recurrent *Notch1* (SNVs (3/4), indels (1/4) in *Rosa26‐Lmo2 + Mb1‐Cre*; SNVs (1/1), indels (1/1) in *Rosa‐Lmo2 + Aid‐Cre*) mutations (Table 1; Table EV1). In line with a B‐cell origin, *Rosa26‐Lmo2 + Mb1‐Cre* and *Rosa26‐Lmo2 + Aid‐Cre* T‐ALL also showed clonal genomic rearrangements of genes encoding VDJ regions of immunoglobulin heavy‐chain locus (Fig 5F). These results show that B‐cell‐restricted *Lmo2* expression can induce T‐ALL in mice, a disease that never appears in control WT littermates. Furthermore, we show that the differentiation state of the cell‐of‐origin influences the frequency of T‐ALL. Together, these data support a novel function of Lmo2 in mice, where the cell‐of‐origin differentiation state does not dictate the Lmo2 tumor cell identity. Lmo2 expression in non‐T‐cell lineage cells including HSC/PC and B cells causes reprogramming with a common final path to T‐ALL development.

### Transcriptomics landscape of Lmo2‐driven T‐ALL

To elucidate the differential transcriptomics landscape among different mouse models employed in this study, we next performed paired‐end RNA‐seq on *Rosa26‐Lmo2 + Sca1‐Cre* (*n* = 3), *Sca1‐Lmo2* (*n* = 4), *Rosa26‐Lmo2 + Mb1‐Cre* (*n* = 2), *Rosa26‐Lmo2 + Aid‐Cre* (*n* = 1), and WT‐thymus (*n* = 4) mice. The 500 genes with the highest variance among the difference murine models were depicted (Fig 6A) with their corresponding FPKM values (Table EV5). Next, gene set enrichment analysis (GSEA) of *Rosa26‐Lmo2 + Sca1‐Cre* and *Sca1‐Lmo2* mouse‐based gene signatures, against a human T‐ALL childhood expression set with healthy controls (Mootha *et al*, 2003; Subramanian *et al*, 2005), was performed (Fig 6B). The upregulated *Rosa26‐Lmo2 + Sca1‐Cre* signature shows a significant enrichment in the human T‐ALL group which is in accordance with the human T‐ALL situation wherein the expression of LMO2 is present throughout in tumor cells.

**Figure 6:**
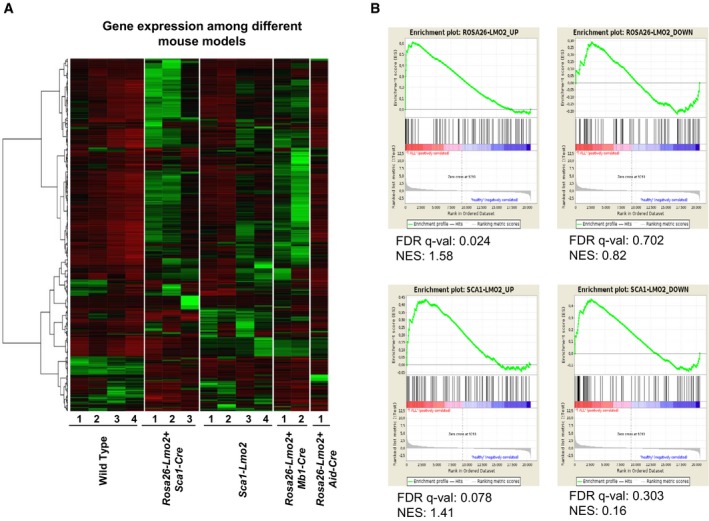
Comparison of RNA‐seq data from depicted mouse models compared to a human cohort of T‐ALL Gene expression of *Rosa26‐Lmo2 + Sca1‐Cre*,* Sca1‐Lmo2*,* Rosa26‐Lmo2 + Mb1‐Cre*, and *Rosa26‐Lmo2 + Aid‐Cre* with WT thymus as comparison. The 500 genes with the highest variance among the murine groups were chosen, and their corresponding FPKM values transformed to standard scores for visualization. [Row clustering was conducted with the ward.D method.]Gene set enrichment analysis (GSEA) of *Rosa26‐Lmo2 + Sca1‐Cre* and *Sca1‐Lmo2* mouse‐based gene signatures, against a human T‐ALL childhood expression set with healthy controls. Mouse‐based signatures consist of the 100 most up‐ and downregulated human homologue genes, as identified in a differential gene expression analysis between *Rosa26‐Lmo2 + Sca1‐Cre* versus WT and *Sca1‐Lmo2* versus WT, respectively.

## Discussion

Understanding the stepwise events taking place during tumor cell evolution is difficult, because of many genetic alterations that become clonally selected by the time of clinically manifested T‐ALL (Nowell, 1976). In principle, leukemogenesis is a process whereby a normal cell acquires novel but aberrant (malignant) identity in order to propagate a clonal population. This is only possible if the oncogenic event(s) have an inherent reprogramming capacity and the leukemia‐initiating cell has the necessary plasticity (Sanchez‐Garcia, 2015). Several prior studies have been involved in studying aberrations in HSC/PC as an important driver for myeloid and B‐cell hematopoietic neoplasms through a reprogramming mechanism (Perez‐Caro *et al*, 2009; Vicente‐Duenas *et al*, 2012a,c; Green *et al*, 2014; Rodriguez‐Hernandez *et al*, 2017), but to our knowledge, there is no evidence that a similar mechanism may be relevant for T‐ALL. Two alternative explanations can be contemplated to interpret the close association existing between the *LMO2* oncogene and human T‐ALL development: on the one side, the classical interpretation that considers that the role of *LMO2* as the T‐ALL‐initiating genetic alteration takes place in a committed/differentiated target T cell. Under this hypothesis, LMO2 is required for the immortalization of this committed target T cell that will later suffer additional genetic alterations with time which will further deregulate its behavior, leading to the characteristic clinical features of full‐blown T‐ALL. Therefore, this traditional model considers that the phenotype of the tumor cells mirrors that of the normal T cell that originally gave rise to the tumor. However, there is another possible way of interpreting the specific relationship between *LMO2* and T‐ALL, and it is to consider that the *LMO2* oncogene is directly capable of imposing the phenotypic characteristics of the tumor in a non‐T target cell. In fact, *Rag‐1* expression has been detected in early progenitors in both mice and humans (Boiers *et al*, 2013, 2018), therefore providing a mechanistic possibility for translocations to happen at very early hematopoietic developmental stages. If this second option is true, and LMO2 can indeed impose a T‐cell program in a non‐T target cell, it would be difficult, however, to prove this fact in human tumors, since the deconvolution of the sequential events in the evolution of the leukemia becomes almost impossible due to the clonal and sub‐clonal accumulation of genetic alterations by the time of the clinical presentation of the full‐blown T‐ALL. This clonality implies that in human T‐ALL, in spite of its cellular heterogeneity, all leukemic cells carry the same *LMO2* initiating oncogenic genetic lesions, and this would seem to suggest a homogenous mode of action for *LMO2* within all cancer cells. However, there are other findings strongly pointing toward a reprogramming effect of non‐T‐cell lineage cells by LMO2. First, *LMO2* ectopic activation caused by retroviral insertion in the CD34^+^ HSCs of X‐SCID patients specifically triggered T‐ALL development, but no other hematopoietic tumors (Hacein‐Bey‐Abina *et al*, 2008; Howe *et al*, 2008), although it is considered that *LMO2* expression in BM progenitors is not relevant *per se* (Ruggero *et al*, 2016). And second, *Lmo2* expression in murine blood cells cooperates in the generation of iPS cells (Batta *et al*, 2014; Riddell *et al*, 2014). However, in order to prove that, for T‐ALL development, *LMO2* expression does not need to be maintained beyond the initial step of reprogramming, one would require an experimental system capable of limiting the expression of *LMO2* to the target cell‐of‐origin compartment, since otherwise it would be impossible to discard a function for LMO2 in posterior tumor development, as exemplified by the *Rosa26‐Lmo2 + Sca1‐Cre* model. Such a “cell‐of‐origin‐restricted” system would therefore allow us to prove, if these was indeed the case, that the oncogenes, like *LMO2*, capable of initiating T‐ALL formation, might however be dispensable for posterior tumor progression and/or maintenance. In this study, we provide experimental evidence illustrating that HSC/PC and B cells are uniquely sensitive to transformation by *Lmo2* oncogene. However, within the hematopoietic system, not all cells are equally permissive to transformation. Restricted Cre‐mediated activation of *Lmo2* in different stages of B‐cell development induced T‐ALL. However, the differentiation state of the B cell‐of‐origin influences the latency, but it provides thoroughly and unexpectedly a T‐cell phenotype. This is a novel phenomenon in contrast to the previous assumptions; i.e., the phenotype of the leukemia cells is identical to the cell‐of‐origin (Vicente‐Duenas *et al*, 2013). These results indicate that the T‐ALL cell‐of‐origin must possess sufficient plasticity to allow the tumoral reprogramming to take place or, at least, to be initiated. Thus, Lmo2 has the power and capacity to switch from a B‐cell fate to a T‐cell neoplasia, although Lmo2 does not seem to contribute to the generation of normal T lymphocytes. This finding contrast with the role play by Pax5, whose deletion of this master regulator of the B‐cell lineage reprograms B cells into functional T lymphocytes which only occasionally gives rise to T‐cell malignancies (Rolink *et al*, 1999; Cobaleda *et al*, 2007). This mechanism of Lmo2‐dependent reprogramming has been reported in other contexts outside of malignancy, like *Lmo2* in iHSCs (Riddell *et al*, 2014). Thus, the data presented here suggest a more general role for LMO2 to shape the epigenome or to be involved in chromatin remodeling early on in T‐ALL disease and it would not be surprising that other important drivers for human T‐ALL, like *SCL*,* LMO1*, or HOX11/TLX1, contribute to the neoplasm through a similar reprogramming mechanism.

The multiple genetic hits required for T‐ALL development can be related to the fact that the changes, which are necessary for reprogramming mature cells to pluripotent phenotype, are inherently disfavored developmentally. In this case, biological barriers try to prevent cells from changing their identity in order to avoid the risk of malignant transformation. Evidence to support the inherent resistance of cells to reprogramming by an oncogene to a tumor phenotype comes from recent studies of stem‐cell‐based animal models of human cancer. For instance, in a stem‐cell‐based transgenic model of multiple myeloma, the loss of *p53* accelerated the appearance of disease by allowing the *MafB* oncogene to drive a much more efficient malignant reprogramming (Vicente‐Duenas *et al*, 2012b,c). Something similar happens in the case of mucosa‐associated lymphoid tissue (MALT) lymphoma that is driven by the *MALT1* oncogene (Vicente‐Duenas *et al*, 2012a). In a stem‐cell‐based model of CML, restoration of p53 activity slowed the progression of the disease and extended the survival of leukemic animals by inducing the apoptotic death of primitive leukemic cells (Velasco‐Hernandez *et al*, 2013). Similarly, a significant proportion of T‐ALL in all our murine models carried *p53* loss‐of‐function mutations (Table EV4) facilitating pathological reprogramming to a malignant T‐cell phenotype.

We propose that in human T‐ALL, genetic alterations of *LMO2* may act in a hit‐and‐run fashion in early precursors, while evolved tumor cells are reliant on alternative oncogenic mechanisms. The presence of Lmo2 is necessary for the early stages of transformation, but the final tumor phenotype is determined by the niche. In the present results, the final phenotype of the T‐ALL is defined by the thymus environment (Fig 7). This may provide an explanation for the failure of some modern targeted therapies to clear tumor stem cells, despite being effective agents against evolved tumor cells. As a consequence, treatment strategies targeting oncogenic pathways that are active in both the early and late stages of tumor development may be needed to eradicate completely T‐ALL. These findings on the mechanisms of cellular commitment to a tumoral fate by LMO2, therefore, have important implications for understanding and therapeutically targeting T‐ALL tumor cells and to regenerative medicine, since it will be essential to have full control over the potential malignancy of reprogrammed cells.

**Figure 7:**
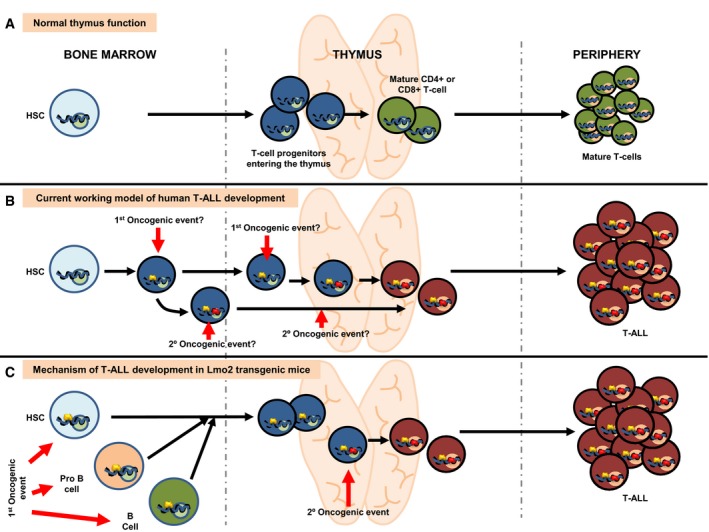
A model by which ectopic expression of *Lmo2* reprograms HS/PCs and B cells into tumor T cells Normal lymphoid development in human and mice. Blue circles represent normal gene regulatory events (activating or repressing) happening during T lymphocyte development. Green circles represent normal gene regulation events happening during terminal differentiation.Current working model for the development of T‐ALL in humans. The existence of dormant alterations previous to the terminal differentiation is unknown. The nature of both the cancer cell‐of‐origin and the cellular place where the second hit is taking place is therefore unknown.Mechanism of T‐ALL development in *Sca1‐Lmo2* transgenic mice. Open yellow circles represent latent epigenetic regulatory events caused by Sca1‐driven expression of *Lmo2*. These epigenetic marks do not interfere with normal T‐cell development but become active (either activating or repressing) in the process of terminal differentiation when the second hit appears within the thymus, thus leading to the appearance of tumor T cells. According to this model, tumor T cell is the result of a cell reprogramming process that can be initiated even in committed B cells (see text for details).

## Materials and Methods

Detailed methods can be found in the Appendix Supplementary Methods available online.

### Generation of mouse strains

All animal work was conducted in accordance with national and international guidelines on animal care and was approved by the Bioethics Committee of the University of Salamanca and the Bioethics Subcommittee of Consejo Superior de Investigaciones Cientificas (CSIC). The *Rosa26‐Lmo2* mice were bred to *Sca1‐Cre* (Mainardi *et al*, 2014), *Mb1‐Cre* (Hobeika *et al*, 2006), or *Aid‐Cre* mice (Crouch *et al*, 2007) to generate *Rosa26‐Lmo2 + Sca1‐Cre*,* Rosa26‐Lmo2 + Mb1‐Cre*, and *Rosa26‐Lmo2 + Aid‐Cre* mice, respectively. The *Sca1‐Lmo2* vector was generated by inserting the *TdTomato*–*IRES*‐mouse *Lmo2* cassette into the ClaI site of the pLy6E vector (Miles *et al*, 1997), and the transgene (2 ng/μl) was injected into CBAxC57BL/6J fertilized eggs.

Upon clinical manifestations of disease, mice were sacrificed and subjected to standard necropsy procedures. All major organs were examined under the dissecting microscope. Tissue samples were taken from homogenous portions of the resected organ and fixed immediately after excision. Differences in survival of transgenic and control *WT* mice were analyzed using the log‐rank (Mantel–Cox) test.

### Array‐comparative genomic hybridization (aCGH)

Whole‐genome analysis was conducted using *Mus musculus* whole‐genome 4x180k oligonucleotide aCGH (AMADID 27411; Agilent Technologies) following the standard protocol. Copy number‐altered regions were detected using ADM‐2 (set as 6) statistics with a minimum number of five consecutive probes.

### Gene expression microarray analysis of murine tumors

Tumoral and normal thymuses were harvested from 10 *Sca1‐Lmo2* mice and 4 control littermate WT mice, respectively. Samples were analyzed using Affymetrix Mouse Gene 1.0 ST arrays. A cutoff of FDR < 0.05 was used for the differential expression calculations. All analyses were performed using R and Bioconductor software.

### Mouse and human exome library preparation and next‐generation sequencing

Mouse exome library preparation was performed using the Agilent SureSelectXT Mouse All Exon kit with modifications. Furthermore, 2 × 100 bp sequencing with a 6‐bp index read was performed using the TruSeq SBS Kit v3 on the HiSeq 2500 (Illumina). Fastq files were generated using BcltoFastq 1.8.4 (Illumina). BWA version 0.7.4 was used to align sequence data to the mouse reference genome (GRCm38.71). Human translocation t(11;14)(q13;q11) bone marrow samples were obtained after informed consent within the AIEOP‐ BFM‐ ALL study and processed via the Macrogen Europe platform, Heidelberg.

### RNA sequencing

RNA sequencing libraries were generated from 500 ng of total RNA using the TruSeq RNA sample prep kit (Illumina) from the blast cells obtained different mouse models employed in the study, including cells from healthy thymus as a control (wt). Later, the libraries were subjected to 2 × 100 bp paired‐end sequencing using HiSeq 2000 instrument (Illumina). The RNA‐seq data were aligned against the mouse reference genome (mm10/GRCm38.83) with TopHat 2.1.0 (Kim *et al*, 2013), and FPKM values per gene were calculated with the R/Bioconductor package bamsignals (Mammana & Helmuth, 2016). Genes with FPKM values > 1 in less than three samples were excluded from the analysis. We selected the 500 genes with the highest variance over all samples, transformed the corresponding FPKM values into standard scores (Table EV5), and visualized the results with the R/Bioconductor package gplots’ heatmap.2 function (row dendrogram, clustering method “ward.D”; Warnes *et al*, 2016).

Differential analysis between the mouse groups *Rosa26‐Lmo2 + Sca1‐Cre* and *Sca1‐Lmo2* against the wild‐type group was conducted with DESeq2 (Love *et al*, 2014), with a minimum adjusted *P*‐value of 0.05. Signatures of the 100 most significantly up‐ and downregulated human homologue genes per differential analysis were then tested for enrichment with the Broad Institute's GSEA tool (Table EV6; Mootha *et al*, 2003; Subramanian *et al*, 2005), against a human childhood T‐ALL set with corresponding wild‐type thymus control samples (Ng *et al*, 2014).

### Statistical analysis

Differences between the transgenic and control littermate wild‐type mice in the percentage and an absolute number of thymocytes were analyzed by analysis of variance (ANOVA) followed by the Kruskal–Wallis and Dunn's multiple comparison tests. Differences in survival of transgenic and control WT mice were analyzed using the log‐rank (Mantel–Cox) test. *P*‐values < 0.05 were considered statistically significant. Statistical analysis and data representation were performed using the GraphPad Prism 5.00 software (San Diego, California, USA).

### Accession numbers

The mouse RNA‐seq and gene expression microarray data have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al*, 2002) and are accessible through GEO Series accession number GSE83572.

## Author contributions

Conception and design of the project: IG‐R, CV‐D, AB, IS‐G, and JH; development of methodology: IG‐R, SB, SGT‐D, AM‐L, GR‐H, IG‐H, SP, YN, AO, VD, BP, OB, DA‐L, JDLR, RJ, MBGC, FJGC, and CV‐D; data acquisition: IG‐R, SB, CW, AM‐L, GR‐H, IG‐H, SP, YN, AO, VD, BP, OB, DA‐L, JDLR, RJ, MBGC, FJGC, CV‐D, ISL, and IS‐G; management of patient samples: SB, MD, MSt, MSc, WW, OH, AB, and JH; analysis and interpretation of data (e.g., statistical analysis, biostatistics, computational analysis): IG‐R, SB, AM‐L, GR‐H, IG‐H, CW, SP, YN, AO, VD, BP, OB, DA‐L, JDLR, RJ, MBGC, FJGC, CV‐D, ISL, IS‐G, AB, and JH; writing, review, and/or revision of the manuscript: IG‐R, SGT‐D, AM‐L, GR‐H, IG‐H, CW, SP, YN, AO, VD, BP, OB, DA‐L, JDLR, RJ, MBGC, FJGC, CV‐D, ISL, IS‐G, AB, and JH; administrative, technical, or material support (i.e., reporting or organizing data, constructing databases): IGS, IG‐H, YN, DA‐L, IS‐G, SB, JH, and AB; and study supervision IG‐R, CV‐D, IS‐G, JH, and AB.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Lmo2 expression defines tumor cell identity during T‐cell leukemogenesis
**Source:** EMBO J. 2018 Jun 7;37(14):e98783. doi: 10.15252/embj.201798783

## APPENDIX

### Table of Contents:

### Appendix Supplementary Methods:

#### Generation of mouse strains

All animal work has been conducted in accordance with national and international guidelines on animal care and was approved by the Bioethics Committee of University of Salamanca and by the Bioethics Subcommittee of Consejo Superior de Investigaciones Científicas (CSIC). The Rosa26-Lmo2 vector was generated as follow: the mouse *Lmo2* cDNA clone was subcloned into the Rosa26UA plasmid using *Ascl* site. This plasmid contained the *Loxp*-*pgk*-*Neo*-*tPA*-*Loxp*-*Ascl*-*FheI*-*IRES*-*EGFP* within the Rosa26 homology arms, and the final targeting construct contained *Loxp*-*pgk*-*Neo*-*tPA*-*Loxp*-*Lmo2*-*IRES*-*EGFP*.

The G4 mouse ES cell line (George et al, 2007) a generous gift of Dr Andras Nagy and Dr. Marina Gertsenstein, was used to modify the Rosa26 locus by homologous recombination at the Servicio de Transgénesis CNB-CBMSO UAM/CSIC (Madrid), where chimeric mice were also generated. Heterozygous Rosa26-Lmo2 animals were obtained after mating chimera with C57BL/6J females. The Rosa26-Lmo2 mice were bred to *Sca1-Cre* (Mainardi et al, 2014), *Mb1-Cre* (Hobeika et al, 2006) or *Aid-Cre* mice (Crouch et al, 2007) to generate

*Rosa26-Lmo2+Sca1-Cre*, *Rosa26-Lmo2+Mb1-Cre*, *Rosa26-Lmo2+Aid-Cre* mice, respectively.

The *Sca1-Lmo2* vector was generated by inserting the *TdTomato-IRES-mouse Lmo2* cassette into the *Clal* site of the pLy6 vector (Miles et al, 1997). The transgene fragment was excised from its vector by restriction digestion with *NotI*, purified and injected (2 ng/uL) into CBAxC57BL/6J fertilized eggs. Transgenic mice with high copy-number (needed to generate a mosaic of *Lmo2* expression in thymus T-cells) were identified by Southern blot analysis of tail snip DNA after *EcoRI* digestion, using *Lmo2* cDNA to detect the transgene. Two independent transgenic lines were generated and analyzed and they demonstrated similar phenotypic features. Upon clinical manifestations of disease, mice were sacrificed and subjected to standard necropsy procedures. All major organs were examined under the dissecting microscope. Tissue samples were taken from homogenous portions of the resected organ and fixed immediately after excision. Differences in survival of transgenic and control WT mice were analyzed using the log-rank (Mantel-Cox) test.

### **Flow cytometry**

Nucleated cells were obtained from whole mouse bone marrow (flushing from the long bones), peripheral blood, thymus, lymph nodes and spleen. In order to prepare cells for flow cytometry, contaminating red blood cells were lysed with RCLB lysis buffer and the remaining cells were washed in PBS with 1% FCS. After staining, all cells were washed once in PBS with 1% FCS. The samples and the data were acquired in an AccuriC6 Flow Cytometer (Becton Dickinson) and analyzed using the FlowJo software (TreeStar). Specific fluorescence of

FITC and APC excited at 488 nm (0.4 W) and 633 nm (30 mW), respectively, as well as known forward and orthogonal light scattering properties of mouse cells were used to establish gates. Nonspecific antibody binding was prevented by preincubation of cells with CD16/CD32 (2.4G2) Fc-block solution (BD Biosciences). For each analysis, a total of at least 100,000 viable cells were assessed.

The following antibodies were used for flow cytometry: anti-B220 (RA3-6B2), CD3 $\epsilon$  (145-2C11), CD4 (RM4-5, 1:250), CD8a (53-6.7, 1:250), CD11b/Mac1 (M1/70), CD19 (1D3), Ly-6G and Ly-6c/Gr1 (RB6-8C5), CD44 (IM7), IgD (11-26c.2a), CD23 (B3B4), CD25 (PC61), CD117 (2B8), IgM (II/41), CD21 (7G6), CD45 (30F-11) and Sca1 (E13-161.7) antibodies. FACS definition of different developmental stages was performed as follows thymus double negative DN1 T cells (CD44<sup>+</sup> CD25<sup>-</sup> Lin<sup>-</sup> (Lin: CD4, CD8a)), thymus double negative DN2 T cells (CD44<sup>+</sup> CD25<sup>+</sup> Lin<sup>-</sup>), thymus double negative DN3 T cells (CD44<sup>-</sup> CD25<sup>+</sup> Lin<sup>-</sup>), thymus double negative DN4 T cells (CD44<sup>-</sup> CD25<sup>-</sup> Lin<sup>-</sup>), thymus double positive T cells (CD4<sup>+</sup> CD8<sup>+</sup>), peripheral CD4 T cells (CD4<sup>+</sup> CD8<sup>-</sup>), peripheral CD8 T cells (CD4<sup>-</sup> CD8<sup>+</sup>), BM HSC (Lin<sup>-</sup> Sca1<sup>hi</sup> c-Kit<sup>hi</sup>), BM pro-B cells (CD19<sup>+</sup> c-Kit<sup>+</sup>), BM pre-B cells (B220<sup>+</sup> CD25<sup>+</sup> IgM<sup>-</sup>), BM and spleen immature B-cells (B220<sup>+</sup> IgM<sup>hi</sup> IgD<sup>-</sup>), BM recirculating B-cells (B220<sup>hi</sup> IgD<sup>hi</sup> IgM<sup>lo</sup>), peripheral transitional B-cells (B220<sup>+</sup> IgM<sup>hi</sup> IgD<sup>hi</sup>), peripheral mature-B cells (B220<sup>+</sup> IgM<sup>lo</sup> IgD<sup>hi</sup>), marginal zone (MZ) B-cells (B220<sup>+</sup> CD21<sup>hi</sup> CD23<sup>lo</sup>), peripheral follicular (FO) B-cells (B220<sup>+</sup> CD21<sup>int</sup> CD23<sup>hi</sup>), and peripheral myeloid cells (Gr1<sup>hi</sup> Mac1<sup>hi</sup> (Cobaleda et al, 2007; Delogu et al, 2006; Schebesta et al, 2007)). All antibodies were purchased from BD Biosciences. All antibodies were used at a 1:100 dilution unless otherwise indicated.

## **Histology and Immunohistochemistry (IHC)**

Animals were sacrificed by cervical dislocation; tissue samples were formalin-fixed and included in paraffin. Tissue samples were taken from homogenous portions of resected organs by the pathologist and fixed immediately after excision. Samples of each organ were processed into paraffin, sectioned and examined histologically including hematoxylin and eosin and immunohistochemical stainings. Transgenic mice samples were sectioned, dewaxed, and heated in 10 mmol/L sodium citrate buffer for 30 min. Slides were incubated with primary antibodies. The antibodies used included: PAX5 (*clone 24/PAX5*, dilution 1:100, BD Biosciences, San Jose, CA), B220 (*clone RA3-6B2*, dilution 1:50, Santa Cruz Biotechnology, Inc., Santa Cruz, CA), TdT (*dilution 1:50*, Supertechs INC), LMO2 (*clone 1A9-1*, dilution 1:150), and CD3 (*clone SP7*, dilution 1:50, Abcam, Cambridge, MA). Samples were centrally reviewed by a panel of pathologists and diagnosed using uniform criteria based on clinical, histological, immunophenotypical, and molecular characteristics. For comparative studies, age-matched mice were used.

## **Real-time PCR quantification (Q-PCR) of *Cdkn2a* and *Lmo2***

We analyzed expression of *Lmo2* and *Cdkn2a* in sorted subpopulation from wild type and transgenic hematopoietic cells by Q-PCR as follows: cDNA was synthesized using reverse transcriptase (Access RT-PCR System; Promega, Madison, WI) and genomic DNA was removed by DNAase treatment (Roche, 04 716 728 001). Real-time PCR reactions were performed in an Eppendorf MasterCycler Realplex machine. Commercially available assays for quantitative

PCR from IDT (Integrated DNA Technologies) were used: *Lmo2* (Assay ID: Mm.PT.56a.21550807), *Cdkn2a* (Assay ID: Mm.PT.49a.5632963) and *Gadph* (Assay ID: Mm.PT.39a.1). Probes were specifically designed to prevent detection of genomic DNA by PCR. Measurement of GAPDH gene product expression was used as an endogenous control. All samples were run in triplicate. The comparative CT Method ( $\Delta \Delta Ct$ ) was used to calculate relative expression of the transcript of interest and a positive control.

### **Immunoglobulin rearrangements.**

Immunoglobulin rearrangements were amplified by PCR using the primers below. Cycling conditions consisted of an initial heat-activation at 95°C followed by 31-37 cycles of denaturation for 1 min at 95°C, annealing for 1 min at 65°C, and elongation for 1 min 45 s at 72°C. This was followed by a final elongation for 10 min at 72°C. To determine the DNA sequences of individual V(D)J rearrangements, the PCR fragments were isolated from the agarose gel and cloned into the pGEM-Teasy vector (Promega); the DNA inserts of at least ten clones corresponding to the same PCR fragment were then sequenced. The following primer pairs were used:

### TCR rearrangements.

Immunoglobulin rearrangements were amplified by PCR using the primers below. Cycling conditions consisted of an initial heat-activation at 95°C followed by 35 cycles of denaturation for 1 min at 95°C, annealing for 1 min at 57°C, and elongation for 1 min 45 s at 72°C. This was followed by a final elongation for 10 min at 72°C. To determine the DNA sequences of individual V(D)J rearrangements, the PCR fragments were isolated from the agarose gel and cloned into the pGEM-Teasy vector (Promega); the DNA inserts of at least ten clones corresponding to the same PCR fragment were then sequenced. The following primer pairs were used:

### Array comparative genomic hybridization (aCGH)

Whole genome analysis was conducted using an *M.musculus* whole genome 4x180k oligonucleotide array-CGH (AMADID 27411, Agilent Technologies), following standard protocol. Microarray data were extracted and visualized using Feature Extraction software v10.7 and Agilent Genomic Workbench v5.0 (Agilent Technologies). Copy number altered regions were detected using ADM-2 (set as 6) statistic with a minimum number of 5 consecutive probes. Genomic build mm9 was used for the experiment.

## **Gene expression microarray analysis of murine tumors**

Tumoral and normal thymuses were harvested from 11 *Sca1-Lmo2* mice and 4 control littermate wild-type mice, respectively. Cells were not sorted prior to RNA extraction for this analysis. Total RNA was isolated using TRIzol (Life Technologies) followed by Rneasy Mini-Kit (Qiagen) purification following the manufacturer's RNA Clean-up protocol with the optional On-column DNase treatment. The integrity and the quality of the RNA were verified by electrophoresis and its concentration measured by the NanoDrop 1000 (Thermo Scientific) and Agilent 2100 Bioanalyzer (Agilent Technologies). Samples were analyzed using Affymetrix Mouse Gene 1.0 ST arrays. Briefly, the robust microarray analysis (RMA) algorithm was used for background correction, intra- and inter-microarray normalization, and expression signal calculation (Bolstad et al, 2003; Irizarry et al, 2003a; Irizarry et al, 2003b). Once the absolute expression signal for each gene (i.e., the signal value for each probe set) was calculated in each microarray, significance analysis of microarray (SAM) (Tusher et al, 2001) method was used to calculate significant differential expression and to find gene probe sets that characterized the tumor T-cells from *Sca1-Lmo2* mice compared with normal T-cells from WT mice. A cutoff of  $FDR < 0.05$  (Benjamini et al, 2001) was used for the differential expression calculations. All the analyses were performed using R and Bioconductor (Gentleman et al, 2004).

## **Enrichment analysis**

Differentially expressed genes were tested for enrichment of genes associated with curated gene sets C2 collection from MSigDB (Subramanian et al, 2005)

looking for molecular signatures within *Sca1-Lmo2* mice. Gene Set Enrichment Analysis (GSEA) was performed using a weighted enrichment statistic, signal-to-noise ratio ranking metric, and corrected for multiple hypothesis testing (MHT) using 1000 permutations to provide an MHT-corrected false discovery rate (FDR) q-value.

The data discussed in this publication and compared with, are deposited in the Molecular Signatures Database (MSigDB) of the MIT Broad Institute and are accessible through the following names: WONG\_EMBRYONIC\_STEM\_CELL\_CORE, MUELLER\_PLURINET and DANG\_MYC\_TARGETS\_UP and HALLMARK\_NOTCH\_SIGNALING.

### **FISH analysis**

Fluorescence in situ hybridization (FISH) was performed with two BAC clones that flank the 5' end (CY3-labelled RP11-98C11 in red) and the 3' end (FITC-labeled RP11-60G13 in green) of the *LMO2* gene as described previously (Konig et al, 2002).

### **Mouse exome library preparation and next generation sequencing**

Sample acquisition: The AllPrep DNA/RNA Mini Kit (Qiagen, Hilden, Germany) was used to purify DNA according to the manufacturer's instructions.

Exome library preparation and next generation sequencing: Exome library preparation was performed using the Agilent SureSelectXT Mouse All Exon kit with modifications adapted from Fisher et al., 2011 (Fisher et al, 2011). Briefly, we added SPRI beads to the original protocol and reduced the size of the reaction to 0.5 µl in order to be able to use PCR tubes for subsequent steps.

Furthermore, we reduced the volume for washing. We minimized sample loss and optimized sample processing by reducing sample handling. We therefore just added freshly prepared 20% PEG/2.5 M NaCl (Sigma) instead of elution of samples from the SPRI beads for library preparation. Targeted capture by hybridization to an RNA library was performed according to the manufacturer's protocol. Purification and enrichment of the captured library were achieved by binding to MyOne Streptavidin T1 Dynabeads (LifeTechnolgies) and off-bead PCR amplification in the linear range. 2x100 bp sequencing with a 6 bp index read was performed using the TruSeq SBS Kit v3 on the HiSeq 2500 (Illumina). Data analysis: Fastq files were generated by using BcltoFastq 1.8.4 (Illumina). BWA version 0.7.4 (Li & Durbin, 2010) was used to align sequence data to the mouse reference genome (GRCm38.71). Conversion steps were carried out using Samtools (Li & Durbin, 2009; Li et al, 2009) followed by removal of duplicate reads (<http://broadinstitute.github.io/picard>). Local realignment around indels, SNP-calling, annotation and recalibration were facilitated by GATK 2.4.9 (DePristo et al, 2011) Mouse dbSNP138 and dbSNP for the used mouse strains were used as training datasets for recalibration. Resulting variation calls were annotated by Variant Effect Predictor (McLaren et al, 2010) using the Ensembl database (v70) and imported into an in-house MySQL database to facilitate automatic and manual annotation, reconciliation and data analysis by complex database queries. Loss of function prediction scores for PolyPhen2 (Adzhubei et al, 2010) and SIFT (Kumar et al, 2009) were extracted from this Ensemble release.

Somatic calls were produced using MuTect (Cibulskis et al, 2013). Only entries with at least 9% difference in allele frequency between tumor and normal were

kept for further analysis. Cancer-related genes were determined by translating the cancer gene consensus from COSMIC (Forbes et al, 2015) using ENSEMBL's biomaRT (Smedley et al, 2015).

### Sequencing.

Mutations were validated using Sanger sequencing on a 3130 Genetic Analyzer (Applied Biosystems). List of primers used for Sanger sequencing:

## RNA Sequencing

RNA Sequencing libraries were generated from 500 ng of total RNA using the Truseq RNA sample prep kit (Illumina) from the blast cells obtained from different mouse models employed in the study, including cells from healthy thymus as a control (wt). Later the libraries were subjected to 2×100 bp paired-end sequencing using HiSeq2000 instrument (Illumina). The RNA-seq data was aligned against the mouse reference genome (mm10/GRCm38.83) with TopHat 2.1.0 (Kim et al, 2013), and FPKM values per gene were calculated with the R/Bioconductor package bamsignals (Mammana & Helmuth, 2016). Genes with FPKM values > 1 in less than three samples were excluded from the analysis. We selected the 500 genes with the highest variance over all samples, transformed the corresponding FPKM values into standard scores (**Table EV5**) and visualized the results with the R/Bioconductor package gplots' heatmap.2 function (row dendrogram, clustering method 'ward.D') (Warnes et al, 2016).

Differential analysis between the mouse groups *Rosa26-Lmo2+Sca1-Cre* and *Sca1-Lmo2* against the wild type group was conducted with DESeq2 (Love et al, 2014), with a minimum adjusted p-value of 0.05. Signatures of the 100 most significantly up- and downregulated human homologue genes per differential analysis were then tested for enrichment with the Broad Institute's GSEA tool (**Table EV6**) (Mootha et al, 2003; Subramanian et al, 2005), against a human childhood T-ALL set with corresponding wild-type thymus control samples (Ng et al, 2014).

## Appendix Supplementary Figure Legends

### Appendix Figure S1: Conditional expression of the *Lmo2* oncogene in the mouse HSCs.

**A)** Schematic showing the *Lmo2* cDNA cloned into a vector designed for targeting into the mouse *Rosa26* locus. neo-R, neomycin resistance cassette; polyA, polyadenylation stop sequence; IRES, internal ribosome entry site; *eGFP*, enhanced green fluorescent protein. Cre-mediated recombination excises the stop sequence and initiates expression of the fusion oncogene and *eGFP*. To prevent transcription of the fusion gene and *eGFP* from the *Rosa26* promoter, a neomycin resistance cassette and poly-adenylation stop signal flanked by loxP sites were inserted between the promoter and the *Lmo2*-IRES-*eGFP* sequence. In the absence of Cre, neither *Lmo2* nor *eGFP* are expressed, due to a STOP cassette in front of *Lmo2* that has to be removed by Cre recombinase action to allow for their expression.

**B)** Mouse embryonic stem cells confirmed to bear the targeted allele were injected into blastocysts to generate chimeras that were then bred to generate progeny with a germline-transmissible conditional allele of *Lmo2* (designated *Rosa26-Lmo2*). Identification of *Rosa26-Lmo2* mice by Southern analysis of tail snip DNA after *EcoRI* digestion.

**C)** GFP expression in peripheral blood hematopoietic cells from preleukemic *Rosa26-Lmo2+Sca1-Cre* mice showing that GFP is expressed in all hematopoietic cells.

**D)** Representative hematopoietic composition in *Rosa26-Lmo2+Sca1-Cre*

preleukemic mice (4 months). No major abnormalities were detected in differentiated myeloid cells, B cells or T cell populations.

**E)** Percentage of T-cells analyzed by flow cytometry at different developmental stages (DN –double negative- T cells, DP –double positive- T cells, CD8 T cells and CD4 T cells) in the thymuses of preleukemic *Rosa26-Lmo2+Sca1-Cre* mice (n=4, 4 months old) compared to control littermate *wild-type* mice (n=4, 4 months old). Preleukemic *Rosa26-Lmo2+Sca1-Cre* mice only show significant increase in CD4+ T-cells (p value=0.0286; Mann-Whitney test).

**Appendix Figure S2: GFP expression in different hematopoietic tissues of *Rosa26-Lmo2+Sca1-Cre* preleukemic mice.**

**A-D)** Flow cytometric analysis of thymus **(A)**, spleen **(B)**, bone marrow **(C)** and peripheral blood **(D)** of 4 months old preleukemic *Rosa26-Lmo2+Sca1-Cre* mice. Representative plots of cell subsets close to the tracking of the GFP marker for *Lmo2* transgene expression are shown and compared to aged-matched control littermate *wild-type* mice.

**Appendix Figure S3: T-ALL development in *Rosa26-Lmo2+Sca1-Cre* mice**

**A)** Example of splenomegaly observed in *Rosa26-Lmo2+Sca1-Cre* mice studied. A spleen from a control *wild-type* littermate mouse is shown for reference.

**B)** Hematoxylin and eosin staining showing infiltration of spleen and liver from *Rosa26-Lmo2+Sca1-Cre* leukemic mice. Tissues from a control littermate *wild type* mouse are shown for reference. Scale bar represents 500µm (=10X) for large panels and 100µm (=40X) for inset.

**C)** Flow cytometric analysis of tumor T-cells in thymus, spleen, lymph nodes, bone marrow and peripheral blood of diseased *Rosa26-Lmo2+Sca1-Cre* mice. These tissues also exhibited an aberrant immunophenotype, mimicking that seen in the thymus. Same tissues from a control littermate *wild-type* mouse are shown for reference.

**Appendix Figure S4: Expression and activity of *Lmo2* in *Sca1-Lmo2* T cells.**

**A)** Schematic representation of the genomic structure of the mouse *Sca1* locus and the *Sca1-Lmo2* transgenic vector used in this study. NotI sites used to excise the transgene fragments and EcoRI sites used to examine Southern blots are indicated. *Lmo2* expression within HSPCs was achieved by placing a *Lmo2* cDNA linked to the fluorescent *TdTomato* cDNA by an internal ribosome entry under the control of the promoter for the HSPC-specific gene, stem-cell-antigen 1 (*Sca1*).

**B)** Relative expression of *Lmo2* in sorted-purified T-cells at different developmental stages (DN –double negative- T cells, DP –double positive- T cells, CD8 T cells and CD4 T cells) in the thymuses of preleukemic *Sca1-Lmo2* mice compared to control littermate *wild-type* mice. Total bone marrow of a wild-type control mouse was used as a positive control. The fold change in each group, calculated as  $2^{-\Delta\Delta C_t}$  sample, was compared. Bars represent the mean and the standard deviation.

**C-G)** Flow cytometric analysis of thymus (**C**), spleen (**D**), bone marrow (**E**), peripheral blood (**F**) and lymph nodes (**G**) of 3 months old preleukemic *Sca1-Lmo2* mice. Representative plots of cell subsets close to the tracking of the

TdTomato marker for *Lmo2* transgene expression are shown and compared to aged-matched control littermate *wild-type* mice.

**H)** Percentage of T-cells at different developmental stages (DN –double negative- T cells, DP –double positive- T cells, CD8 T cells and CD4 T cells) in the thymuses of preleukemic *Sca1-Lmo2* mice (n=22, 3-4 months old) compared to control littermate *wild-type* mice (n=10, 3-4 months old) analyzed by flow cytometry. A significant increase in DN T cells and CD8 T cells, respectively, can be observed in preleukemic *Sca1-Lmo2* mice. Bars represent the mean and the standard error of the mean. The statistical significance is denoted with an asterisk (analyzed by the Mann Whitney Test).

**I)** ARF expression in thymuses control littermate *wild-type* mice and in thymuses of preleukemic *Sca-Lmo2* mice.

**J)** Tracking of the TdTomato marker for *Lmo2* transgene expression during T-cell development in the thymus shows a mosaic of *Lmo2* expression in thymus T-cells. For gating scheme, a representative plot of cell subsets from the thymus is shown. Percentage of TdTomato positive and TdTomato negative cells within the different developmental stages (DN –double negative- T cells, DP –double positive- T cells, CD8 T cells and CD4 T cells) in the thymuses of 20 preleukemic *Sca1-Lmo2* mice analyzed by flow cytometry is shown. Bars represent the mean and the standard deviation. Flow cytometric images are representative of the analysis of 20 preleukemic *Sca1-Lmo2* mice.

**Appendix Figure S5: Expression of the *Lmo2* oncogene in hematopoietic progenitor cells (HSPCs) causes aggressive malignancy of mature T-cells.**

**A)** Thymomas in *Sca1-Lmo2* mice bearing T-ALL (n=17) were formed by a

significant increase in the number of thymocytes compared to preleukemic *Sca1-Lmo2* mice (n=16) and to control littermate *wild-type* mice (n=10), respectively.

**B)** Flow cytometric analysis of tumor T-cells in thymus, spleen, lymph nodes, bone marrow and peripheral blood of diseased *Sca1-Lmo2* mice. These tissues also exhibited an aberrant immunophenotype, mimicking that seen in the thymus. Same tissues from a control littermate *wild-type* mouse are shown for reference.

**C)** Examples of splenomegaly observed in leukemic *Sca1-Lmo2* mice. A spleen from a control littermate *wild-type* mouse is shown for reference.

**D)** Hematoxylin and eosin staining of control littermate wild-type mice and T-ALL-bearing *Sca1-Lmo2* mice showing infiltrating blast cells in thymus, small intestine, kidney, liver, lung and spleen. Loss of normal architecture resulting from effacement with cells morphologically resembling lymphoblasts can be shown. Tissues from a control littermate *wild type* mouse are shown for reference. Images are representative of 3 replicates. Scale bar represents 500µm (=10X) for large panels and 100µm (=40X) for inset.

**E)** T cell receptor (TCR) clonality in *Sca1-Lmo2* mice. PCR analysis of TCR gene rearrangements in infiltrated thymus of diseased *Sca1-Lmo2* leukemic mice. Sorted double positive (DP) T cells from the thymus of healthy mice serve as a control for polyclonal TCR rearrangements. Leukemic T cells show an increased clonality within their TCR repertoire (indicated by code number of each *Sca1-Lmo2* mouse analyzed).

**Appendix Figure S6: Characterization of preleukemic T cells lacking Lmo2 expression.**

**A)** Genes significantly induced and repressed within Tomato-positive T cells of preleukemic *Sca1-Lmo2* mice versus *wild-type* littermates.

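Tomato-positive T cells had more RNA of mature T cell genes and of interferon-induced genes than wild-type thymus, and less of cell division and double-positive thymocyte genes (n = 5 against 4). Lmo2 had a log2 fold change of 4.21 (standard error 0.186, adjusted p = 1.71e-07 from limma). S1pr1, the receptor that lets T cells leave the thymus, rose by 3.13 (standard error 0.157, adjusted p = 3.28e-07), and 17 of 17 genes of mature single-positive T cells were higher (17 when adjusted over the list alone; adjusted p = 2.42e-12 from camera, and adjusted p = 0.151 with an estimated correlation). Rag2 fell by 3.76 (standard error 0.35, adjusted p = 1.28e-05) and Dntt, which adds nucleotides to receptor joints, by 3.21 (standard error 0.308, adjusted p = 1.56e-05). Of 14 genes of double-positive thymocytes 14 were lower (14 when adjusted over the list alone; adjusted p = 6.7e-09, and adjusted p = 0.151 with an estimated correlation). Kif11 and Bub1, of the mitotic spindle, had -4.25 (standard error 0.376) and -4.20 (standard error 0.275), and 29 of 31 cell cycle genes were lower (29 when adjusted over the list alone; adjusted p = 1.04e-15, and adjusted p = 0.269 with an estimated correlation).
Ifit3, an interferon-induced antiviral gene, had 4.75 (standard error 0.258, adjusted p = 4.72e-07), and 15 of 15 genes of the interferon response were higher (15 when adjusted over the list alone; adjusted p = 2.42e-12, and adjusted p = 0.267 with an estimated correlation). Of 16 immediate early and heat shock genes 12 were higher and 1 lower (14 and 1 when adjusted over the list alone; adjusted p = 1.6e-06, and adjusted p = 0.0231 with an estimated correlation), with Junb at 2.15. Lfng rose by 2.26, Dtx1 by 2.70 and Myc by 1.29 (standard error 0.102, adjusted p = 4.15e-06), while Hes1 had -0.05 (adjusted p = 0.824) and Notch3 fell by 0.68. Of 32 Notch signalling genes 13 were higher and 7 lower (13 and 7 when adjusted over the list alone; adjusted p = 0.0334, and adjusted p = 0.27 with an estimated correlation). This list did not pass in gene set enrichment by signal-to-noise ranking (0.102), with same-numbered samples as a block (0.0511), without tomato-positive replicate 2 (0.0747) or without wild-type replicate 4 (0.0601).
Genes of B cells, myeloid and dendritic cells and thymic epithelium were lower, though not those of every other cell type. Ms4a1, the B cell antigen CD20, had -1.51, with 11 of 13 B cell genes lower (11 when adjusted over the list alone; adjusted p = 0.000104, and adjusted p = 0.27 with an estimated correlation). Lyz2, a macrophage lysozyme, had -3.33, with 8 of 16 myeloid genes lower and 1 higher (10 and 1 when adjusted over the list alone; adjusted p = 0.00707, and adjusted p = 0.27 with an estimated correlation). Of 12 dendritic cell genes 7 were lower, with Cd74 at -2.08 (7 when adjusted over the list alone; adjusted p = 0.00773, and adjusted p = 0.295 with an estimated correlation), and of 15 thymic epithelium genes 9 were lower, with Prss16 at -2.28, and 1 higher (2 higher and 10 lower when adjusted over the list alone; adjusted p = 0.00487, and adjusted p = 0.27 with an estimated correlation). Of 12 natural killer and cytotoxic genes 1 was higher and 1 lower, with a median of 0.63 (1 and 1 when adjusted over the list alone; adjusted p = 0.407, and 0.00906, upward, in gene set enrichment by signal-to-noise ranking). Over all genes 3250 were higher and 4461 lower (2270 and 3550 at the 1% of the legend), or 5322 and 3689 when all arrays were given the same median.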

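Pre-leukemic tomato-negative T cells, against wild-type thymus (n = 5 against 4), had more RNA of Lmo2 and of interferon-induced and immediate early genes, and less of mature T cell genes. Lmo2 was higher on every tomato-negative array, which lay between 10.08 and 10.96. Usp18, which limits interferon signalling, rose by 2.61 on the log2 scale (standard error 0.226, adjusted p = 3.96e-05 from limma) and Ifit1 by 2.27 (standard error 0.367, adjusted p = 0.00131). Of 15 genes of the interferon response 12 were higher and 1 lower (13 and 1 when adjusted over the list alone; adjusted p = 3.87e-06 from camera, and adjusted p = 0.492 with an estimated correlation). Gimap3, a GTPase of mature lymphocytes, fell by 2.52 (standard error 0.386, adjusted p = 0.000975) and S1pr1 by 2.16 (standard error 0.168, adjusted p = 2.36e-05). Of 17 genes of mature single-positive T cells 11 were lower and 3 higher (12 and 3 when adjusted over the list alone; adjusted p = 0.00371, and adjusted p = 0.677 with an estimated correlation). Of 14 genes of double-positive thymocytes 2 were higher and 2 lower (2 and 2 when adjusted over the list alone; adjusted p = 0.894), with Cd4 at 0.26 (adjusted p = 0.0482) and Themis at -0.43.
The highest values among genes whose groups did not overlap were those of Olig3, a neural transcription factor, at 4.11 and Bst1 at 4.07. Of 19 genes of the Lmo2 complex and its reported targets 9 were higher and 1 lower (9 and 1 when adjusted over the list alone; adjusted p = 0.00397, and adjusted p = 0.371 with an estimated correlation). Lmo2 itself, at 3.12, is in this list and counts in these values. Kit had 1.02 (standard error 0.312, adjusted p = 0.0338) and Lmo4 0.91. Of 55 Myc targets 17 were higher and 1 lower (17 and 1 when adjusted over the list alone; adjusted p = 0.00311, and adjusted p = 0.725 with an estimated correlation), with Myc itself among the higher ones, and the list did not pass in fry (0.0665). Of 31 cell cycle genes 1 was higher and 5 lower (1 and 5 when adjusted over the list alone; adjusted p = 0.131). The list passed, downward, in fgsea on a signal-to-noise ranking (0.0182), with same-numbered samples as a block (0.00359) and without tomato-negative replicate 2 (0.00385) or wild-type replicate 1 (0.0176) or 4 (0.0441). In the Reactome set of mitotic prometaphase 39 of 96 genes were lower and 4 higher (adjusted p = 0.000124, and adjusted p = 0.957 with an estimated correlation). Of 16 immediate early and heat shock genes, which also respond to the handling of cells, 9 were higher and 2 lower (9 and 2 when adjusted over the list alone; adjusted p = 0.00371, and adjusted p = 0.439 with an estimated correlation), with Dusp1 at 1.56.
Genes of myeloid, dendritic, B and natural killer cells and of thymic epithelium were lower. Lyz2 had -4.35, with 12 of 16 myeloid genes lower (13 when adjusted over the list alone; adjusted p = 1.02e-09, and adjusted p = 0.172 with an estimated correlation). Cd74, the invariant chain of class II antigen presentation, had -4.20, with 9 of 12 dendritic cell genes lower (9 when adjusted over the list alone; adjusted p = 4.58e-08, and adjusted p = 0.172 with an estimated correlation). Of 13 B cell genes 9 were lower and 1, Ly6d, was higher at 1.85 (9 and 1 when adjusted over the list alone; adjusted p = 0.000906, and adjusted p = 0.439 with an estimated correlation). Of 12 natural killer and cytotoxic genes 9 were lower, with Nkg7 at -2.52, and 2 higher, with Gzma at 2.49 (2 higher and 10 lower when adjusted over the list alone; adjusted p = 0.000906, and adjusted p = 0.439 with an estimated correlation), and the list did not pass in fgsea (0.0567) or with dim probe sets left out (0.123). Of 15 thymic epithelium genes 8 were lower, with Prss16 at -2.40, and 2 higher (3 higher and 8 lower when adjusted over the list alone; adjusted p = 0.00371, and adjusted p = 0.439 with an estimated correlation). Of 16 mesenchyme and endothelium genes 1 was higher and 4 lower (1 and 4 when adjusted over the list alone; adjusted p = 0.412), and of 10 erythroid genes 1 was lower (1 when adjusted over the list alone; adjusted p = 0.947). Over all genes 2586 were higher and 2975 lower (1624 and 1878 at a 1% false discovery rate). With all arrays at the same median the counts were 3580 and 2196, and with all 4 groups in one fit 3703 genes passed in place of 5561.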

**B)** Genes significantly induced and repressed within Tomato-negative T cells of preleukemic *Sca1-Lmo2* mice versus *wild-type* littermates.

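Tomato-negative and tomato-positive T cells of the same pre-leukemic mice differed in genes of division, of double-positive thymocytes and of mature T cells (n = 5 in each). Every value is tomato-negative minus tomato-positive. Lmo2 had a log2 fold change of -1.09 (standard error 0.183, adjusted p = 0.000943 from limma), with all 5 tomato-positive samples above all 5 tomato-negative samples. Rag2 had 3.59 (standard error 0.336, adjusted p = 1.7e-05) and Arpp21 3.15 (standard error 0.214, adjusted p = 1.97e-06), and 14 of 14 double-positive thymocyte genes were higher (14 when adjusted over the list alone; adjusted p = 1.1e-10 from camera, and adjusted p = 0.134 with an estimated correlation). Bub1 had 3.26 (standard error 0.318, adjusted p = 2.28e-05), and 31 of 31 cell cycle genes were higher (31 when adjusted over the list alone; adjusted p = 4.43e-18, and adjusted p = 0.238 with an estimated correlation). Gimap3 had -4.85 (standard error 0.326, adjusted p = 1.87e-06), and 16 of 17 genes of mature single-positive T cells were lower (16 when adjusted over the list alone; adjusted p = 1.82e-15, and adjusted p = 0.115 with an estimated correlation).
Ifit3 had -2.81 (standard error 0.496, adjusted p = 0.00125), with 12 of 15 interferon response genes lower (13 when adjusted over the list alone; adjusted p = 9.04e-07, and adjusted p = 0.436 with an estimated correlation). Cbfa2t3, a corepressor of the Lmo2 complex, rose by 2.39, and of 19 genes of that complex and its targets 7 were higher and 2, with Lmo2 itself among them, lower (7 and 4 when adjusted over the list alone; adjusted p = 0.31, and 6.37e-05, upward, in fry). Cdkn2c, an inhibitor of the cyclin D kinases, rose by 2.25, with 7 of 14 p53 targets and cell cycle inhibitors higher and 1 lower (8 and 2 when adjusted over the list alone; adjusted p = 0.0253, and adjusted p = 0.189 with an estimated correlation), a list that did not pass in fgsea (0.0769), with dim probe sets left out (0.0928) or without tomato-negative replicate 5 (0.0574). Of 55 Myc targets 12 were higher and 12 lower (13 and 13 when adjusted over the list alone; adjusted p = 0.552). The highest and lowest values among genes whose groups did not overlap were those of Slc7a11, a cystine transporter, at 3.87 and Dapl1 at -5.68.
Of markers of other cells, 8 of 16 myeloid genes were lower in tomato-negative cells (8 when adjusted over the list alone; adjusted p = 0.00373, and adjusted p = 0.238 with an estimated correlation), with Ctss at -2.86. Of 12 dendritic cell genes 1 was higher and 5 lower (1 and 5 when adjusted over the list alone; adjusted p = 0.0449, and adjusted p = 0.668 with an estimated correlation), which did not pass with dim probe sets left out (0.0618) or without tomato-negative replicates 3, 4 or 5 or tomato-positive replicate 3 (0.0559 to 0.065). Of 12 natural killer and cytotoxic genes 1 was higher and 4 lower (1 and 4 when adjusted over the list alone; adjusted p = 0.0489, and adjusted p = 0.668 with an estimated correlation), which did not pass in fry (0.146), with dim probe sets left out (0.0525) or without any one of the tomato-negative replicates or tomato-positive replicate 2 (0.0512 to 0.0772). Of 16 immediate early and heat shock genes, which also respond to the handling of cells, 2 were higher and 7 lower (2 and 8 when adjusted over the list alone; adjusted p = 0.00839, and adjusted p = 0.241 with an estimated correlation), with Ier2 at -1.25. Over all genes 3745 were higher and 2339 lower in tomato-negative cells (2778 and 1592 at a 1% false discovery rate). When values were quantile-normalized again the counts were 3183 and 2952. With the mouse as a block, since Table EV2 pairs the samples, 6373 genes passed.

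**Figure D4:**
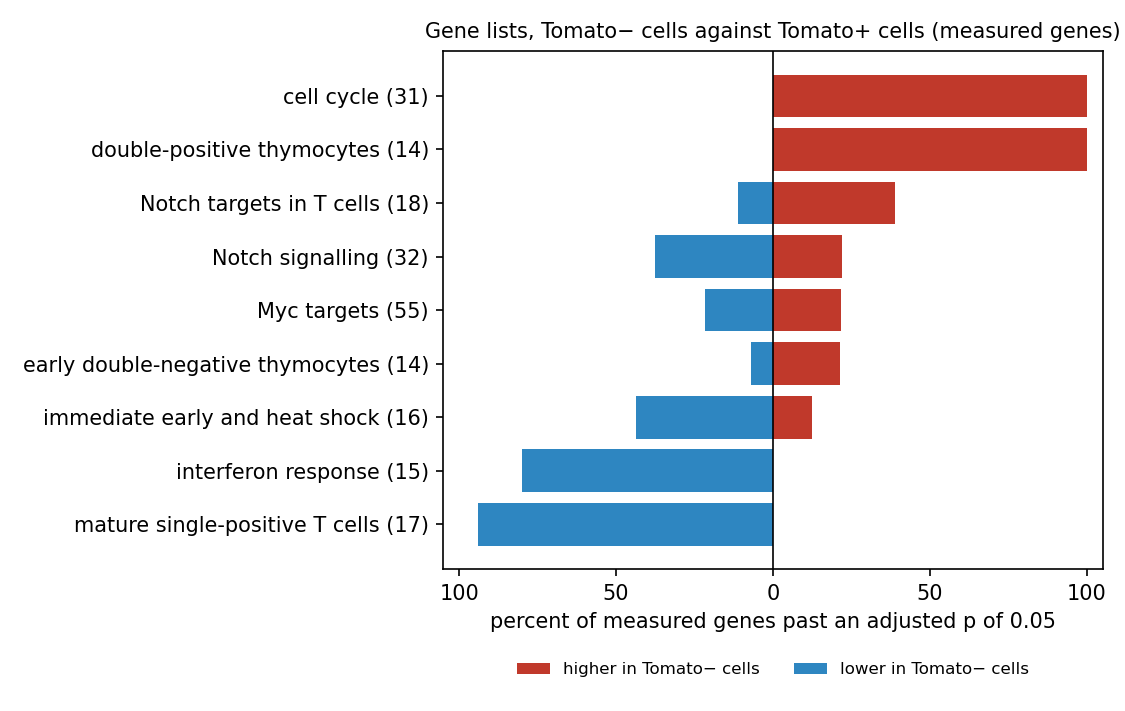
Percent of the measured genes of each list that were higher (right) or lower (left) in tomato-negative than in tomato-positive T cells at an adjusted p under 0.05 from limma, with the number of measured genes per list in parentheses. All 31 cell cycle genes and all 14 double-positive thymocyte genes were higher, and 16 of 17 genes of mature single-positive T cells were lower.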

**C)** Genes significantly induced and repressed within Tomato-positive T cells of preleukemic *Sca1-Lmo2* mice versus Tomato-negative T cells of preleukemic *Sca1-Lmo2* littermates.

**D)** Genes significantly induced and repressed within Tomato-positive T cells of preleukemic *Sca1-Lmo2* mice versus tumoral T cells of leukemic *Sca1-Lmo2*.

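Leukemic thymus held more RNA of dividing cells and less of mature T cells, of the interferon response and of immediate early genes than tomato-positive T cells (n = 11 against 5). Values are leukemic minus tomato-positive. Lmo2 had a log2 fold change of -1.88 (standard error 0.197, adjusted p = 1.43e-06 from limma). Bub1 had 4.37 (standard error 0.177, adjusted p = 4.68e-11), and 31 of 31 cell cycle genes were higher (31 when adjusted over the list alone; adjusted p = 9.52e-30 from camera, and adjusted p = 0.041 with an estimated correlation). Tyms, which makes thymidylate, had 3.08 (standard error 0.136, adjusted p = 9.54e-11), and 16 of 18 genes of purine and pyrimidine synthesis were higher (16 when adjusted over the list alone; adjusted p = 1.28e-09, and adjusted p = 0.041 with an estimated correlation). Gimap3 had -5.06 (standard error 0.459, adjusted p = 2.98e-07), and 16 of 17 mature T cell genes were lower (16 when adjusted over the list alone; adjusted p = 1.98e-11, and adjusted p = 0.041 with an estimated correlation). Ifit3 had -4.45 (standard error 0.42, adjusted p = 4.55e-07), and 15 of 15 interferon response genes were lower (15 when adjusted over the list alone; adjusted p = 5.26e-11, and adjusted p = 0.102 with an estimated correlation). Egr2 had -2.91, and of 16 immediate early and heat shock genes, which also respond to the handling of cells, 10 were lower and 1 was higher (13 and 1 when adjusted over the list alone; adjusted p = 3.12e-07, and adjusted p = 0.041 with an estimated correlation).
Hes1 rose by 3.29 (standard error 0.356, adjusted p = 2.08e-06), Heyl by 2.85 and Notch3 by 2.49, whereas Lfng fell by 3.79. Of 18 Notch targets in T cells 9 were higher and 1 lower (9 and 1 when adjusted over the list alone; adjusted p = 0.0695), and the list passed in fry (0.00216), in gene set enrichment by signal-to-noise ranking (0.00825), with same-numbered samples as a block (0.0183) and without leukemic replicate 4 (0.0417) or 7 (0.00647). Of 32 Notch signalling genes 11 were higher and 12 lower (11 and 12 when adjusted over the list alone; adjusted p = 0.723), and the list's median and mean were both 0.06 (median -0.04 with all arrays at the same median) while the direction in camera was down. Myc had 0.36 (adjusted p = 0.106), and passed with array weights (adjusted p = 0.0123) and without leukemic replicate 10 (adjusted p = 0.00473). Of 55 Myc targets 36 were higher and 3 lower (39 and 3 when adjusted over the list alone; adjusted p = 3.06e-10, and adjusted p = 0.223 with an estimated correlation).
Leukemic thymus was not sorted, and Lyz2 was higher in it at 3.13, with 8 of 16 myeloid genes higher and 1 lower (9 and 1 when adjusted over the list alone; adjusted p = 0.0113, and adjusted p = 0.583 with an estimated correlation). Over all genes 4391 were higher and 3530 lower (2920 and 2404 at the 1% of the legend). The split between the directions depended on scaling, with 2823 higher and 6739 lower when all arrays were given the same median.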

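Leukemic thymus, against pre-leukemic tomato-negative T cells (n = 11 against 5), had more RNA of Myc and its targets and of nucleotide synthesis, and less of double-positive thymocyte and immediate early genes. Values are leukemic minus tomato-negative. Lmo2 had a log2 fold change of -0.80 (standard error 0.198, adjusted p = 0.0068 from limma). Myc had 0.83 (standard error 0.222, adjusted p = 0.0107). It did not pass with same-numbered samples as a block (adjusted p = 0.053), which links different mice here and cannot decide. Of 55 Myc targets 42 were higher and 2 lower (44 and 2 when adjusted over the list alone; adjusted p = 2.31e-16 from camera, and adjusted p = 0.147 with an estimated correlation), with Rcl1, which processes ribosomal RNA, at 1.32 (standard error 0.134, adjusted p = 6.79e-06). Cad rose by 1.73 (standard error 0.184, adjusted p = 1.01e-05), and 16 of 18 genes of purine and pyrimidine synthesis were higher and 1 was lower (17 and 1 when adjusted over the list alone; adjusted p = 4.25e-11, and adjusted p = 0.147 with an estimated correlation). Rrm1, a subunit of ribonucleotide reductase, had 1.05, and 27 of 31 cell cycle genes were higher (29 when adjusted over the list alone; adjusted p = 5.16e-13, and adjusted p = 0.213 with an estimated correlation).
Ccr9 fell by 2.76 (standard error 0.808, adjusted p = 0.0178) and Cd4 by 1.85 (standard error 0.365, adjusted p = 0.00138), and 12 of 14 double-positive thymocyte genes were lower (13 when adjusted over the list alone; adjusted p = 9.41e-08, and adjusted p = 0.181 with an estimated correlation). Cd28 fell by 1.26, with 8 of 13 genes of T cell receptor signalling lower (8 when adjusted over the list alone; adjusted p = 0.000171, and adjusted p = 0.246 with an estimated correlation). Id3, an inhibitor of E proteins that antigen receptor signals induce, fell by 2.83. Ifit1 fell by 2.38, with 10 of 15 interferon response genes lower (10 when adjusted over the list alone; adjusted p = 2.1e-05, and adjusted p = 0.272 with an estimated correlation). Egr2 fell by 1.88, and of 16 immediate early and heat shock genes, which also respond to the handling of cells, 10 were lower and 1 was higher (12 and 1 when adjusted over the list alone; adjusted p = 1.42e-05, and adjusted p = 0.147 with an estimated correlation). Ccnd1, cyclin D1, rose by 1.97 (standard error 0.591, adjusted p = 0.0201).
Only the tomato-negative cells were sorted, and myeloid and dendritic cell genes were higher in leukemic thymus. Lyz2 had 4.15, with 11 of 16 myeloid genes higher (13 when adjusted over the list alone; adjusted p = 8.43e-08, and adjusted p = 0.185 with an estimated correlation), and Cd74 had 3.26, with 7 of 12 dendritic cell genes higher and 1 lower (7 and 1 when adjusted over the list alone; adjusted p = 0.00371, and adjusted p = 0.272 with an estimated correlation). Over all genes 2867 were higher and 2878 lower (1542 and 1788 at a 1% false discovery rate), or 1787 and 5254 when all arrays were given the same median. SAM, the method the paper names, called 8701 genes at a 5% false discovery rate.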

**E)** Genes significantly induced and repressed within Tomato-negative T cells of preleukemic *Sca1-Lmo2* mice versus tumoral T cells of leukemic *Sca1-Lmo2*.

The significance analysis of microarrays was defined by a FDR =1%. Each row represents a separate gene and each column a separate mRNA sample. The level of expression of each gene in each sample is represented using a red-blue color scale (genes upregulated are displayed in red color and those that are downregulated, are blue).

**Appendix Figure S7: FISH analysis of patients with translocation t(11;14) positive T-ALL.** A co-localized red/green signal defines the wild type *LMO2* allele, whereas separated red and green signals provide an indirect evidence for the presence of a gene region-disrupting translocation with a *TRD/LMO2* gene fusion (Konig et al, 2002). Shown are 3 representatives out of 8.

**Appendix Figure S8: Leukemia development in *Sca1-Lmo2+nu/nu* mice.**

**A)** Hematoxylin and eosin staining showing infiltration of lymph nodes, kidneys, pancreas, lung and liver from *Sca1-Lmo2+nu/nu* leukemic mice. Tissues from a control littermate *nu/nu* mouse are shown for reference.

**B)** Genes significantly induced or repressed in tumor cells of *Sca1-Lmo2+nu/nu* mice in comparison with *nu/nu* littermates, as determined by significance analysis of microarrays using an FDR 10%. Each row represents a separate gene and each column a separate mRNA sample. The level of expression of each gene in each sample is represented using a red-blue color scale (genes upregulated are displayed in red color and those that are downregulated, are blue).

**C)** Genes significantly induced or repressed in tumor cells of *Sca1-Lmo2+nu/nu* mice in comparison with *Sca1-Lmo2* tumor T cells, as determined by significance analysis of microarrays using an FDR 1%. Each row represents a separate gene and each column a separate mRNA sample. The level of expression of each gene in each sample is represented using a red-blue color scale (genes upregulated are displayed in red color and those that are downregulated, are blue).

**Appendix Figure S9. T-ALL development through *Lmo2* expression in B cells.**

**A)** GFP expression analyzed by FACS of bone marrow B cells, bone marrow myeloid cells and thymus T-cells from preleukemic *Rosa26-Lmo2+Mb1-Cre* mice showing that GFP is only detected in all B cells compartments.

**B)** Percentage of B-cells analyzed by flow cytometry at different developmental stages in the bone marrow of representative preleukemic *Rosa26-Lmo2+Mb1-Cre* mouse (n=4, 4 months old) compared to control *wild-type* littermate.

**C)** Hematoxylin and eosin staining showing blast infiltration of spleen, liver and thymus from *Rosa26-Lmo2+Mb1-Cre* leukemic mice. Tissues from a control littermate *wild type* mouse are shown for reference. Scale bar represents 500µm (=10X) for large panels and 100µm (=40X) for inset.

**D)** GFP expression of germinal center B cells in spleen from preleukemic immunized *Rosa26-Lmo2+Aid-Cre* mice showing that GFP is expressed in the germinal center B cell compartment.

**E)** GFP expression was not detected in bone marrow progenitor B cells, bone marrow myeloid cells and thymus T-cells from preleukemic *Rosa26-Lmo2+Aid-Cre* mice.

**F)** Hematoxylin and eosin staining showing blast infiltration of spleen, liver, kidney and lung from *Rosa26-Lmo2+Aid-Cre* leukemic mice. Scale bar represents 500µm (=10X) for large panels and 100µm (=40X) for inset.

## References

- Adzhubei IA, Schmidt S, Peshkin L, Ramensky VE, Gerasimova A, Bork P, Kondrashov AS, Sunyaev SR (2010) A method and server for predicting damaging missense mutations. *Nat Methods* **7**: 248-249
- Benjamini Y, Drai D, Elmer G, Kafkafi N, Golani I (2001) Controlling the false discovery rate in behavior genetics research. *Behav Brain Res* **125**: 279-284
- Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. *Bioinformatics* **19**: 185-193
- Cibulskis K, Lawrence MS, Carter SL, Sivachenko A, Jaffe D, Sougnez C, Gabriel S, Meyerson M, Lander ES, Getz G (2013) Sensitive detection of somatic point mutations in impure and heterogeneous cancer samples. *Nat Biotechnol* **31**: 213-219
- Cobaleda C, Jochum W, Busslinger M (2007) Conversion of mature B cells into T cells by dedifferentiation to uncommitted progenitors. *Nature* **449**: 473-477
- Crouch EE, Li Z, Takizawa M, Fichtner-Feigl S, Gourzi P, Montano C, Feigenbaum L, Wilson P, Janz S, Papavasiliou FN, Casellas R (2007) Regulation of AID expression in the immune response. *J Exp Med* **204**: 1145-1156
- Delogu A, Schebesta A, Sun Q, Aschenbrenner K, Perlot T, Busslinger M (2006) Gene repression by Pax5 in B cells is essential for blood cell homeostasis and is reversed in plasma cells. *Immunity* **24**: 269-281
- DePristo MA, Banks E, Poplin R, Garimella KV, Maguire JR, Hartl C, Philippakis AA, del Angel G, Rivas MA, Hanna M, McKenna A, Fennell TJ, Kernytsky AM, Sivachenko AY, Cibulskis K, Gabriel SB, Altshuler D, Daly MJ (2011) A framework for variation discovery and genotyping using next-generation DNA sequencing data. *Nat Genet* **43**: 491-498
- Edgar R, Domrachev M, Lash AE (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res* **30**: 207-210
- Fisher S, Barry A, Abreu J, Minie B, Nolan J, Delorey TM, Young G, Fennell TJ, Allen A, Ambrogio L, Berlin AM, Blumenstiel B, Cibulskis K, Friedrich D, Johnson R, Juhn F, Reilly B, Shammas R, Stalker J, Sykes SM, Thompson J, Walsh J, Zimmer A, Zwirko Z, Gabriel S, Nicol R, Nusbaum C (2011) A scalable, fully automated process for construction of sequence-ready human exome targeted capture libraries. *Genome Biol* **12**: R1
- Forbes SA, Beare D, Gunasekaran P, Leung K, Bindal N, Boutselakis H, Ding M, Bamford S, Cole C, Ward S, Kok CY, Jia M, De T, Teague JW, Stratton MR, McDermott

U, Campbell PJ (2015) COSMIC: exploring the world's knowledge of somatic mutations in human cancer. *Nucleic Acids Res* **43**: D805-811

Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, Hornik K, Hothorn T, Huber W, Iacus S, Irizarry R, Leisch F, Li C, Maechler M, Rossini AJ, Sawitzki G, Smith C, Smyth G, Tierney L, Yang JY, Zhang J (2004) Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol* **5**: R80

George SH, Gertsenstein M, Vintersten K, Korets-Smith E, Murphy J, Stevens ME, Haigh JJ, Nagy A (2007) Developmental and adult phenotyping directly from mutant embryonic stem cells. *Proc Natl Acad Sci U S A* **104**: 4455-4460

Hobeika E, Thiemann S, Storch B, Jumaa H, Nielsen PJ, Pelanda R, Reth M (2006) Testing gene function early in the B cell lineage in mb1-cre mice. *Proc Natl Acad Sci U S A* **103**: 13789-13794

Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B, Speed TP (2003a) Summaries of Affymetrix GeneChip probe level data. *Nucleic Acids Res* **31**: e15

Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003b) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics* **4**: 249-264

Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**: R36

Konig M, Reichel M, Marschalek R, Haas OA, Strehl S (2002) A highly specific and sensitive fluorescence in situ hybridization assay for the detection of t(4;11)(q21;q23) and concurrent submicroscopic deletions in acute leukaemias. *Br J Haematol* **116**: 758-764

Kumar P, Henikoff S, Ng PC (2009) Predicting the effects of coding non-synonymous variants on protein function using the SIFT algorithm. *Nat Protoc* **4**: 1073-1081

Li H, Durbin R (2009) Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* **25**: 1754-1760

Li H, Durbin R (2010) Fast and accurate long-read alignment with Burrows-Wheeler transform. *Bioinformatics* **26**: 589-595

Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R (2009) The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**: 2078-2079

Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**: 550

Mainardi S, Mijimolle N, Francoz S, Vicente-Duenas C, Sanchez-Garcia I, Barbacid M (2014) Identification of cancer initiating cells in K-Ras driven lung adenocarcinoma. *Proc Natl Acad Sci U S A* **111**: 255-260

Mammana A, and Helmuth J. (2016) bamsignals: Extract read count signals from bam files. R package version 1.8.0.

McLaren W, Pritchard B, Rios D, Chen Y, Flicek P, Cunningham F (2010) Deriving the consequences of genomic variants with the Ensembl API and SNP Effect Predictor. *Bioinformatics* **26**: 2069-2070

Miles C, Sanchez MJ, Sinclair A, Dzierzak E (1997) Expression of the Ly-6E.1 (Sca-1) transgene in adult hematopoietic stem cells and the developing mouse embryo. *Development* **124**: 537-547

Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J, Puigserver P, Carlsson E, Ridderstrale M, Laurila E, Houstis N, Daly MJ, Patterson N, Mesirov JP, Golub TR, Tamayo P, Spiegelman B, Lander ES, Hirschhorn JN, Altshuler D, Groop LC (2003) PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat Genet* **34**: 267-273

Ng OH, Erbilgin Y, Firtina S, Celkan T, Karakas Z, Aydogan G, Turkkan E, Yildirmak Y, Timur C, Zengin E, van Dongen JJ, Staal FJ, Ozbek U, Sayitoglu M (2014) Deregulated WNT signaling in childhood T-cell acute lymphoblastic leukemia. *Blood Cancer J* **4**: e192

Schebesta A, McManus S, Salvagiotto G, Delogu A, Busslinger GA, Busslinger M (2007) Transcription factor Pax5 activates the chromatin of key genes involved in B cell signaling, adhesion, migration, and immune function. *Immunity* **27**: 49-63

Smedley D, Haider S, Durinck S, Pandini L, Provero P, Allen J, Arnaiz O, Awedh MH, Baldock R, Barbiera G, Bardou P, Beck T, Blake A, Bonierbale M, Brookes AJ, Bucci G, Buetti I, Burge S, Cabau C, Carlson JW, Chelala C, Chrysostomou C, Cittaro D, Collin O, Cordova R, Cutts RJ, Dassi E, Di Genova A, Djari A, Esposito A, Estrella H, Eyraas E, Fernandez-Banet J, Forbes S, Free RC, Fujisawa T, Gadaleta E, Garcia-Manteiga JM, Goodstein D, Gray K, Guerra-Assuncao JA, Haggarty B, Han DJ, Han BW, Harris T, Harshbarger J, Hastings RK, Hayes RD, Hoede C, Hu S, Hu ZL, Hutchins L, Kan Z, Kawaji H, Keliet A, Kerhornou A, Kim S, Kinsella R, Klopp C, Kong L, Lawson D, Lazarevic D, Lee JH, Letellier T, Li CY, Lio P, Liu CJ, Luo J, Maass A, Mariette J, Maurel T, Merella S, Mohamed AM, Moreews F, Nabihoudine I, Ndegwa N, Noirot C, Perez-Llamas C, Primig M, Quattrone A, Quesneville H, Rambaldi D, Reecy J, Riba M, Rosanoff S, Saddiq AA, Salas E, Sallou O, Shepherd R, Simon R, Sperling L, Spooner W, Staines DM, Steinbach D, Stone K, Stupka E, Teague JW, Dayem Ullah AZ, Wang J, Ware D, Wong-Erasmus M, Youens-Clark K, Zadissa A, Zhang SJ, Kasprzyk A (2015) The BioMart community portal: an innovative alternative to large, centralized data repositories. *Nucleic Acids Res* **43**: W589-598

Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**: 15545-15550

Tusher VG, Tibshirani R, Chu G (2001) Significance analysis of microarrays applied to the ionizing radiation response. *Proc Natl Acad Sci U S A* **98**: 5116-5121

Warnes GR, Bolker B, Bonebakker L, Gentleman R, Liaw WHA, Lumley T, Maechler M, Magnusson A, Moeller S, Schwartz M, Venables B. (2016) gplots: Various R Programming Tools for Plotting Data. R package version 3.0.1.

# Appendix Figure S1

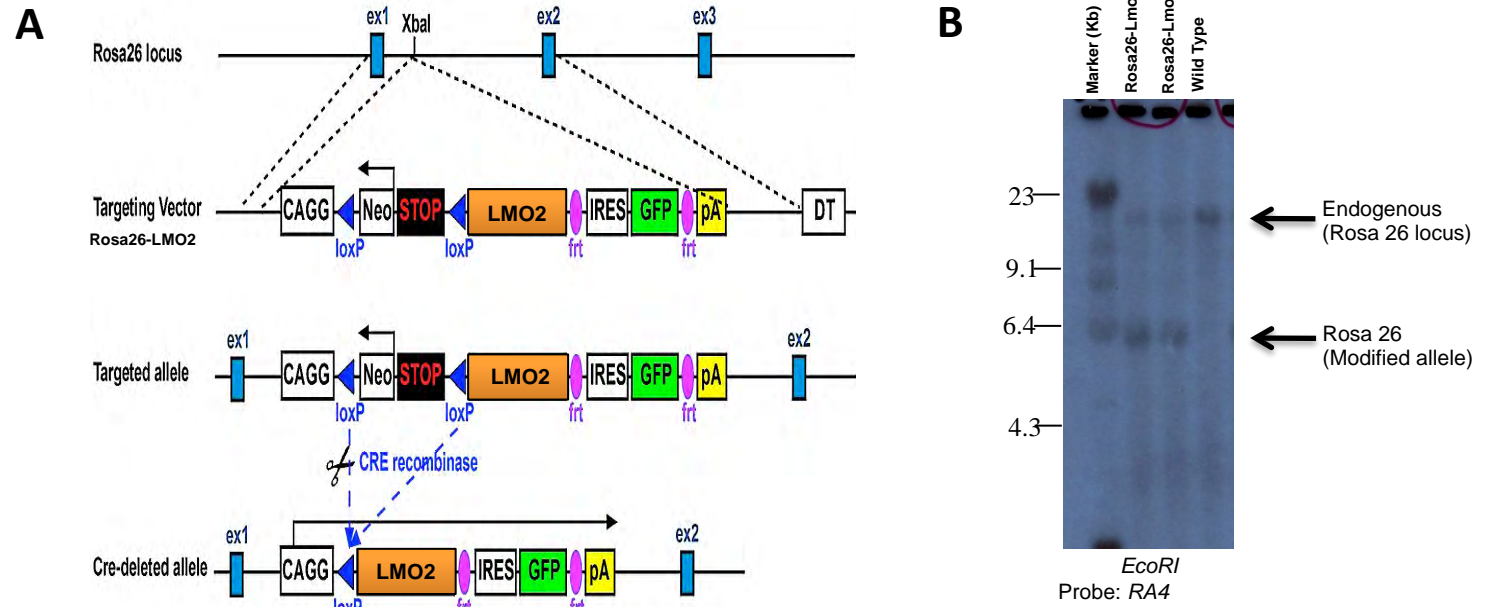

## C Preleukemic Rosa26-Lmo2+Sca1-Cre (Peripheral blood)

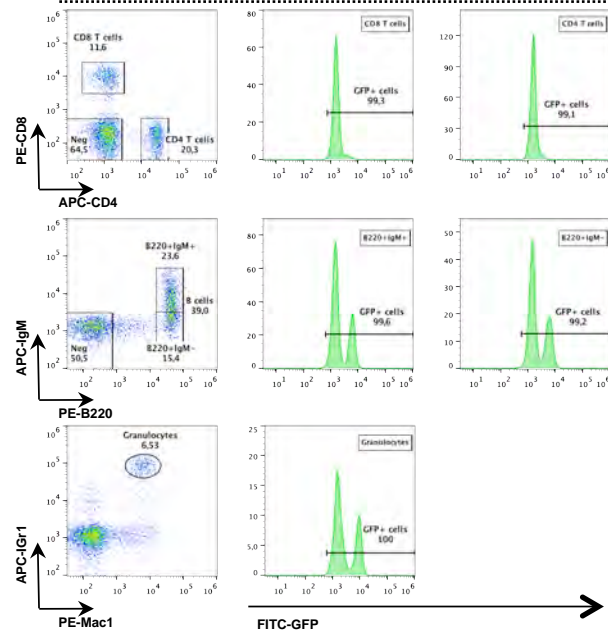

## D Preleukemic Rosa26-Lmo2+Sca1-Cre

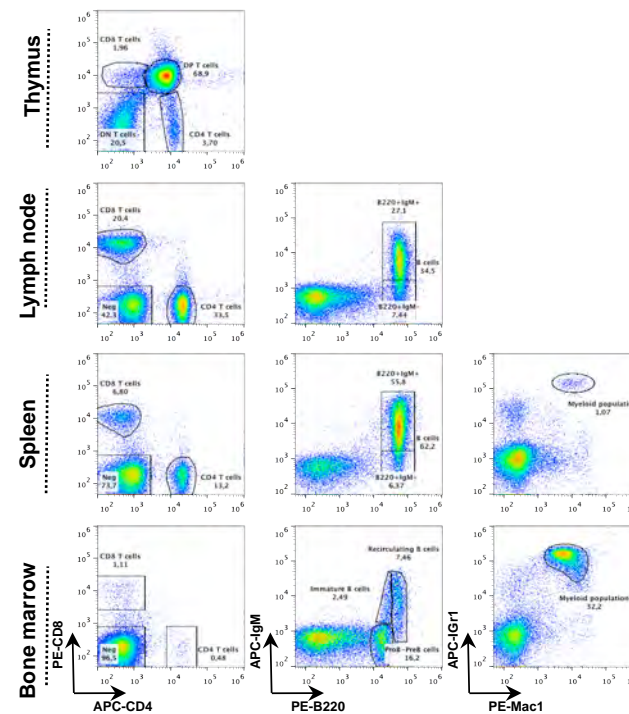

## E

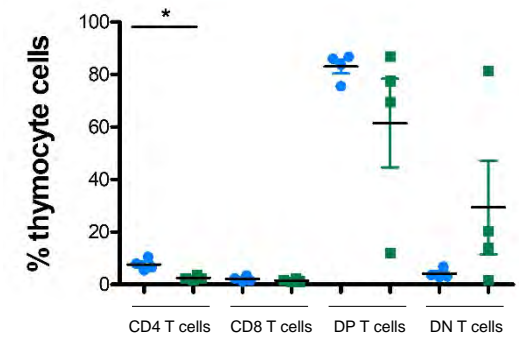

## Appendix Figure S2

A

### THYMUS

*Wild Type*

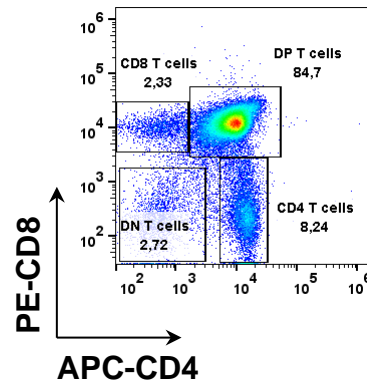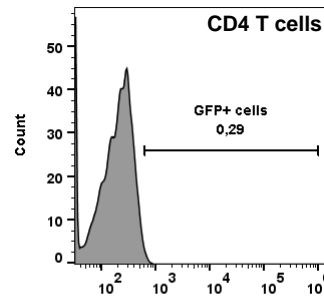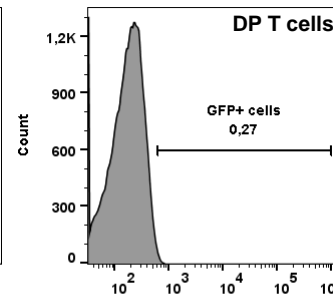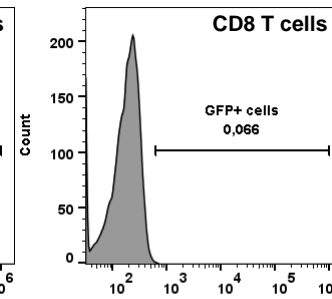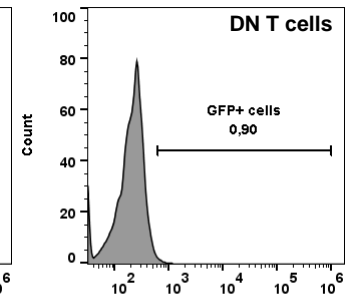

*Preleukemic Rosa26-Lmo2+Sca1-Cre*

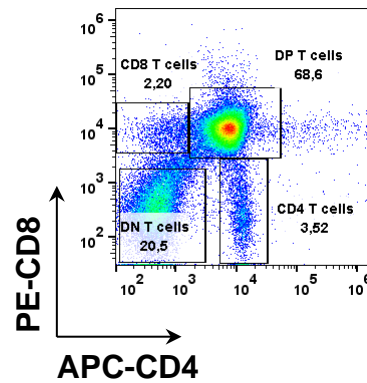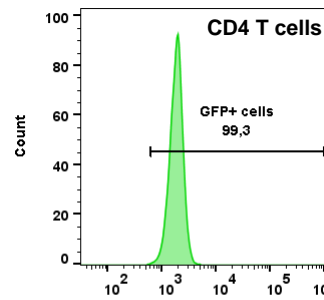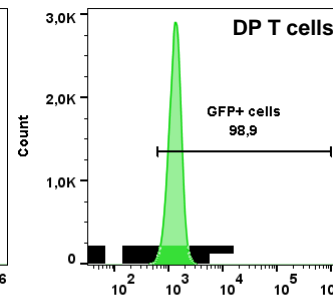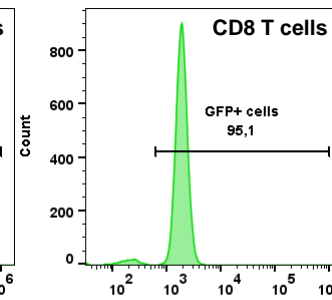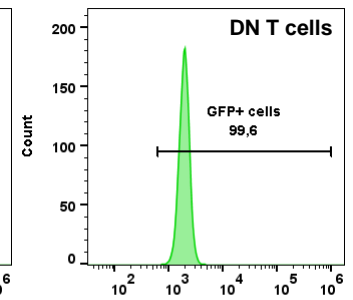

# Appendix Figure S2

## SPLEEN

B

*Wild Type*

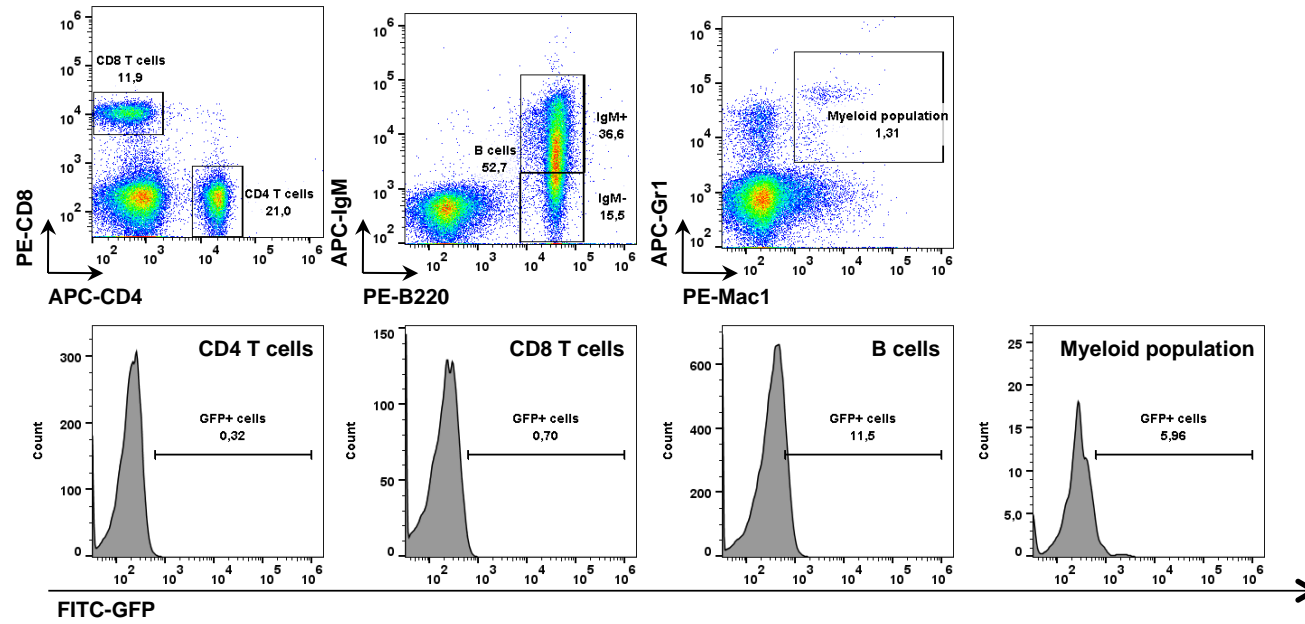

*Preleukemic  
Rosa26-Lmo2+Sca1-Cre*

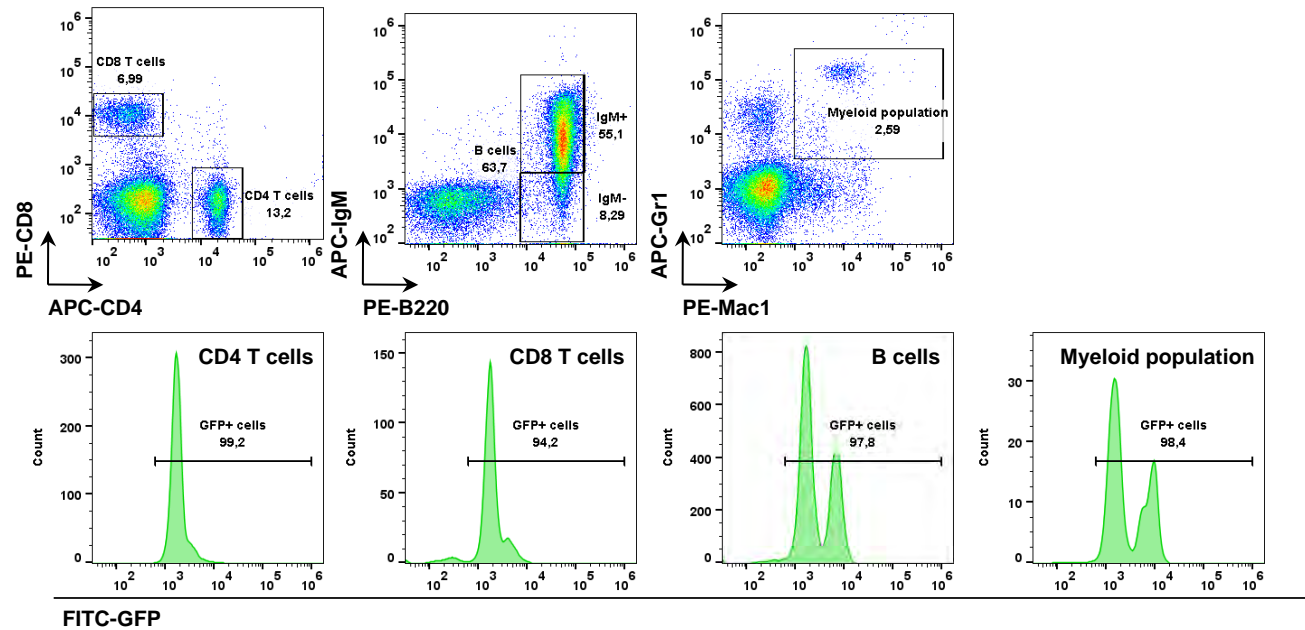

# Appendix Figure S2

## BONE MARROW

C

Wild Type

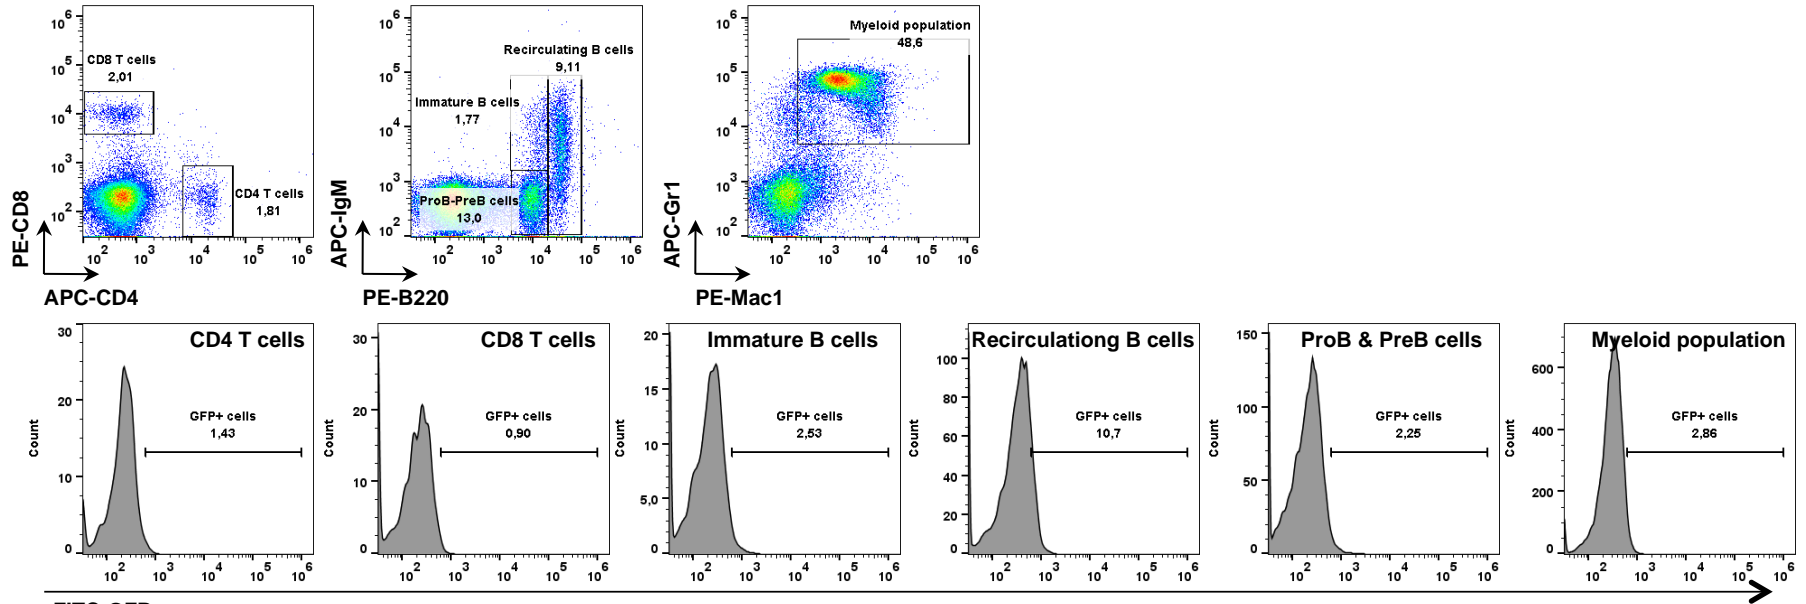

Preleukemic  
Rosa26-Lmo2+Sca1-Cre

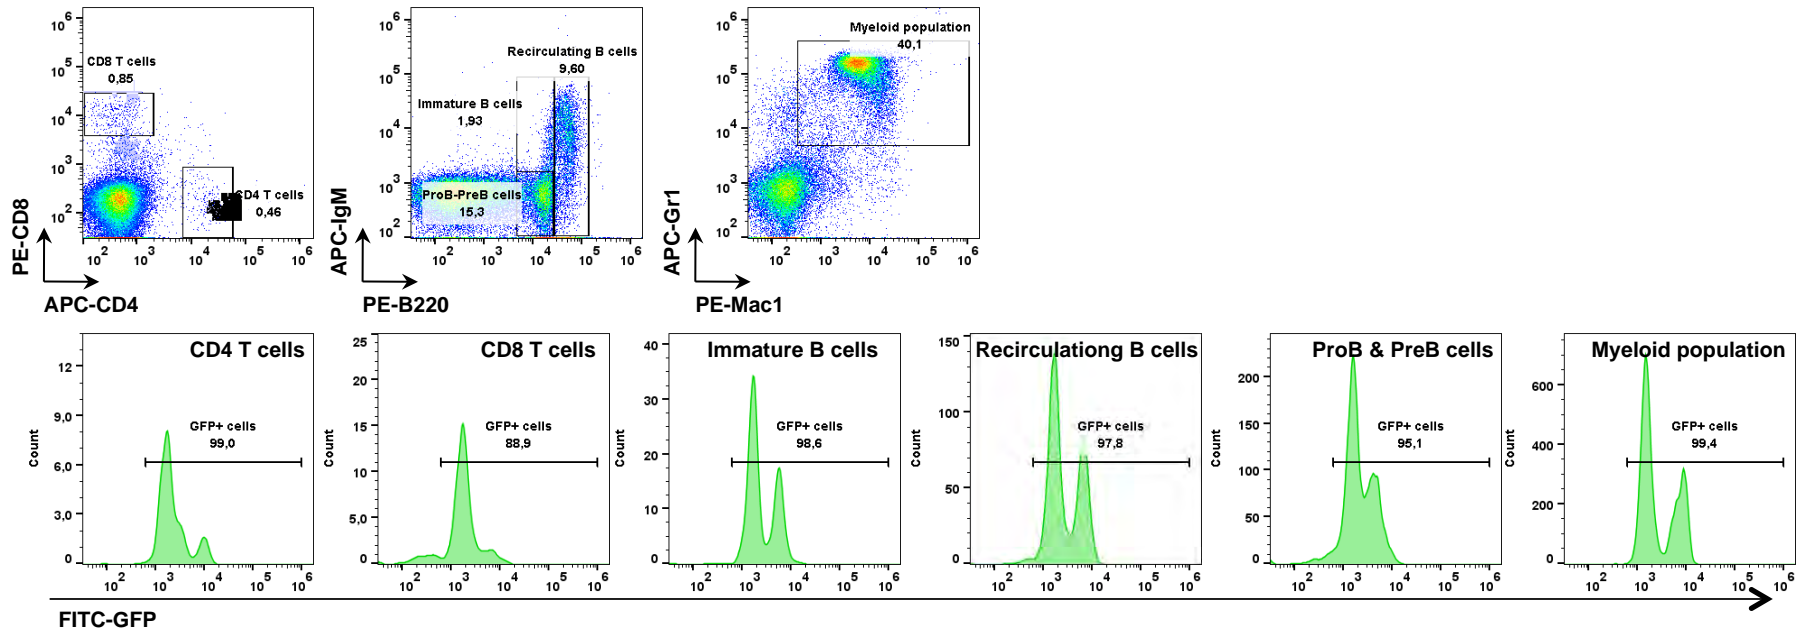

# Appendix Figure S2

## PERIPHERAL BLOOD

D

Wild Type

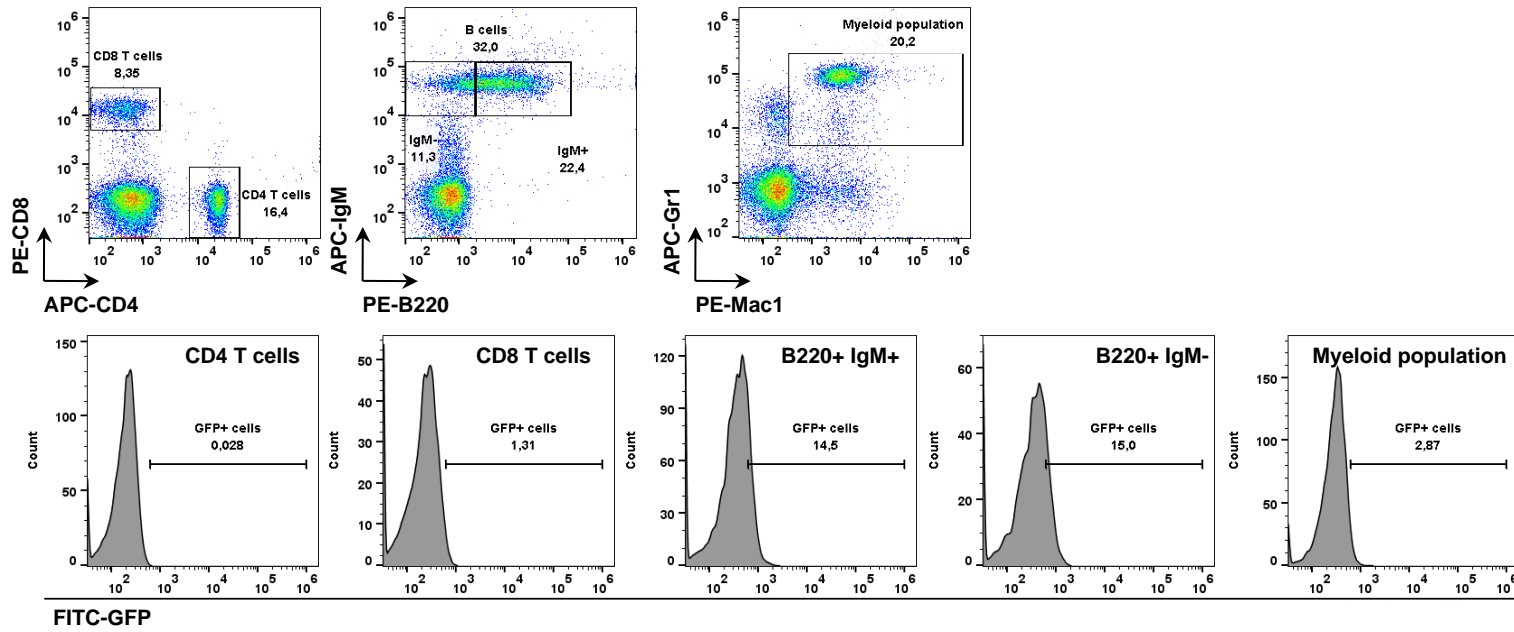

Preleukemic  
Rosa26-Lmo2+Sca1-Cre

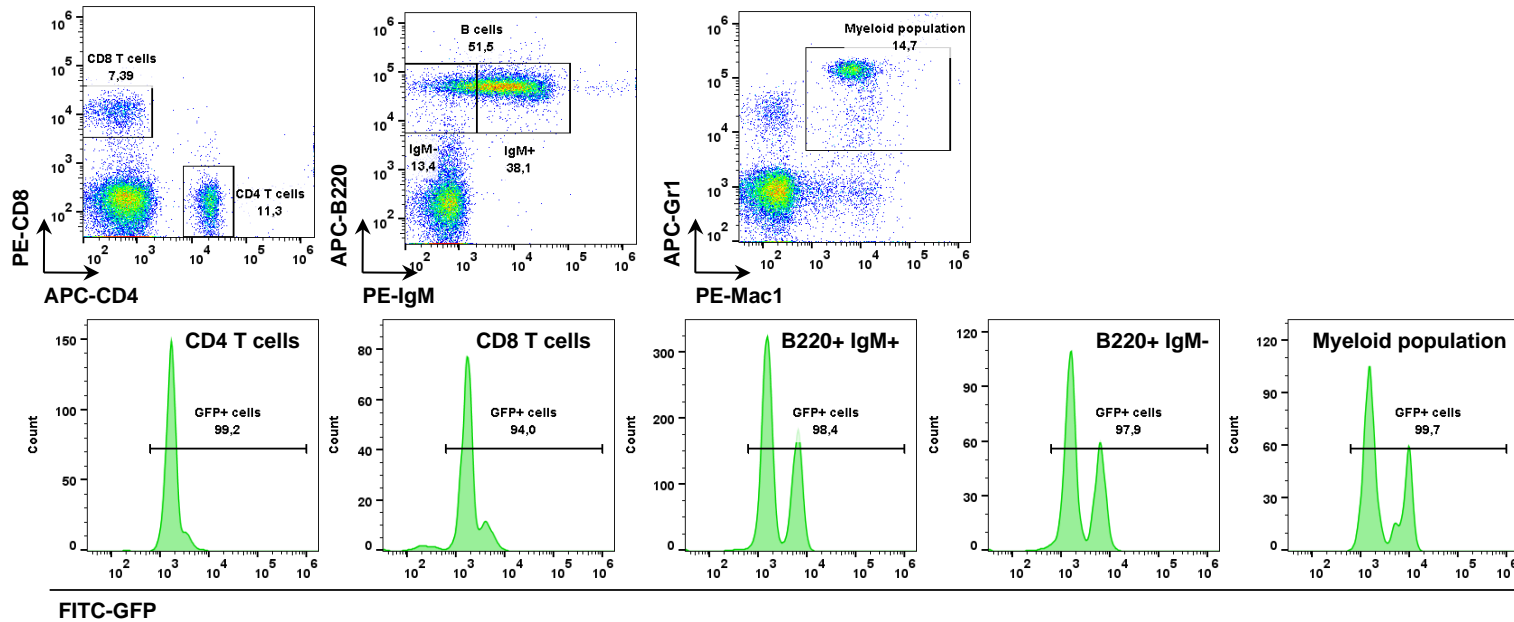

# Appendix Figure S3

A

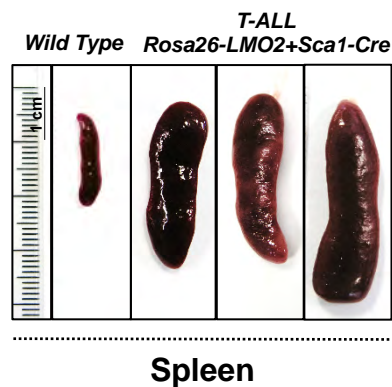

B

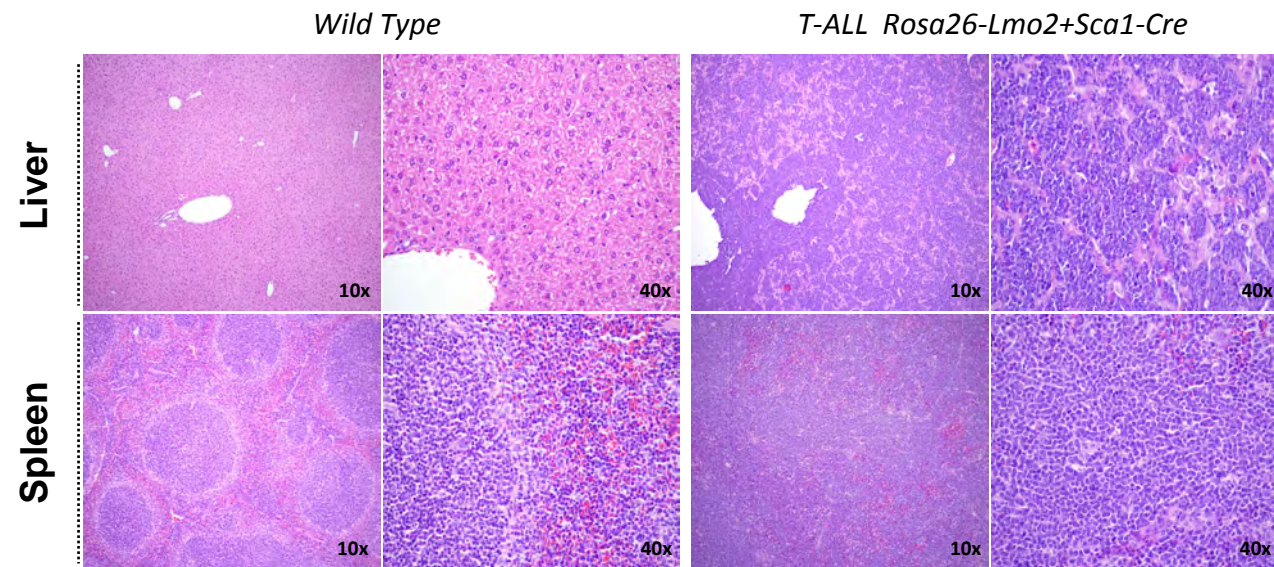

C

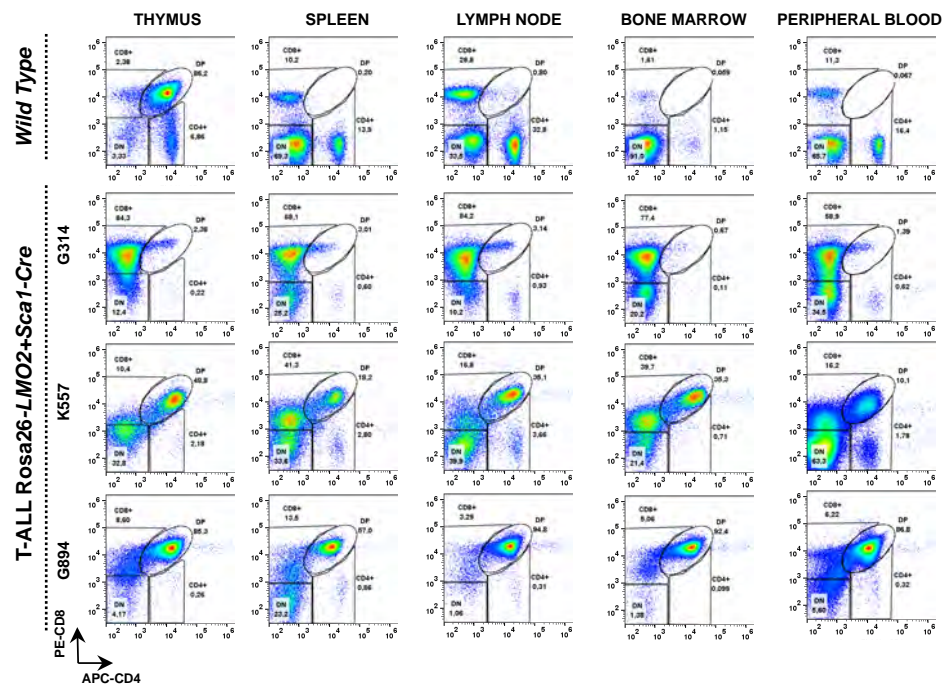

# Appendix Figure S4

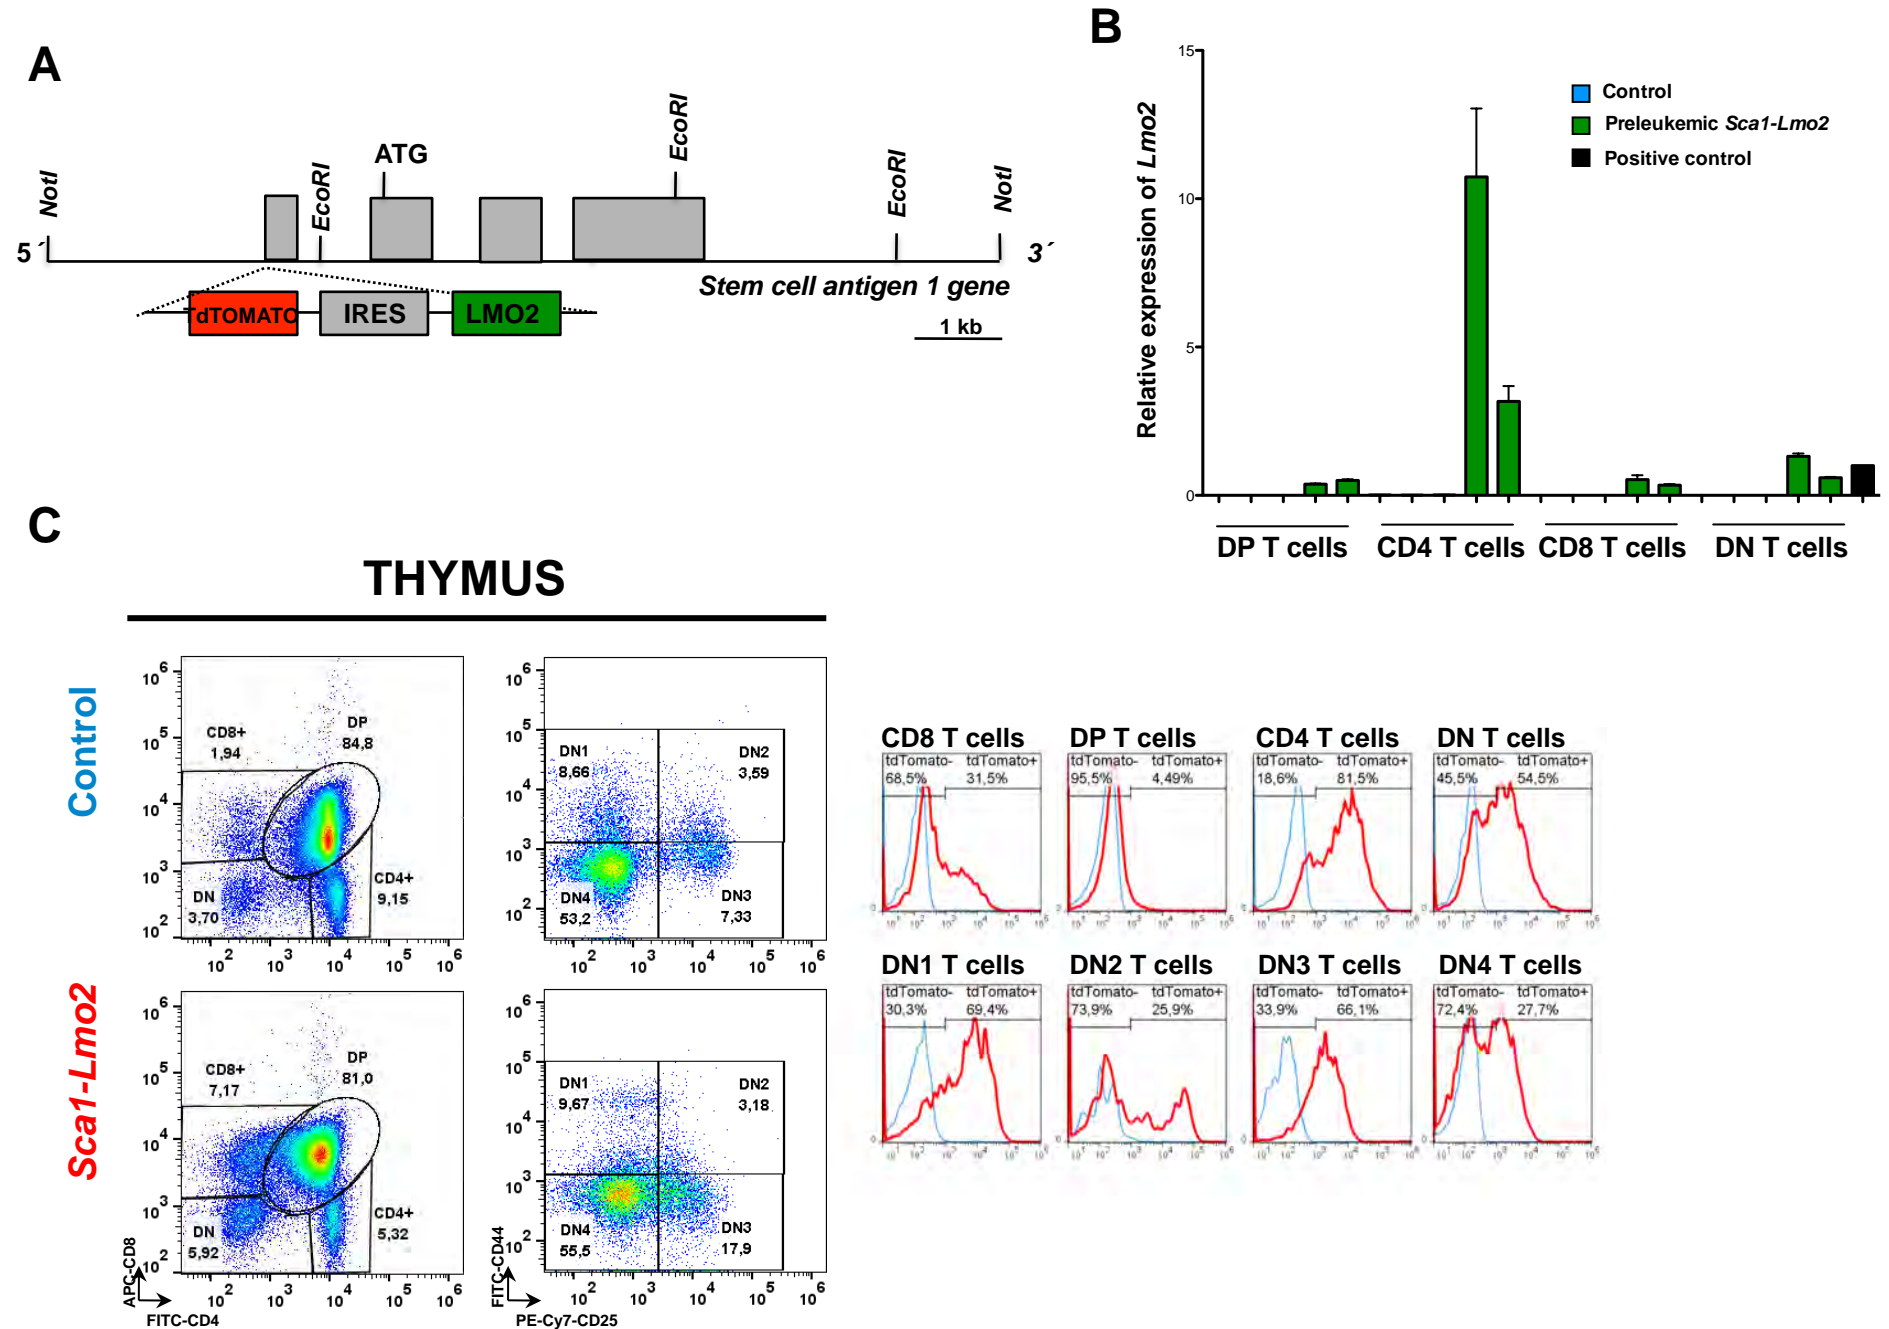

# Appendix Figure S4

D

## SPLEEN

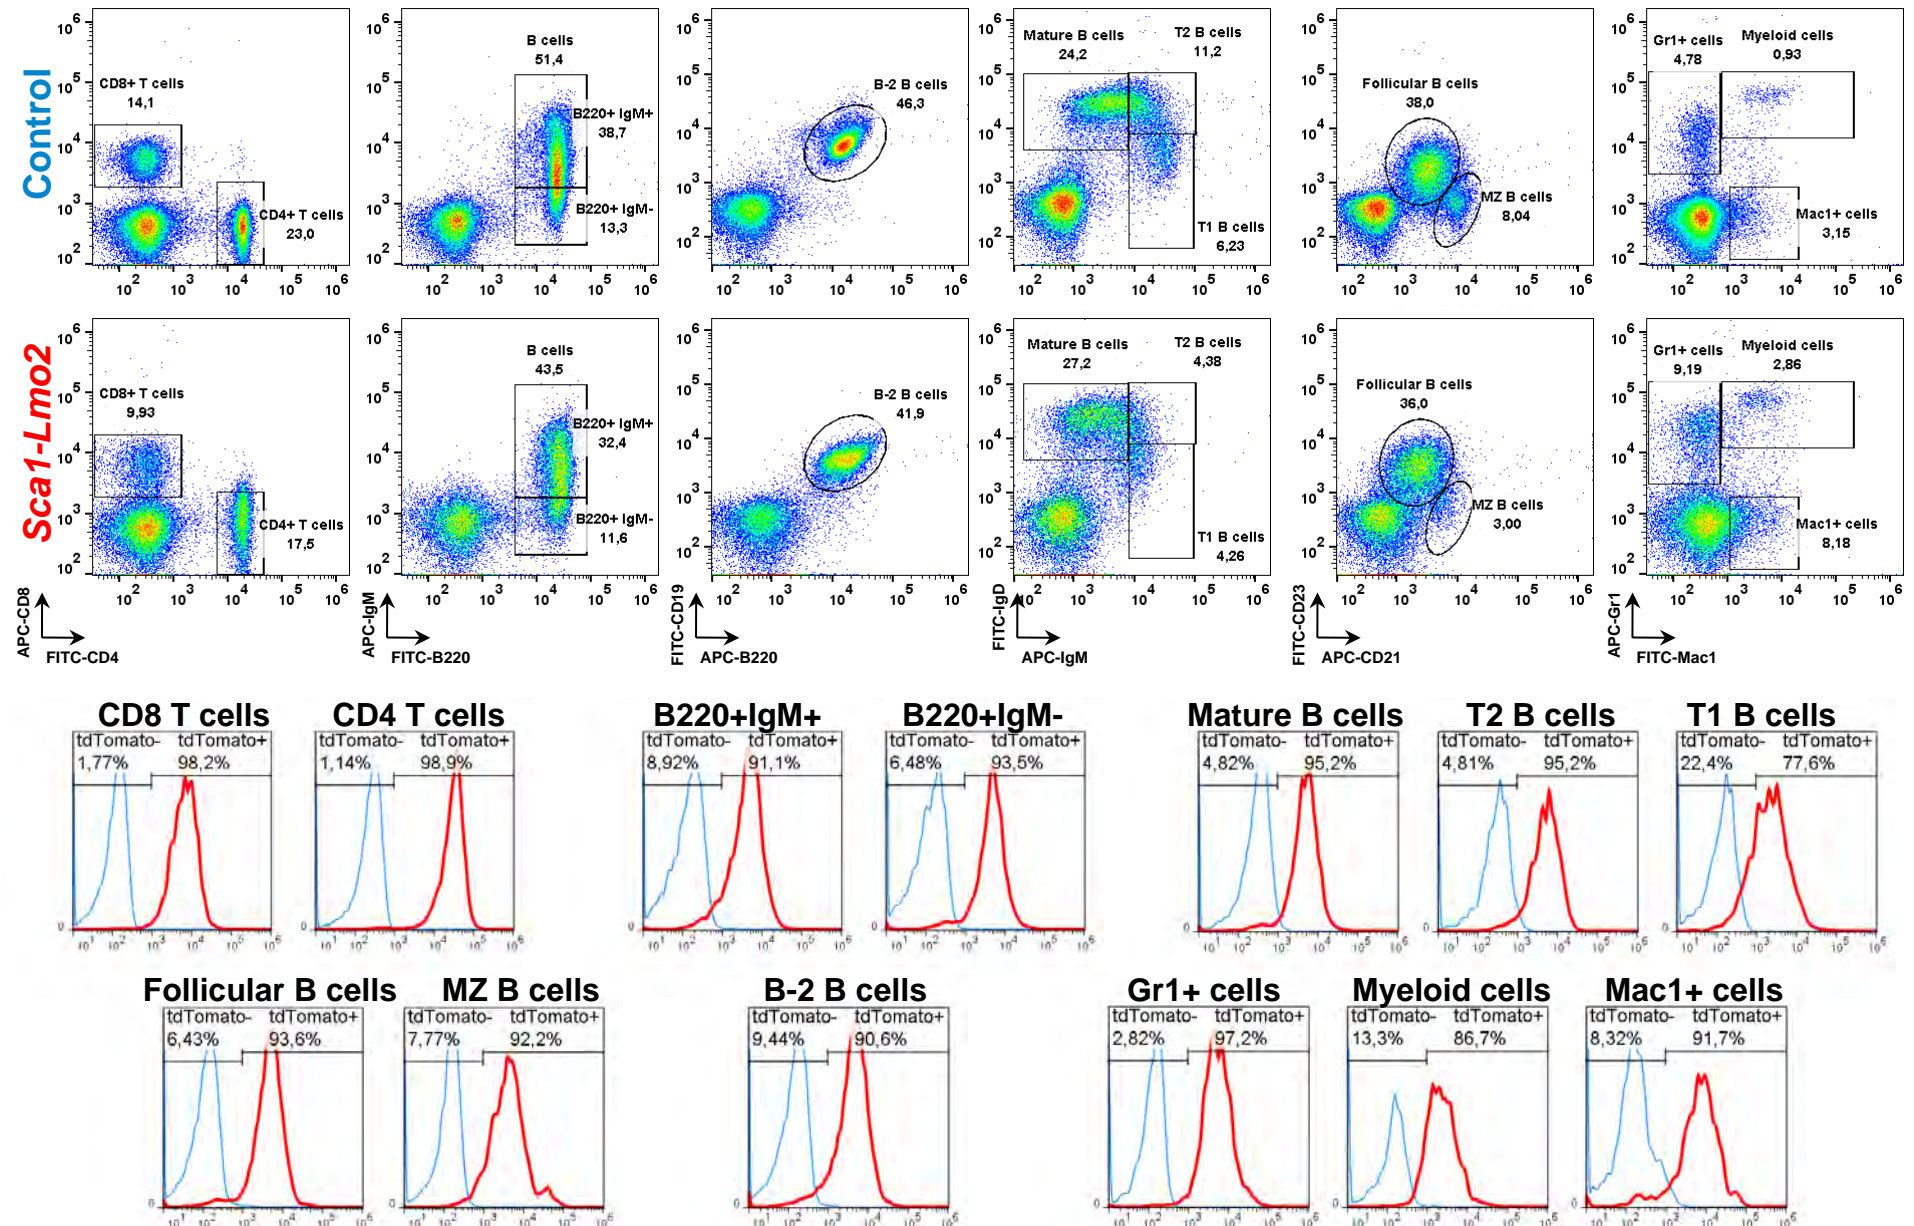

# E

# Control

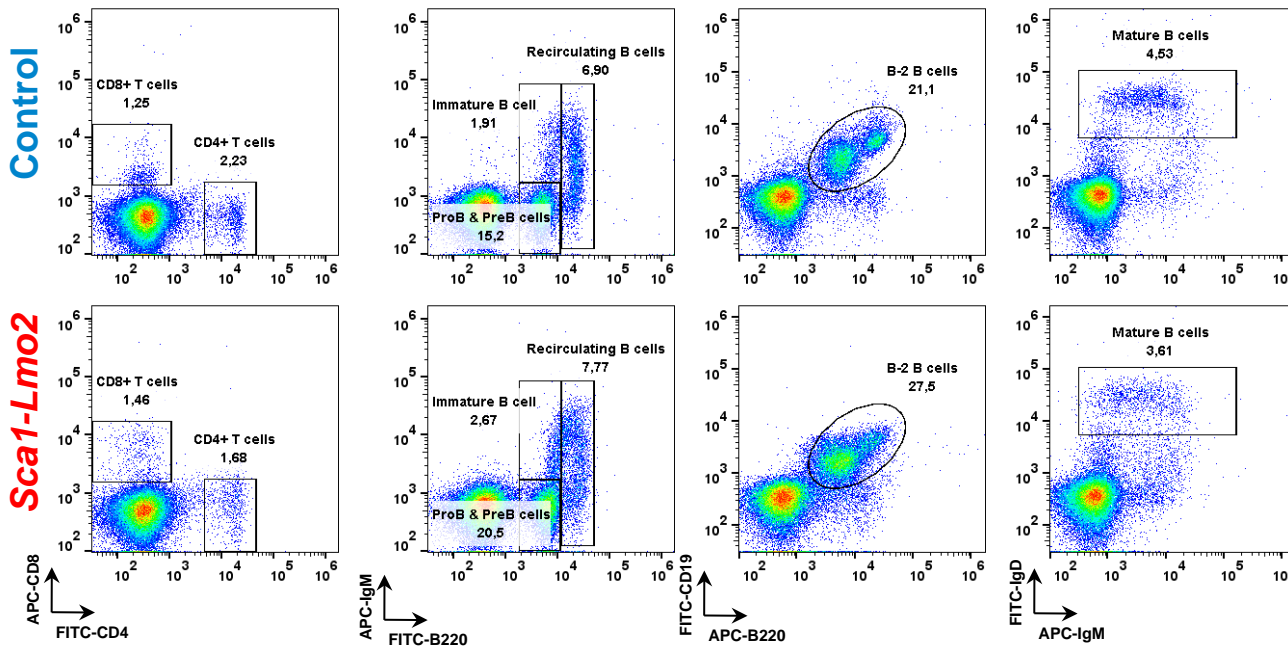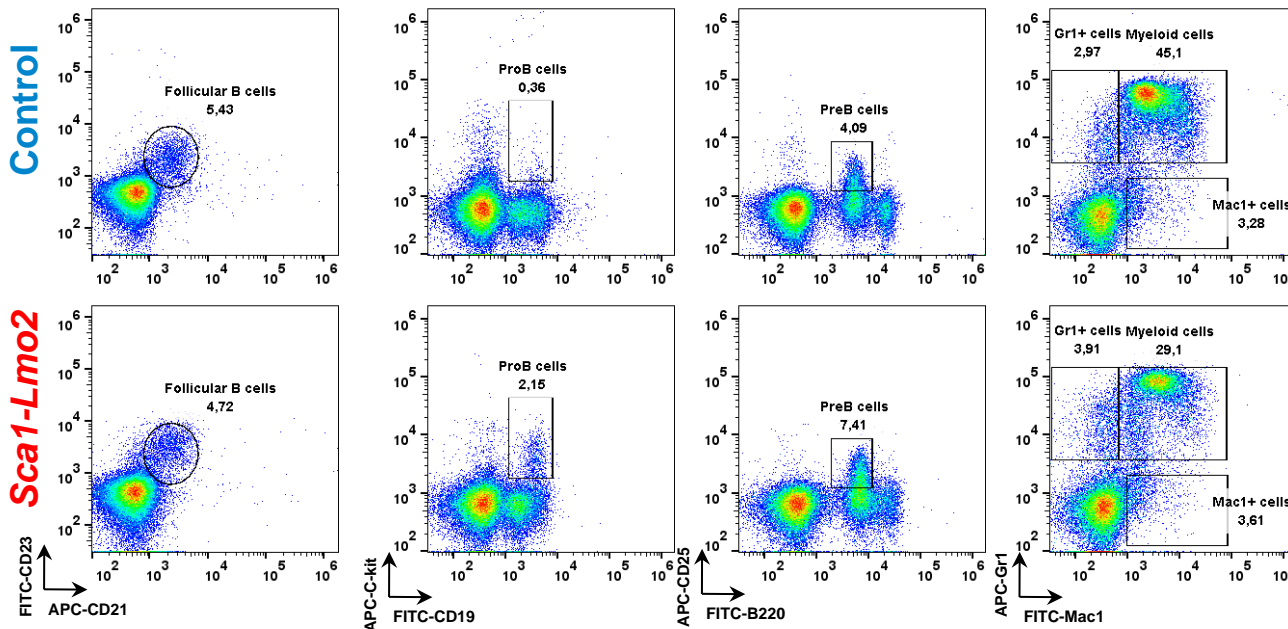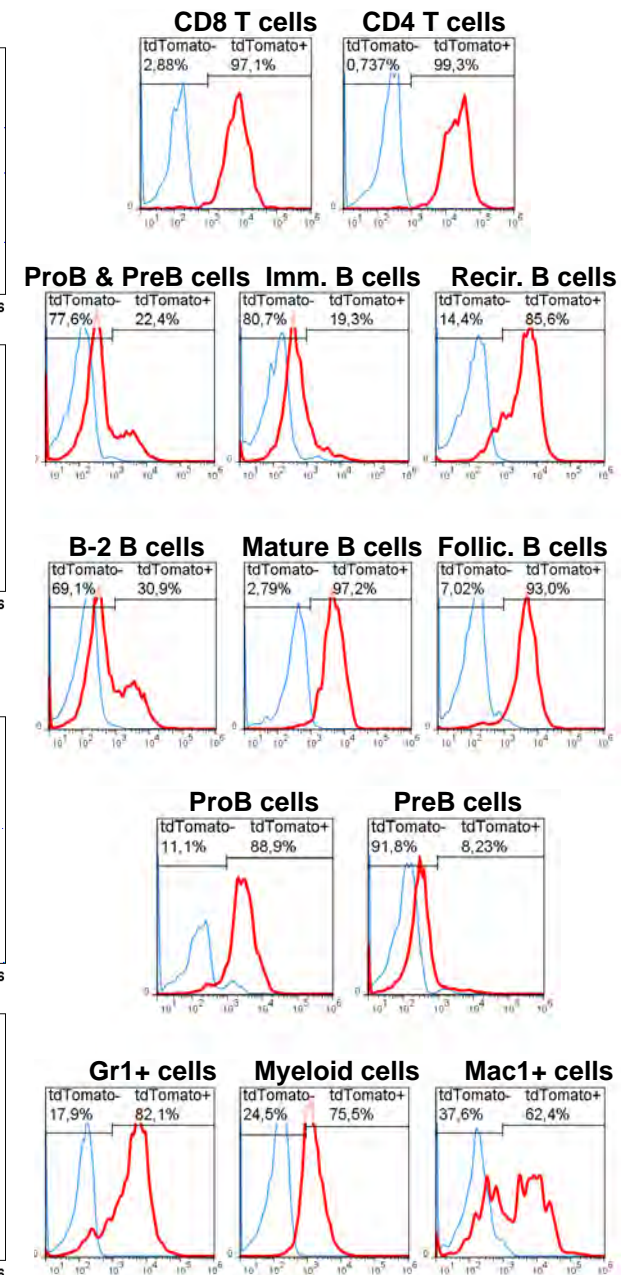

# Appendix Figure S4

F

## PERIPHERAL BLOOD

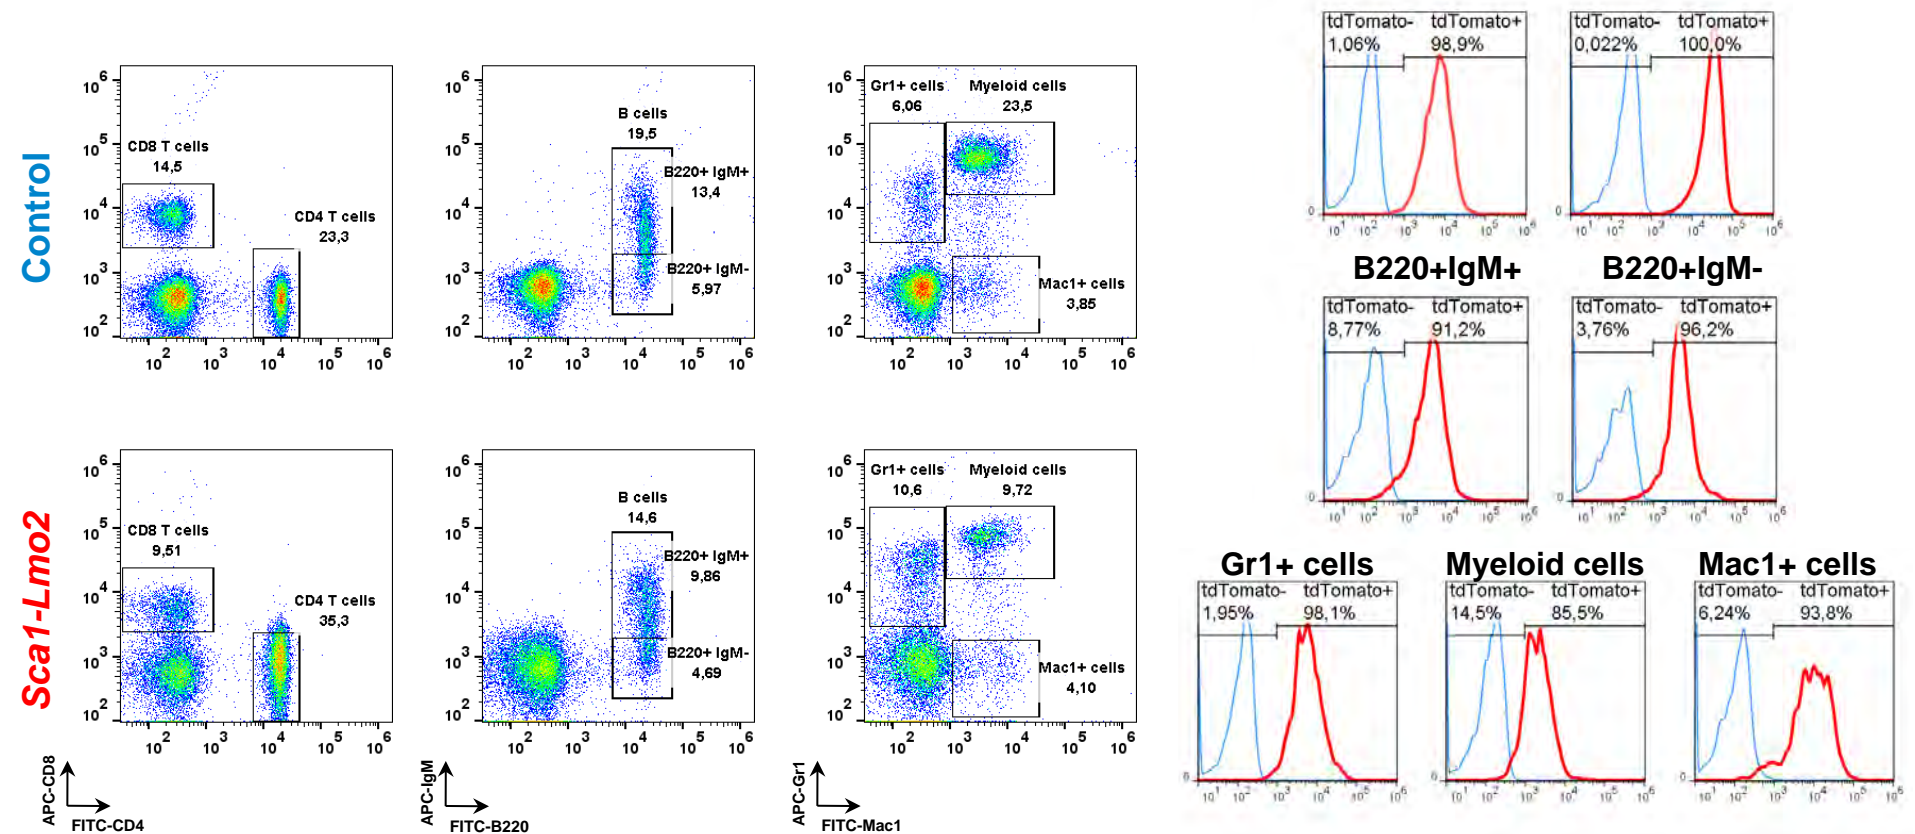

# Appendix Figure S4

G

## LYMPH NODES

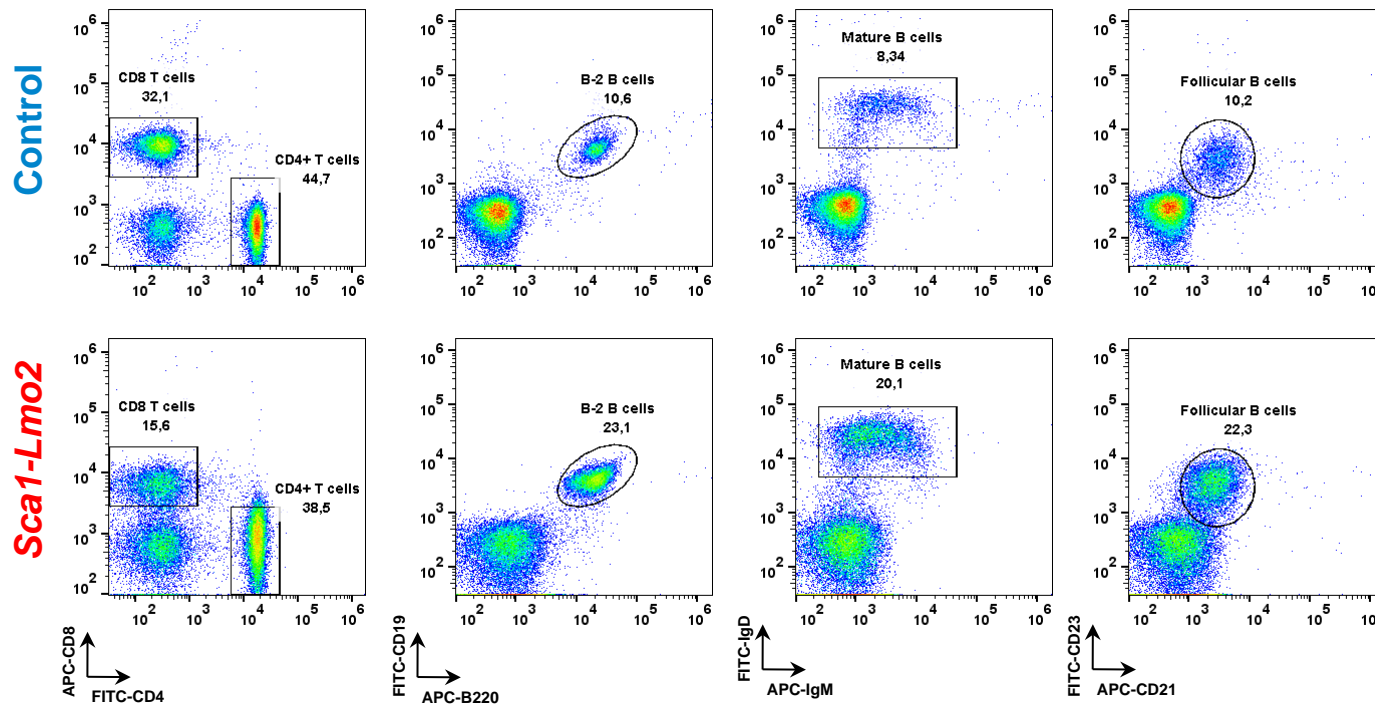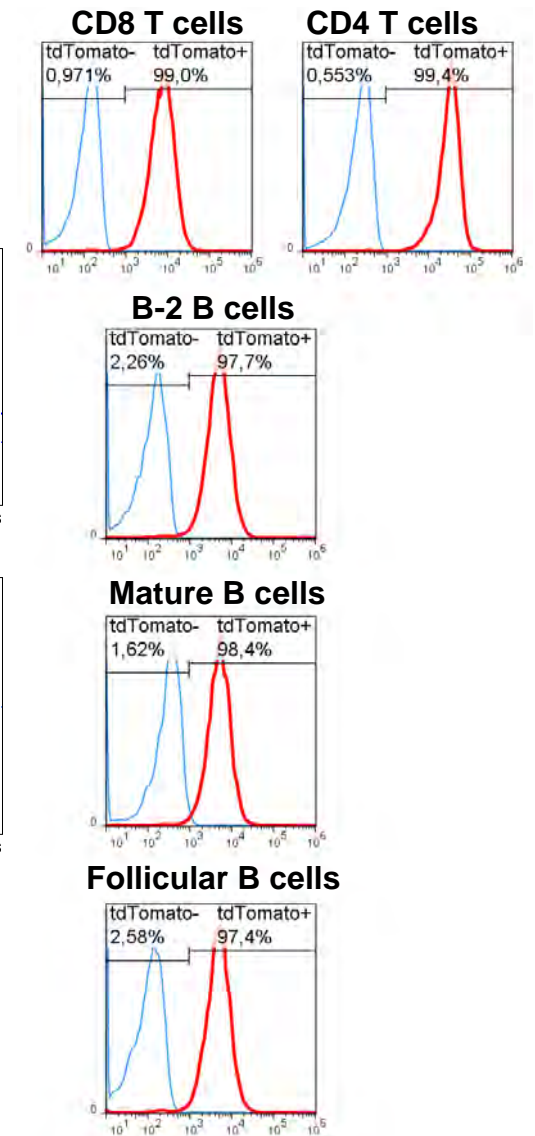

# Appendix Figure S4

**H**

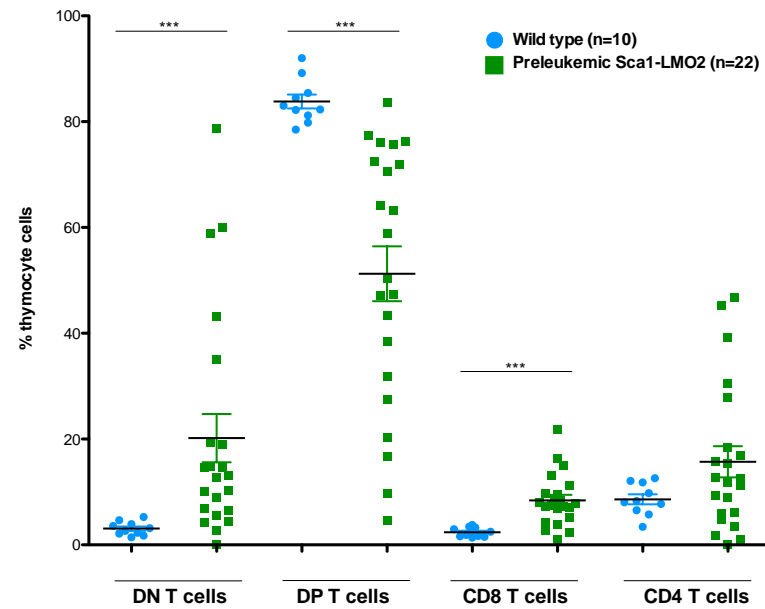

**I**

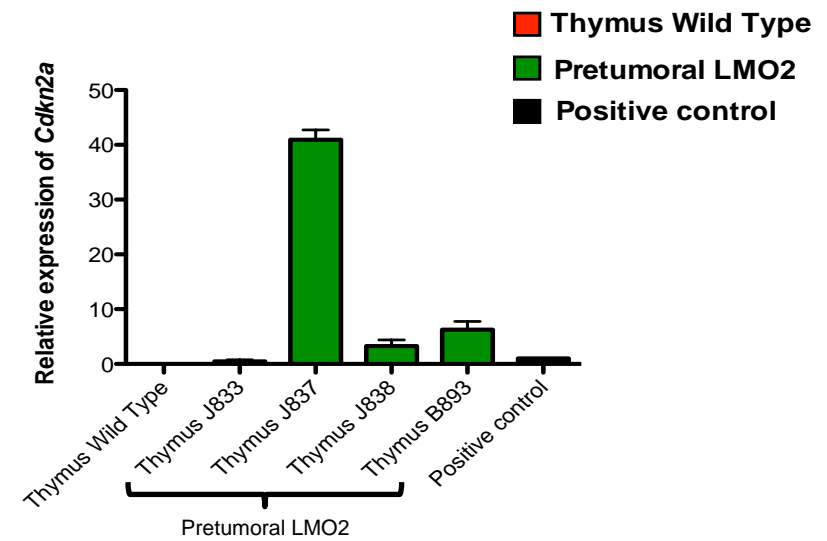

**J**

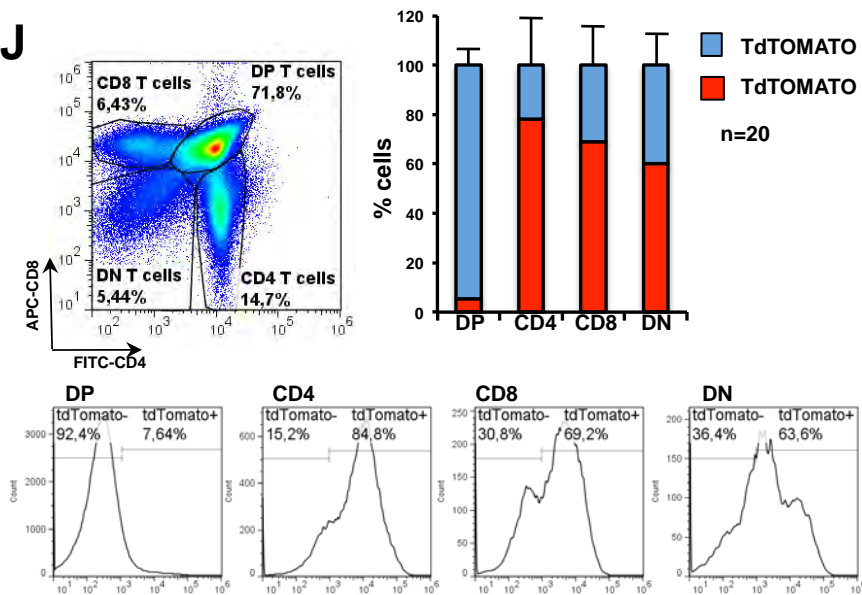

# Appendix Figure S5

A

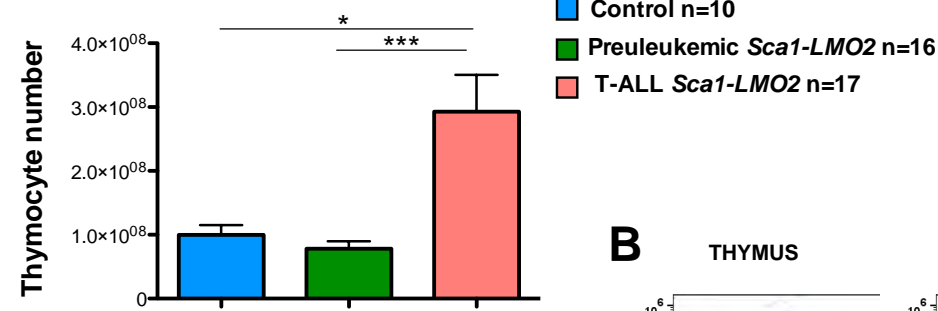

B

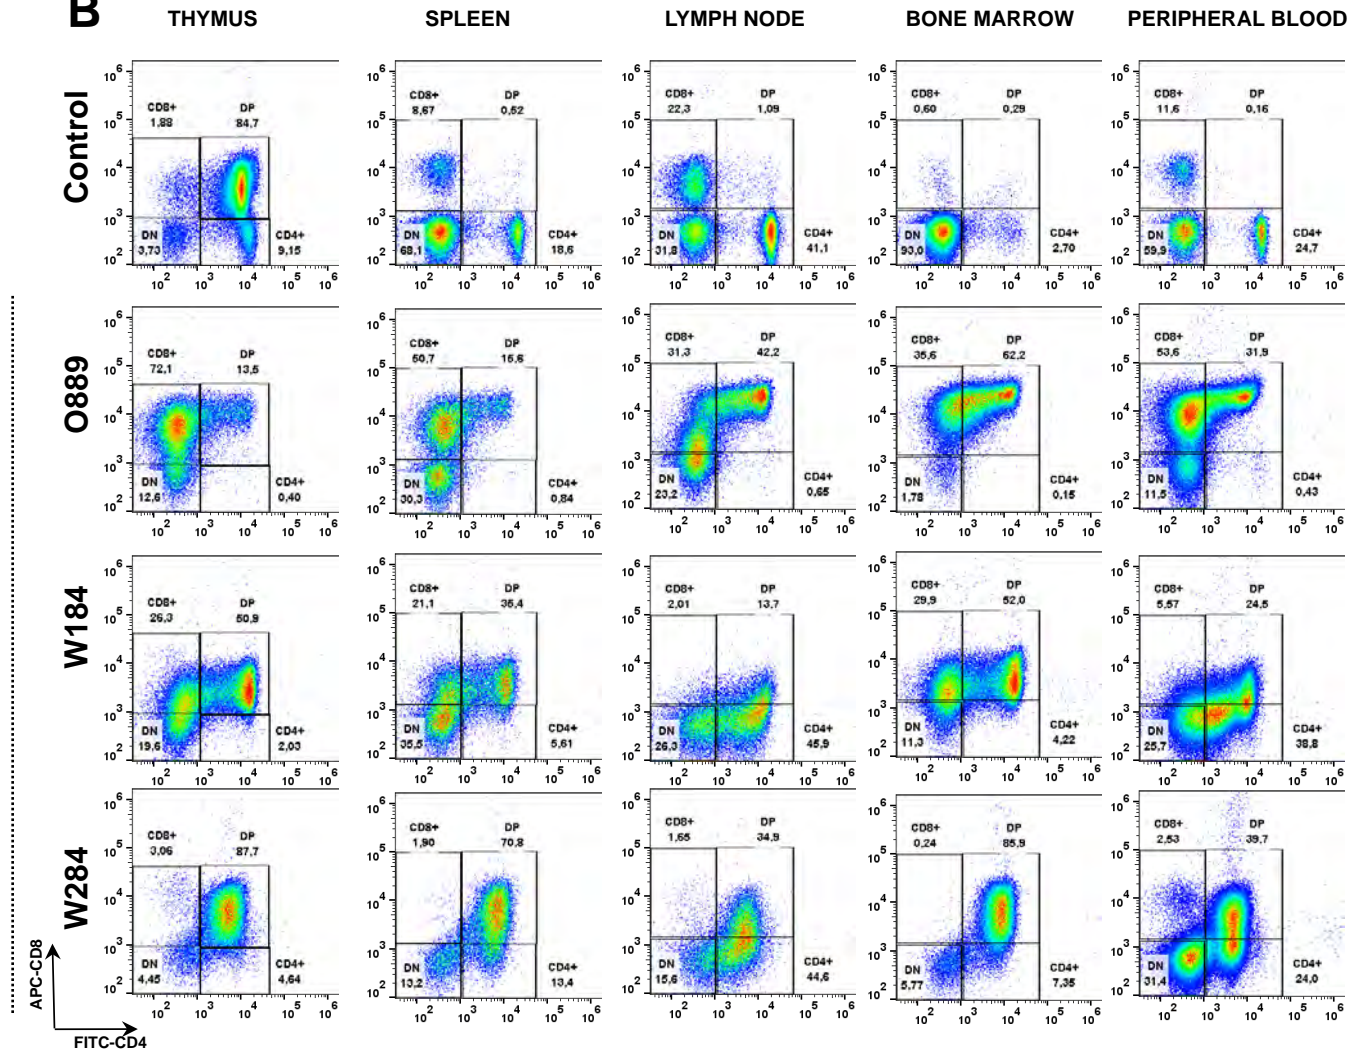

# Appendix Figure S5

C

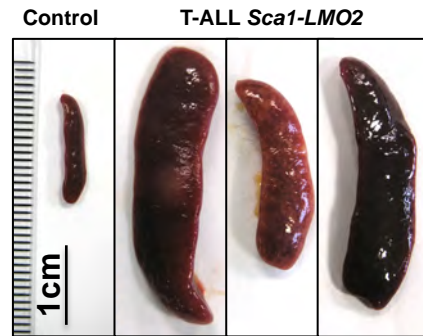

D

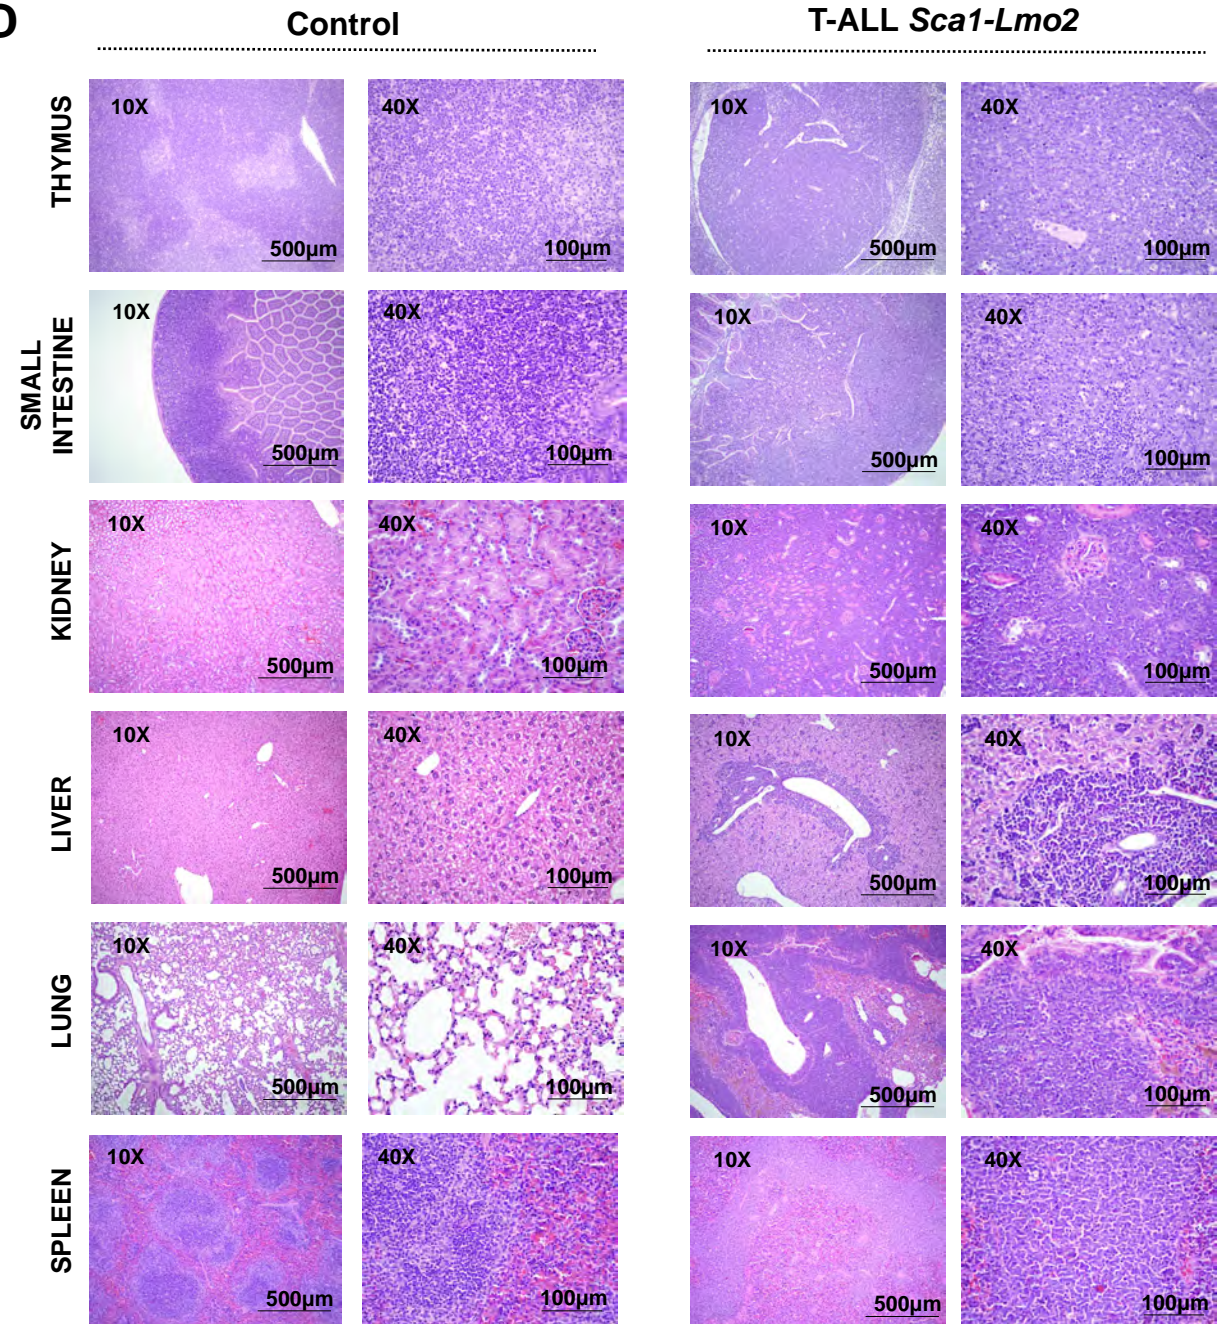

## Appendix Figure S5

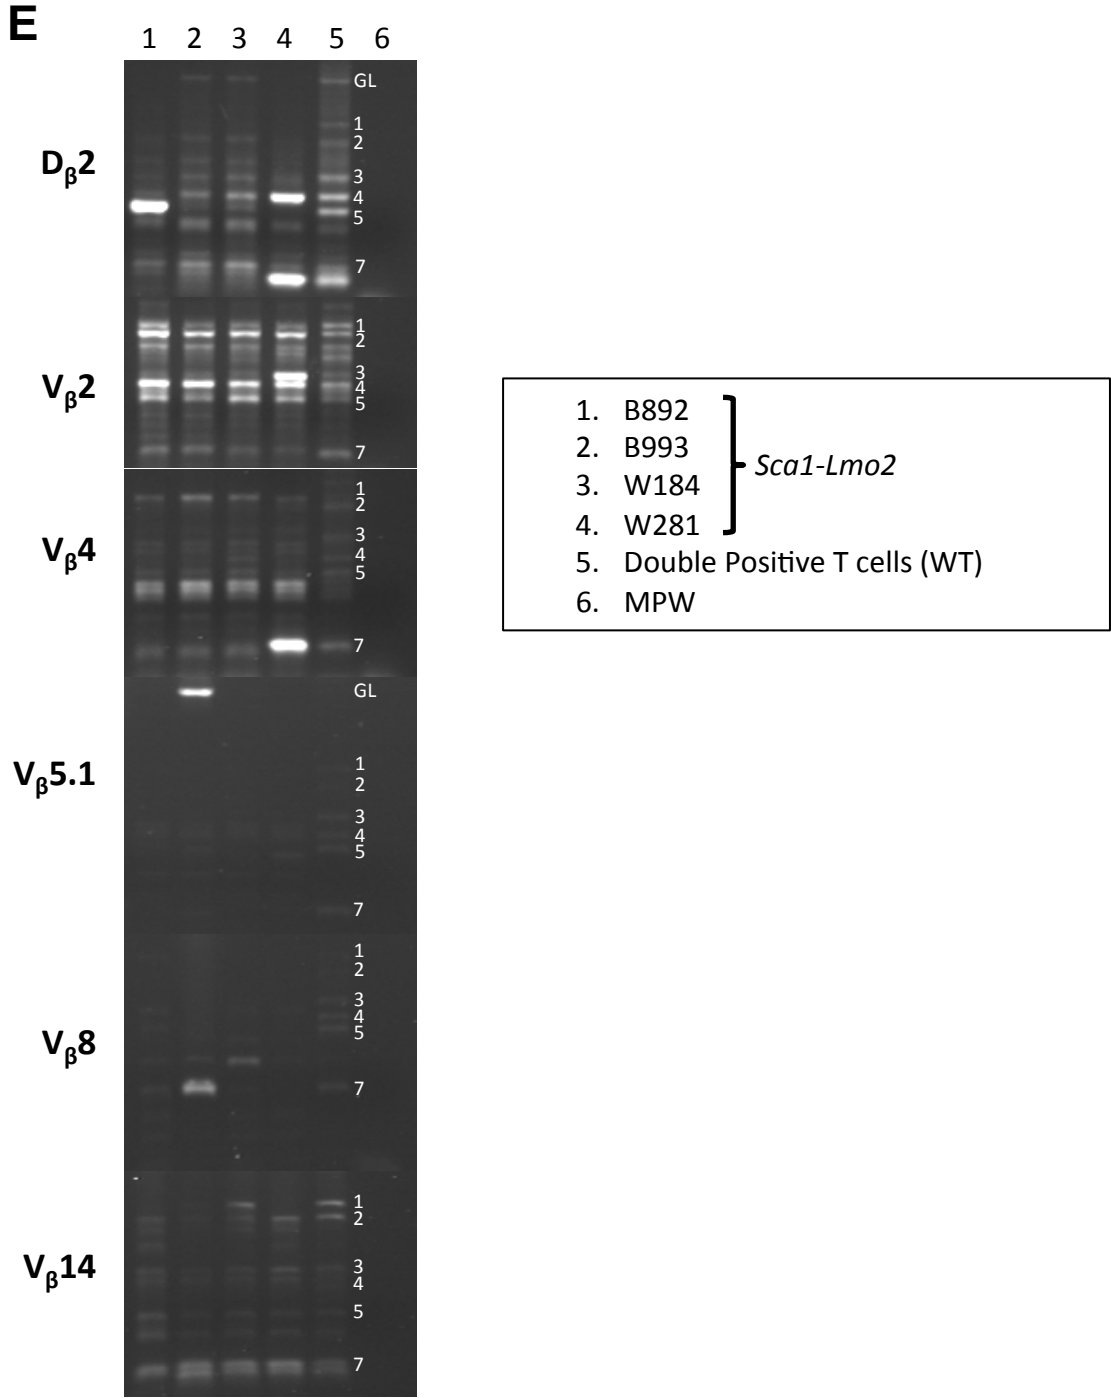

## Appendix Figure S6

A

Comparative expression signature between Thymus Wild type and preleukemic TOMATO<sup>+</sup> T cells from Sca1-Lmo2 mice

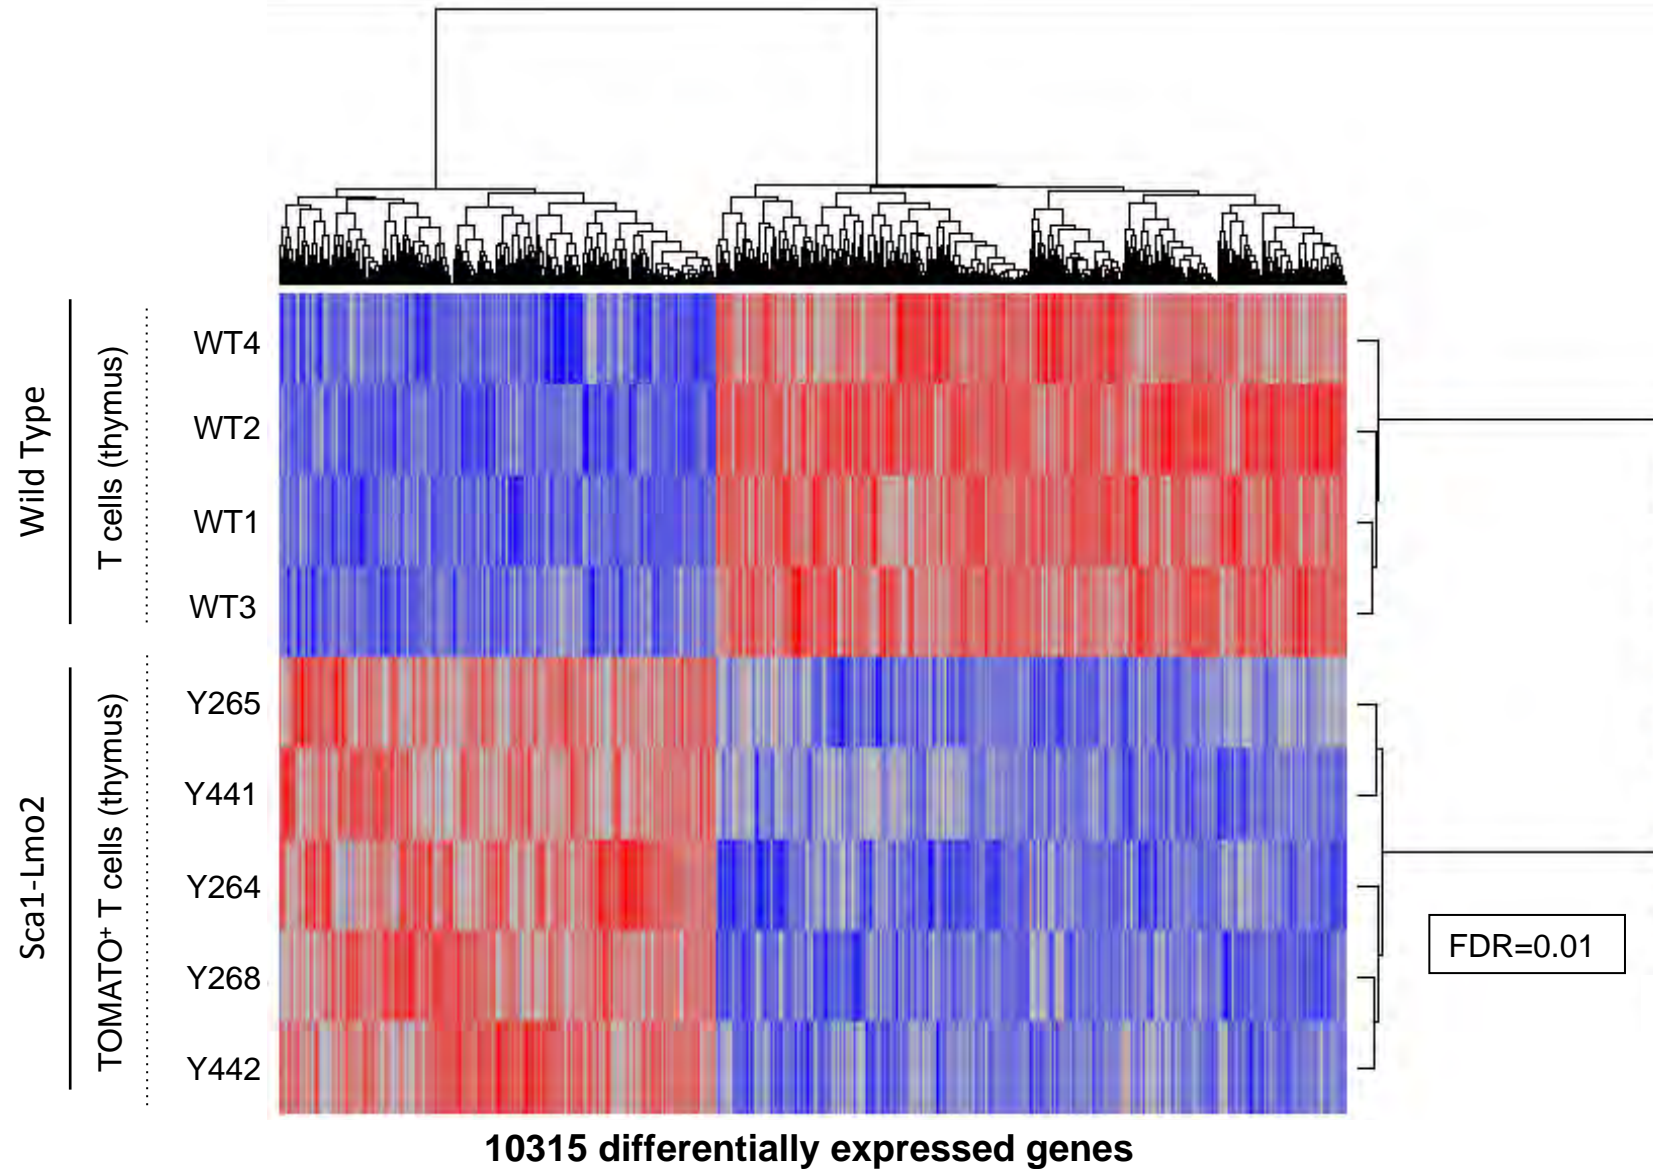

## Appendix Figure S6

**B**

Comparative expression signature between Thymus Wild type and preleukemic TOMATO<sup>+</sup> T cells from Sca1-Lmo2 mice

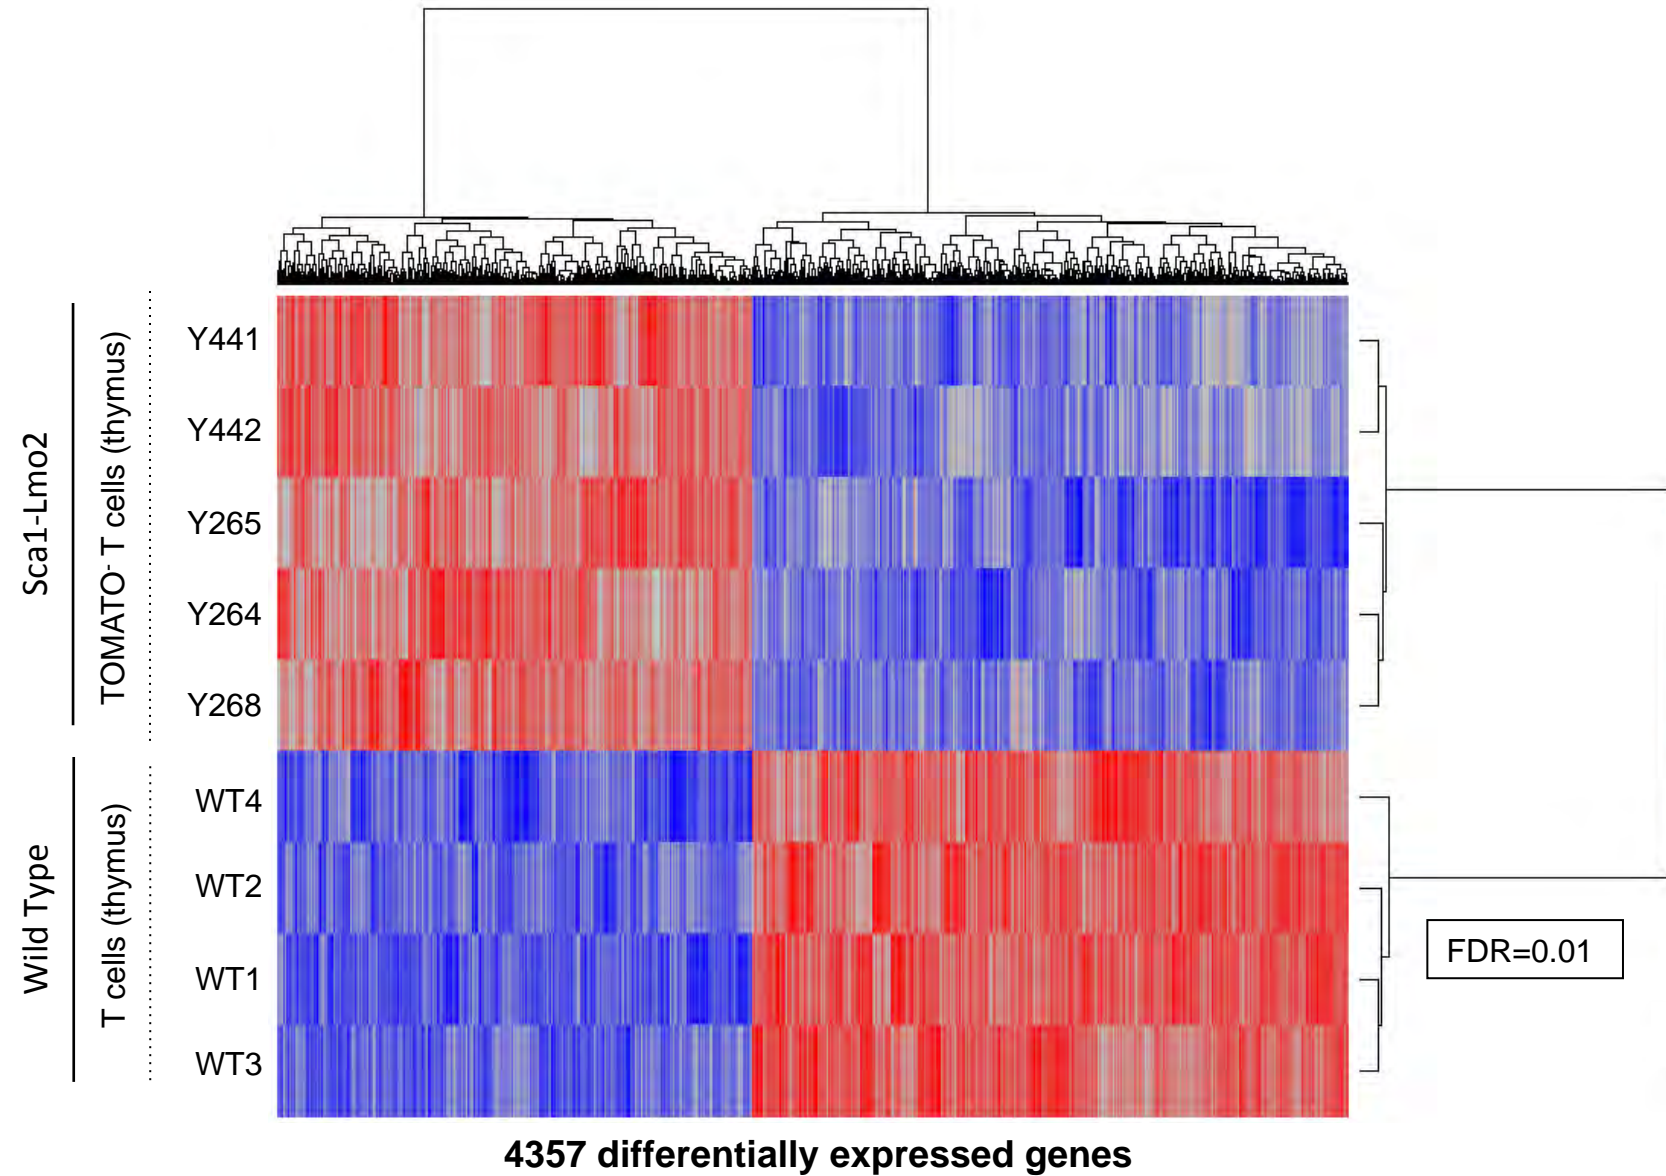

## Appendix Figure S6

### C

Comparative expression signature between Preleukemic TOMATO<sup>+</sup> T cells and preleukemic TOMATO<sup>-</sup> T cells from Sca1-Lmo2 mice

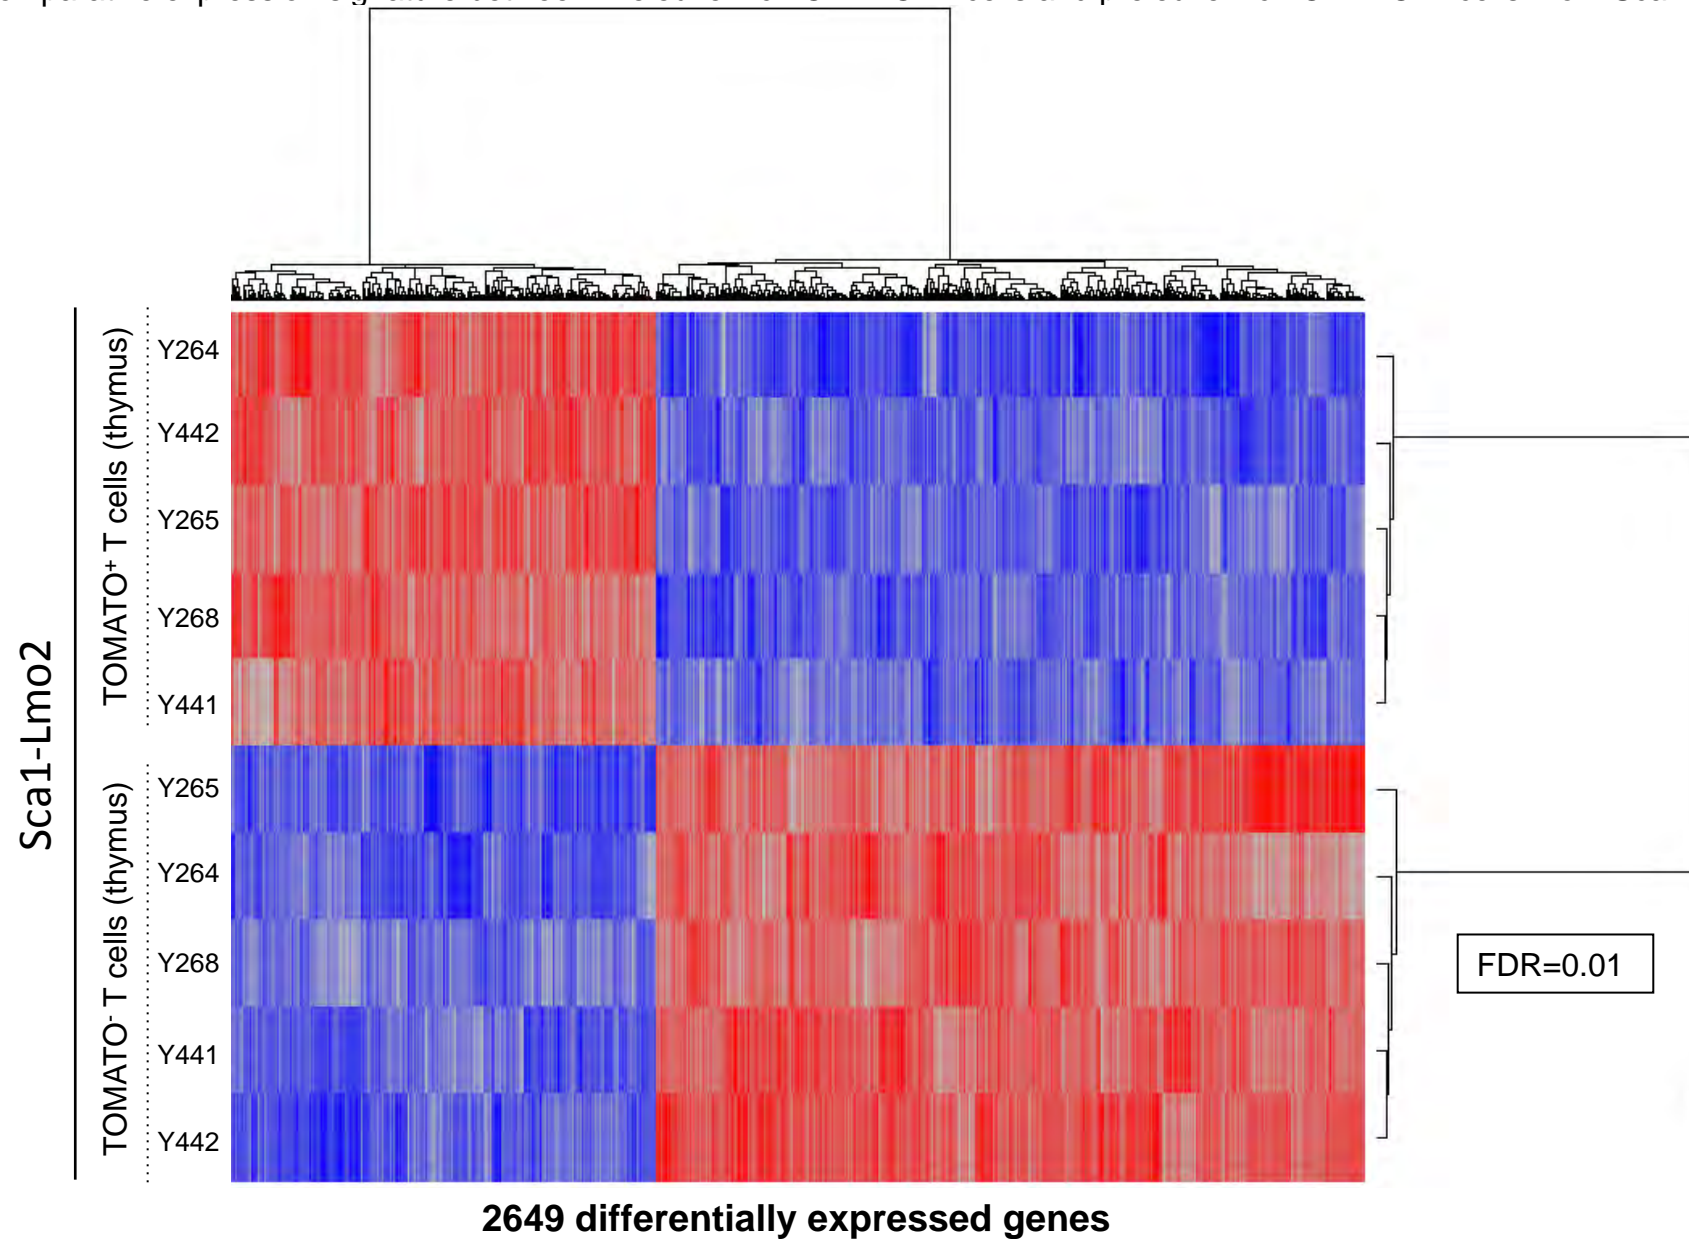

## Appendix Figure S6

D

Comparative expression signature between preleukemic TOMATO<sup>+</sup> T cells and leukemic T cells from Sca1-Lmo2 mice

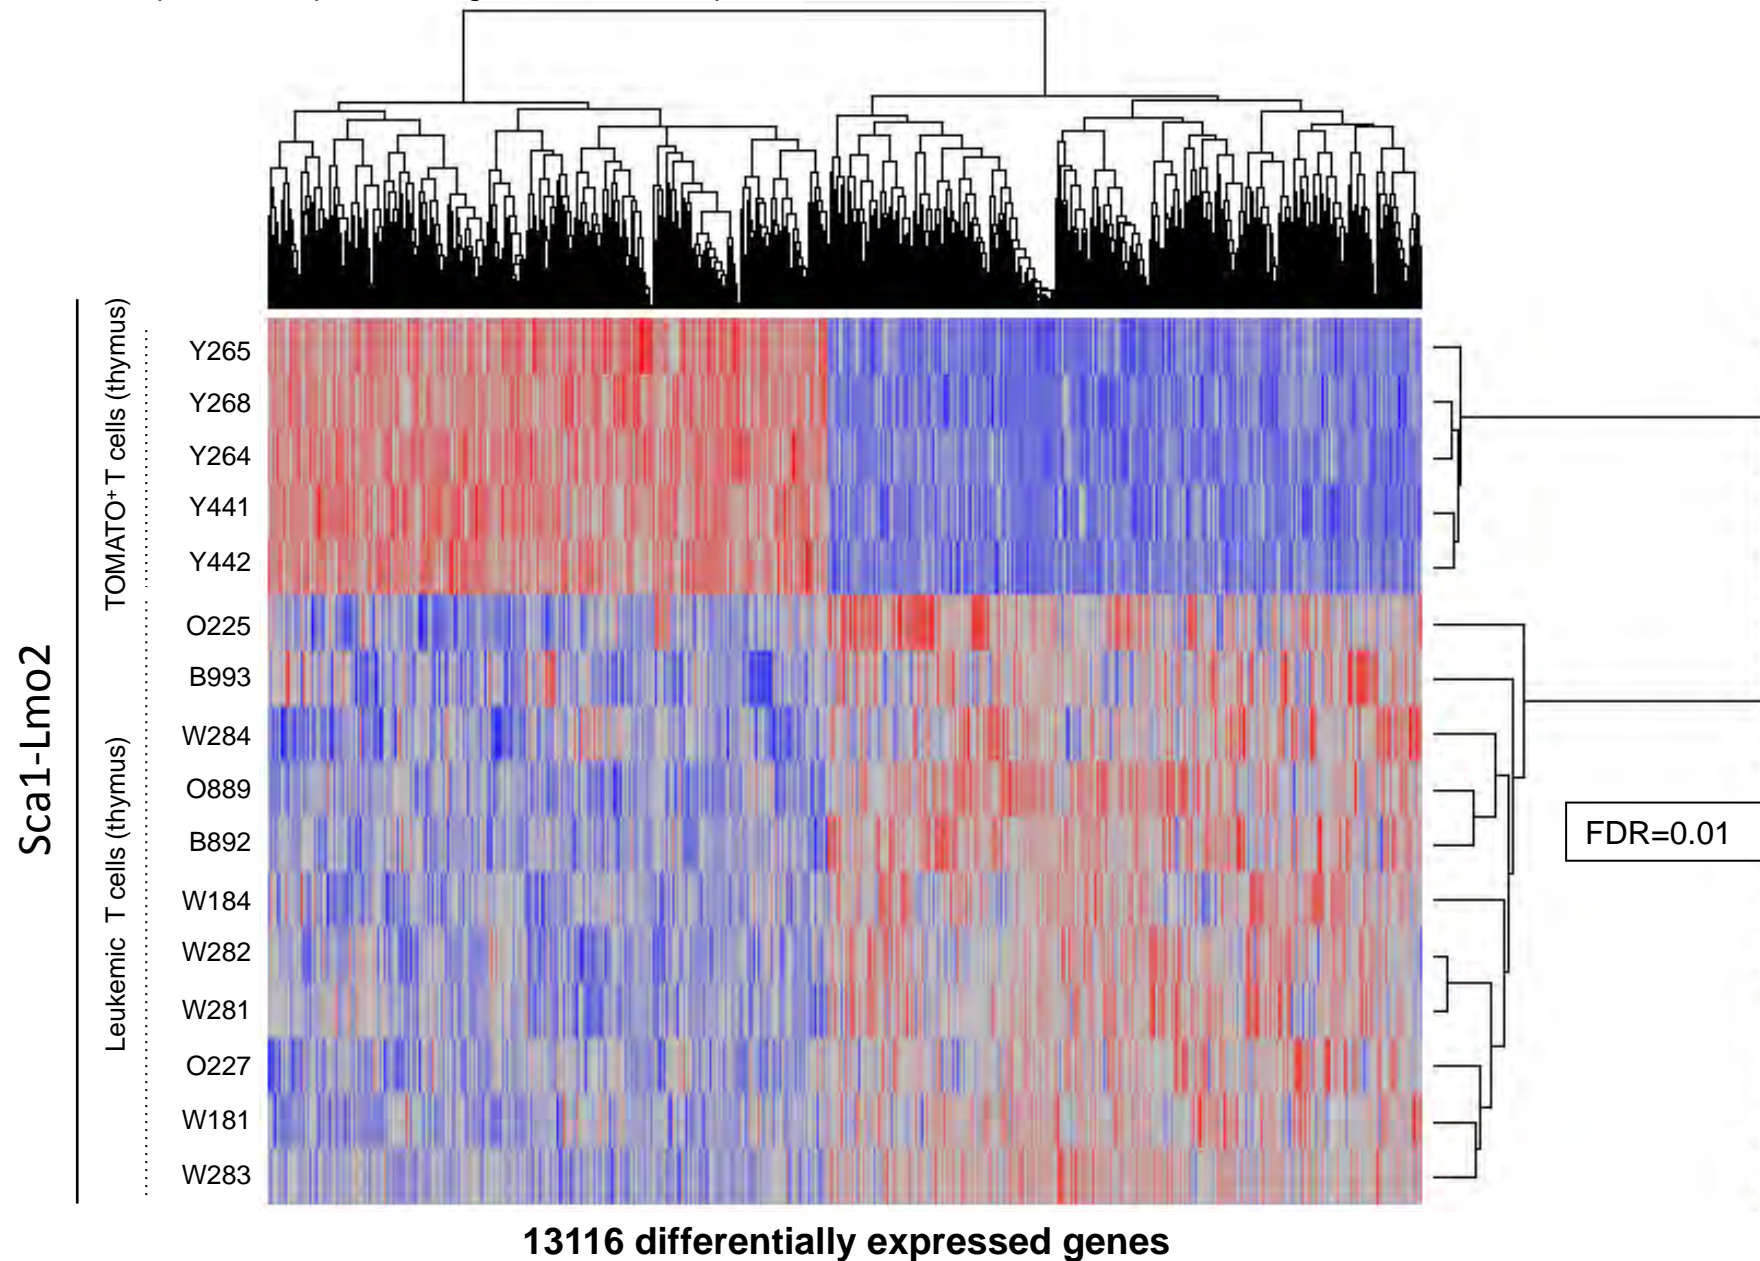

## Appendix Figure S6

E

Comparative expression signature between Preleukemic TOMATO<sup>+</sup> T cells and Leukemic T cells from Sca1-Lmo2 mice

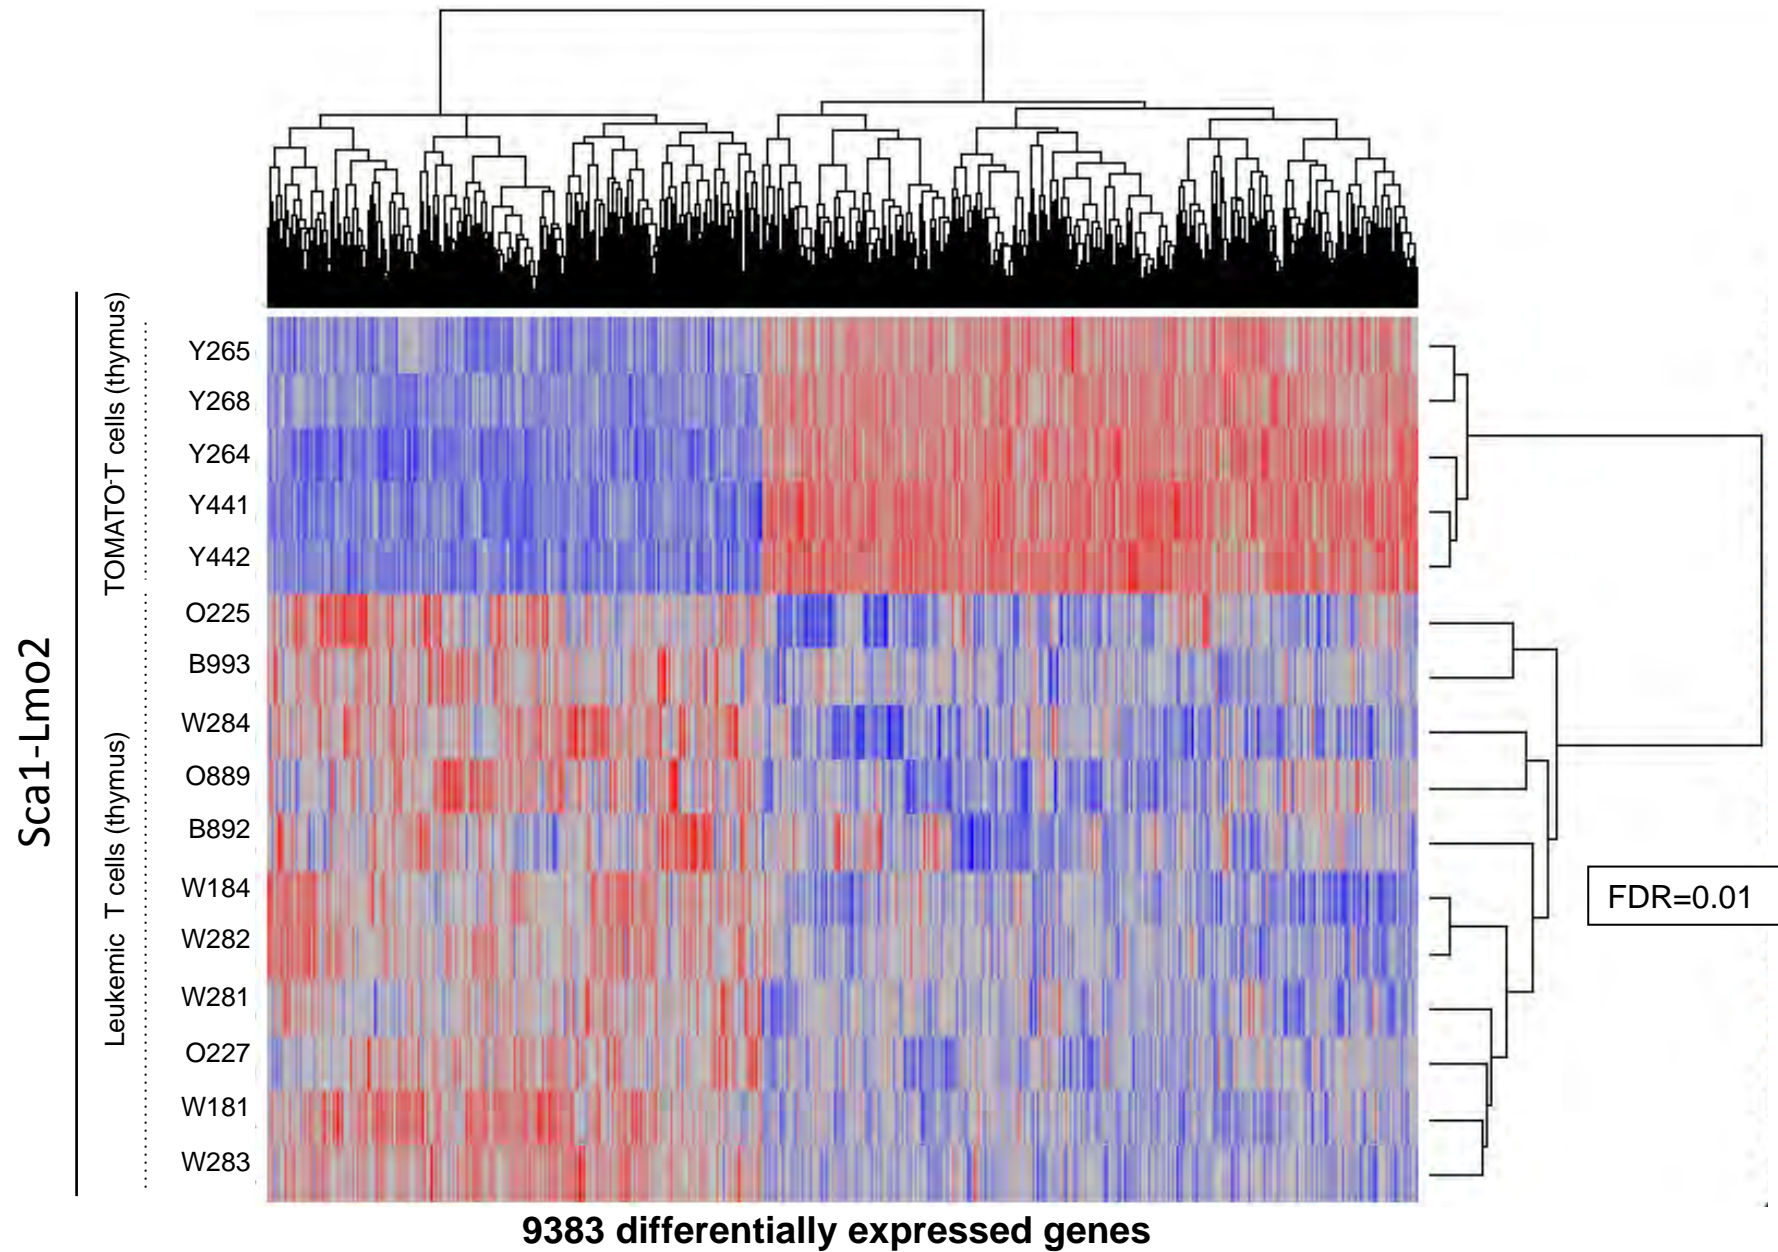

## Appendix Figure S7

FISH-Human t(11;14) (p13;q11)

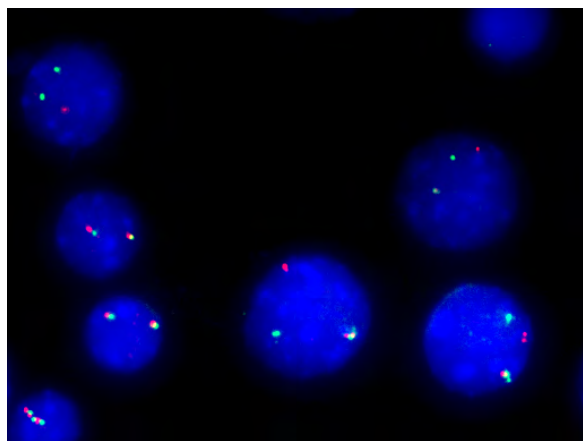

Patient-1

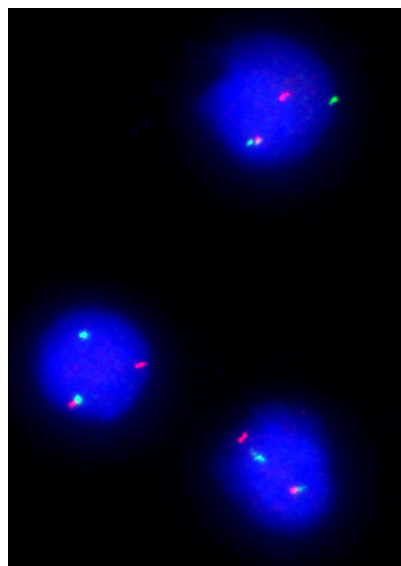

Patient-2

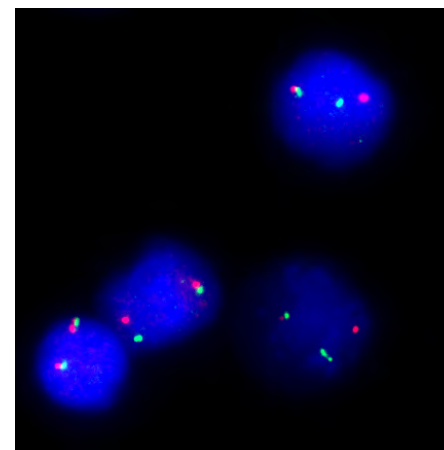

Patient-3

# Appendix Figure S8

A

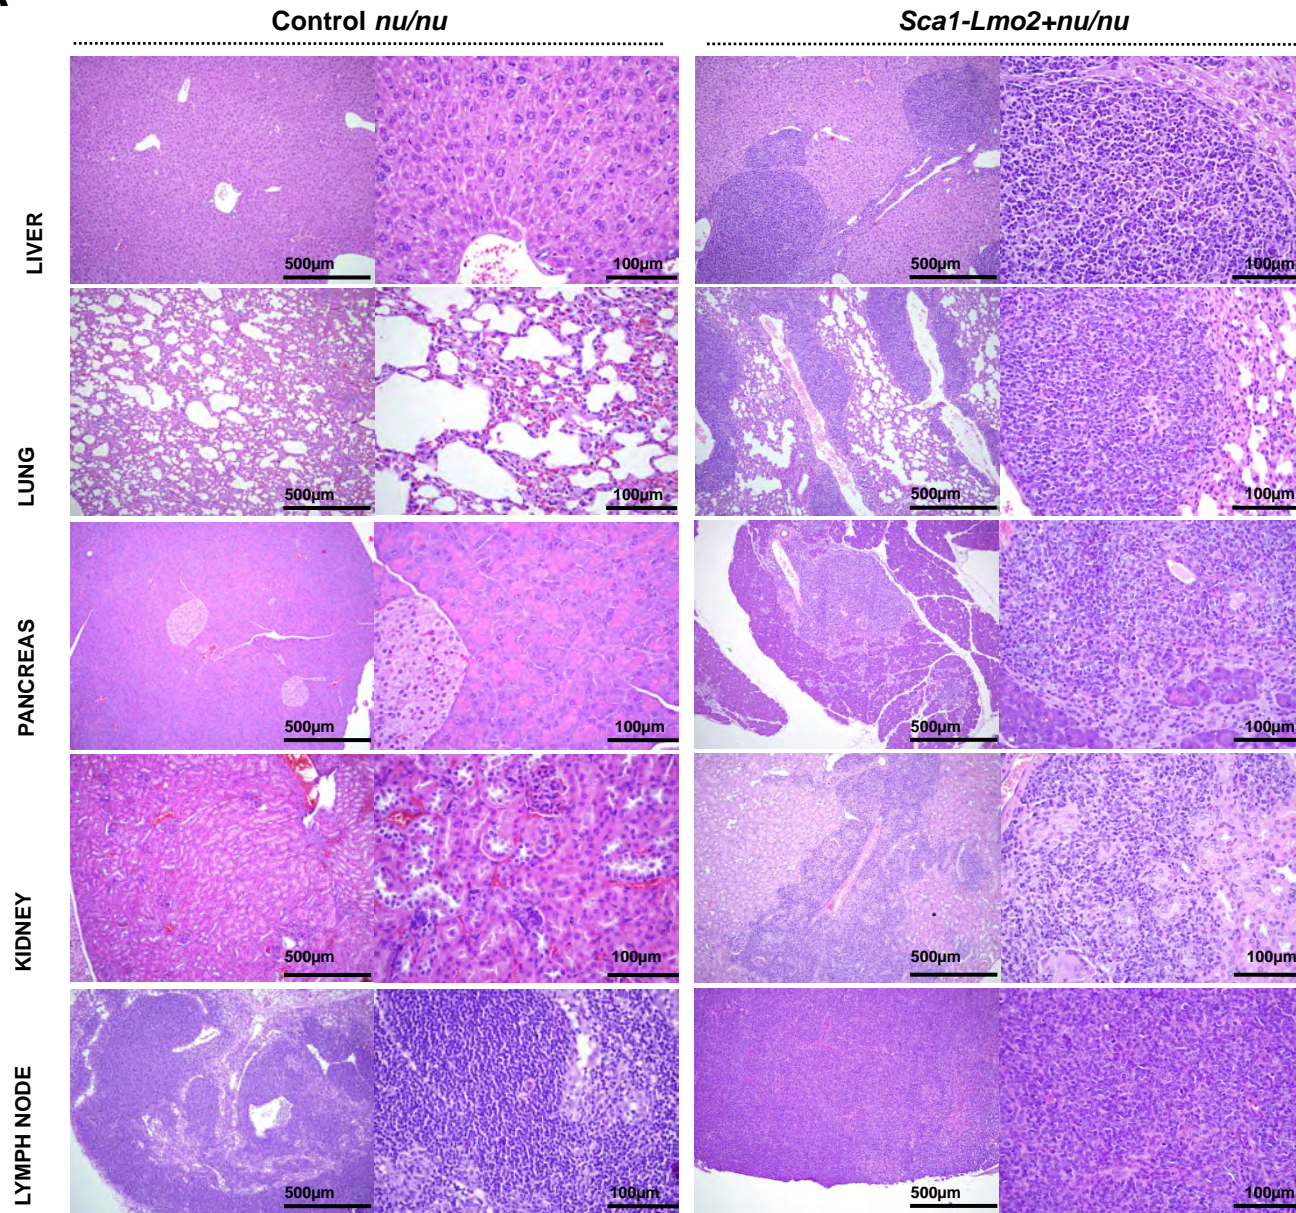

## Appendix Figure S8

### B

Comparative expression signature between bone marrow from control nude mice and leukemic cells from Sca1-Lmo2+nu/nu mice

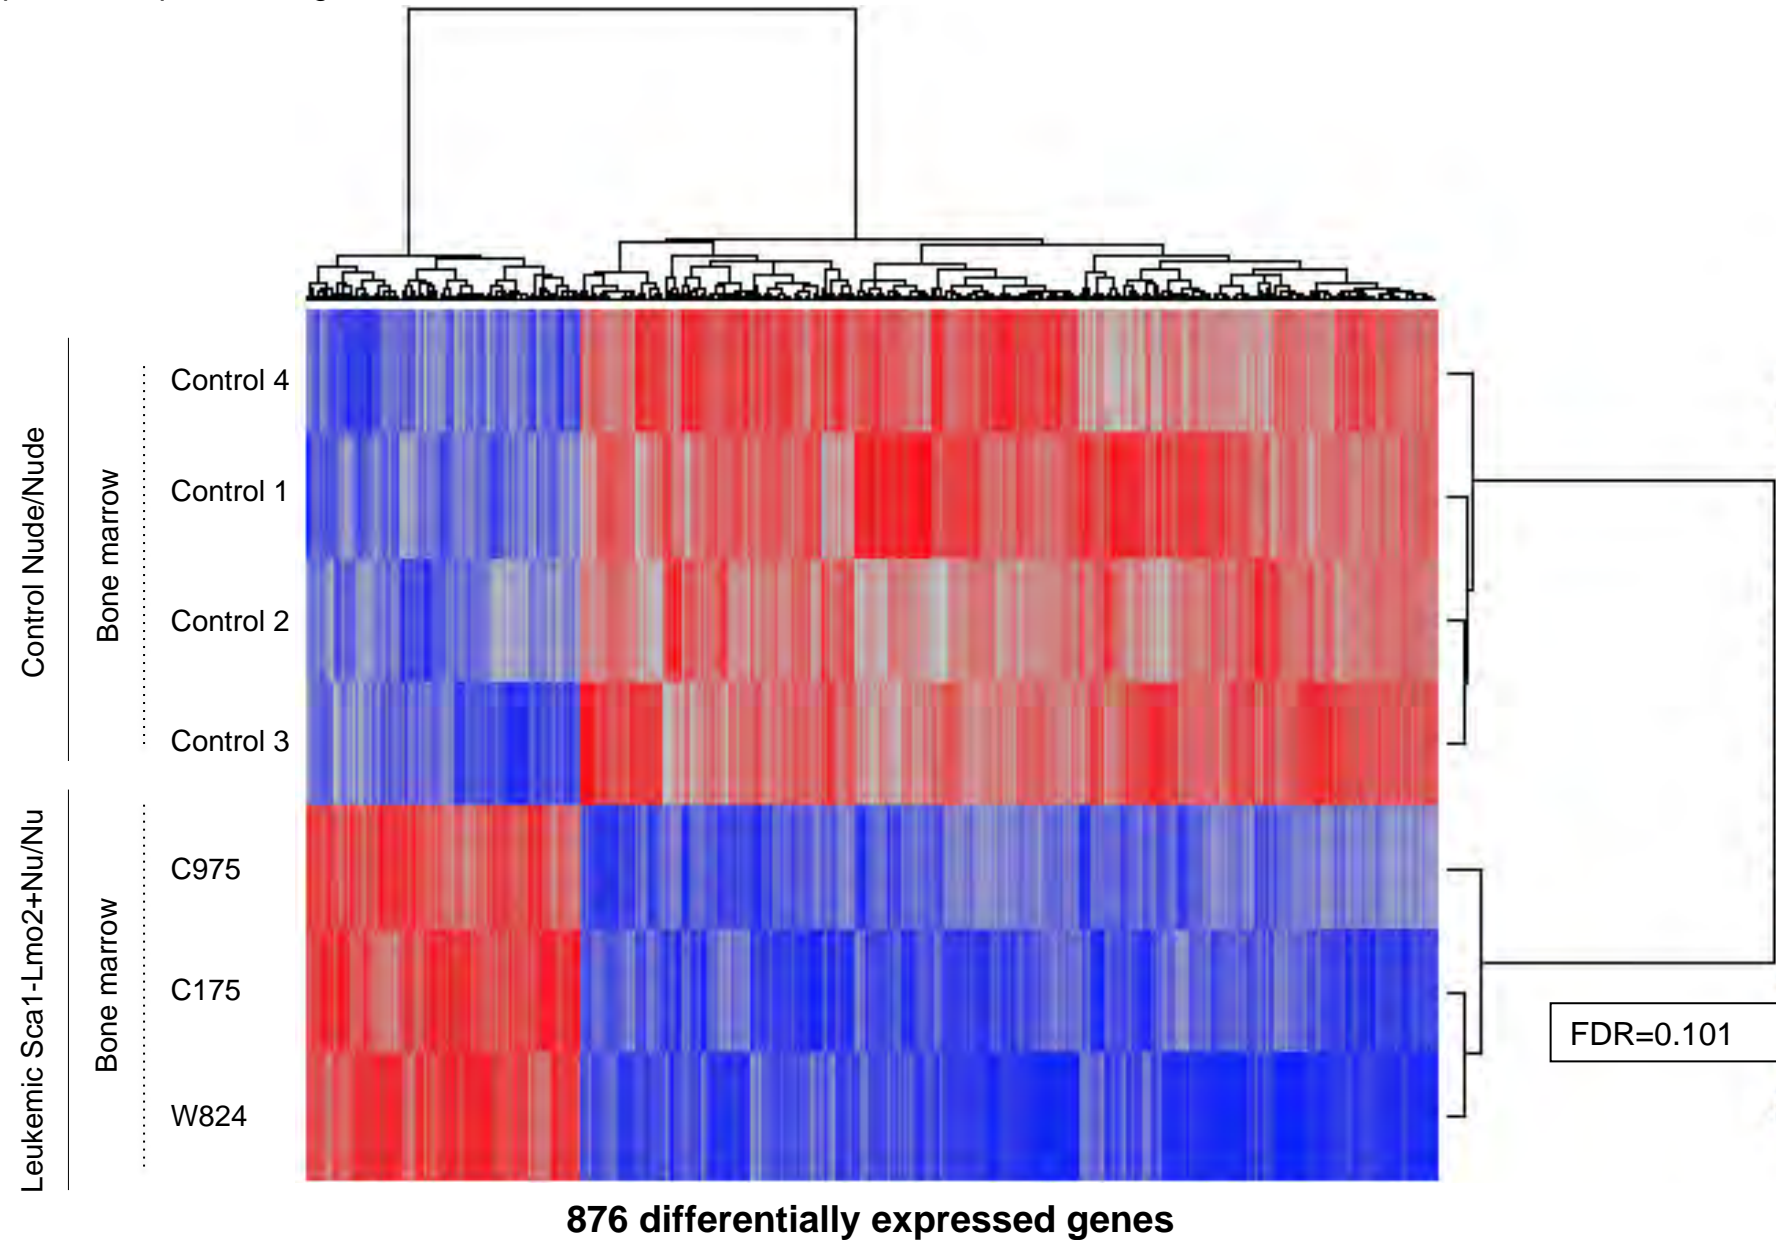

## Appendix Figure S8

C

Comparative expression signature between leukemic cells from Sca1-Lmo2+nu/nu mice and leukemic T cells from Sca1-Lmo2 mice

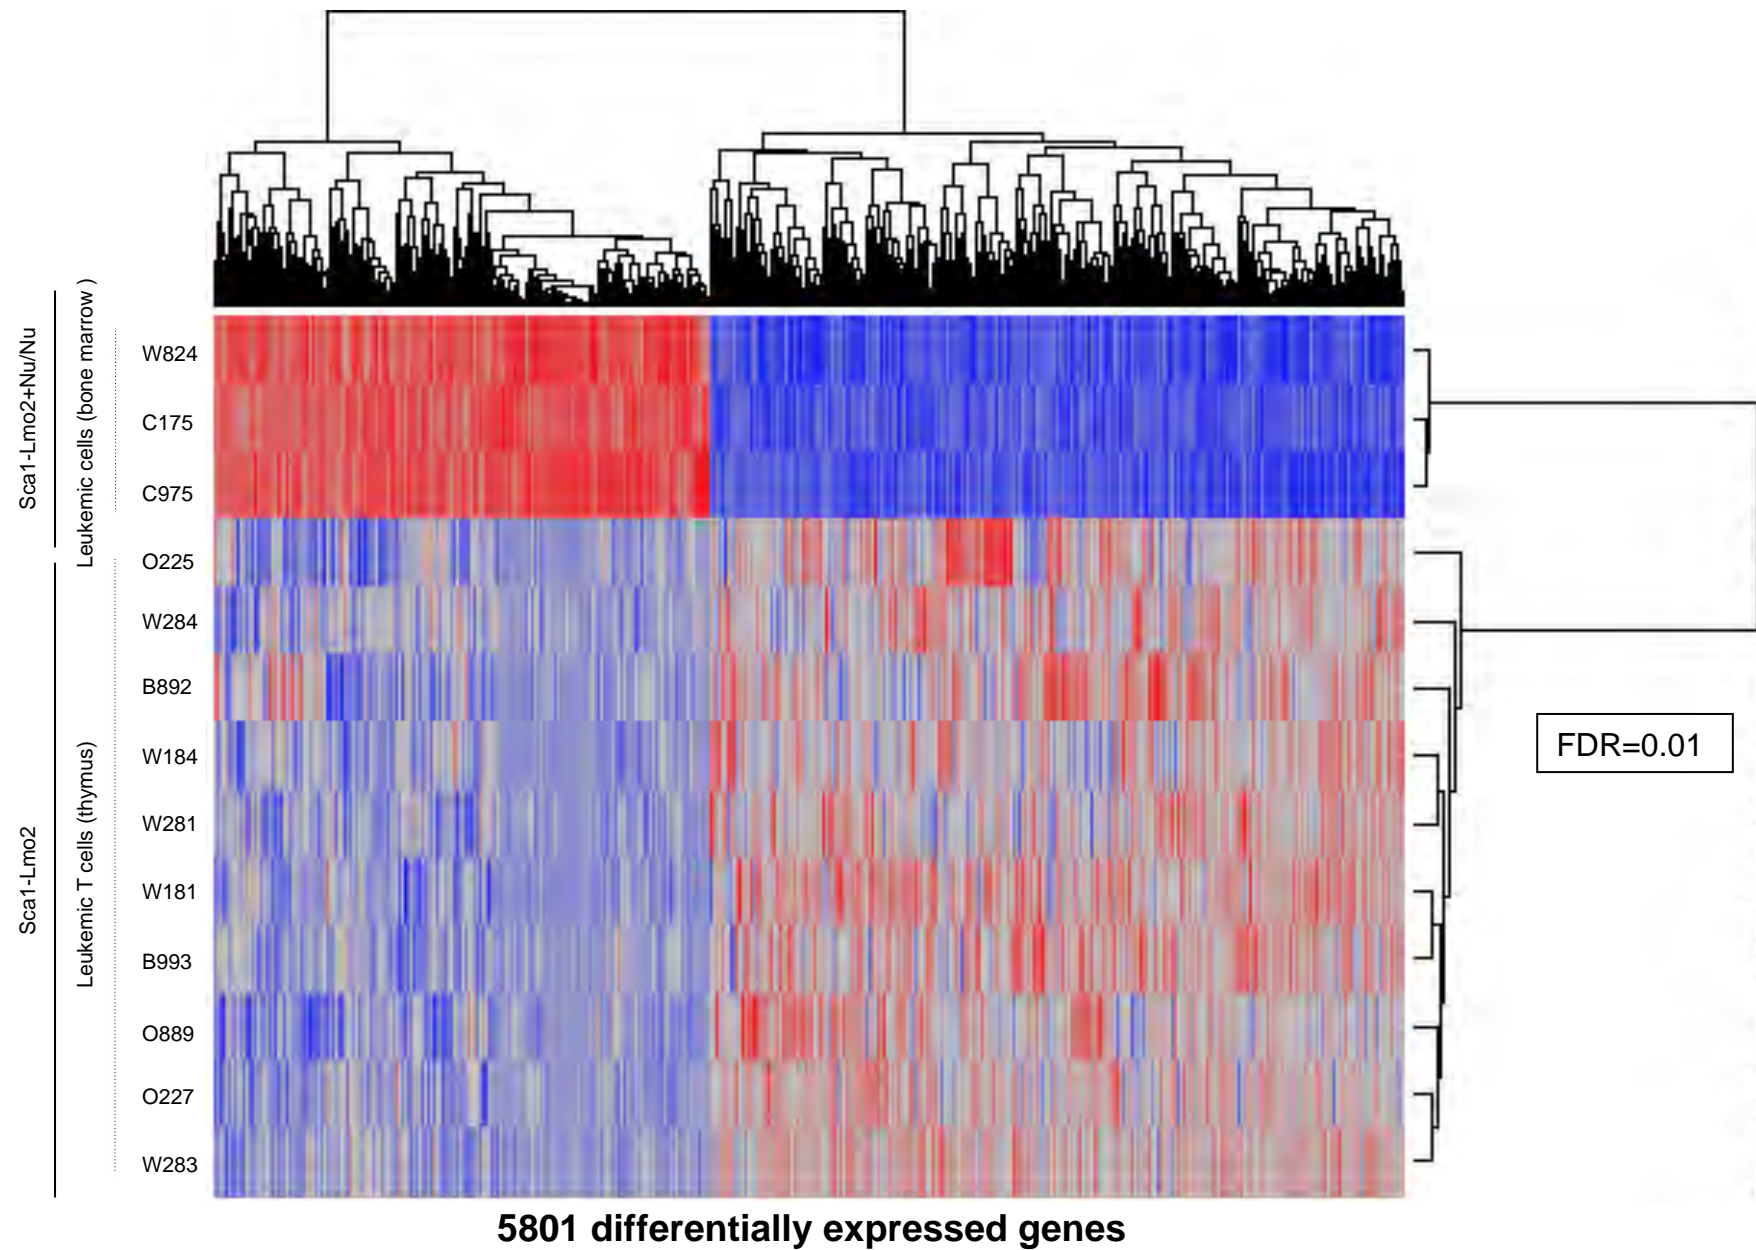

# Appendix Figure S9

A

Preleukemic *Rosa26-Lmo2+Mb1-Cre*

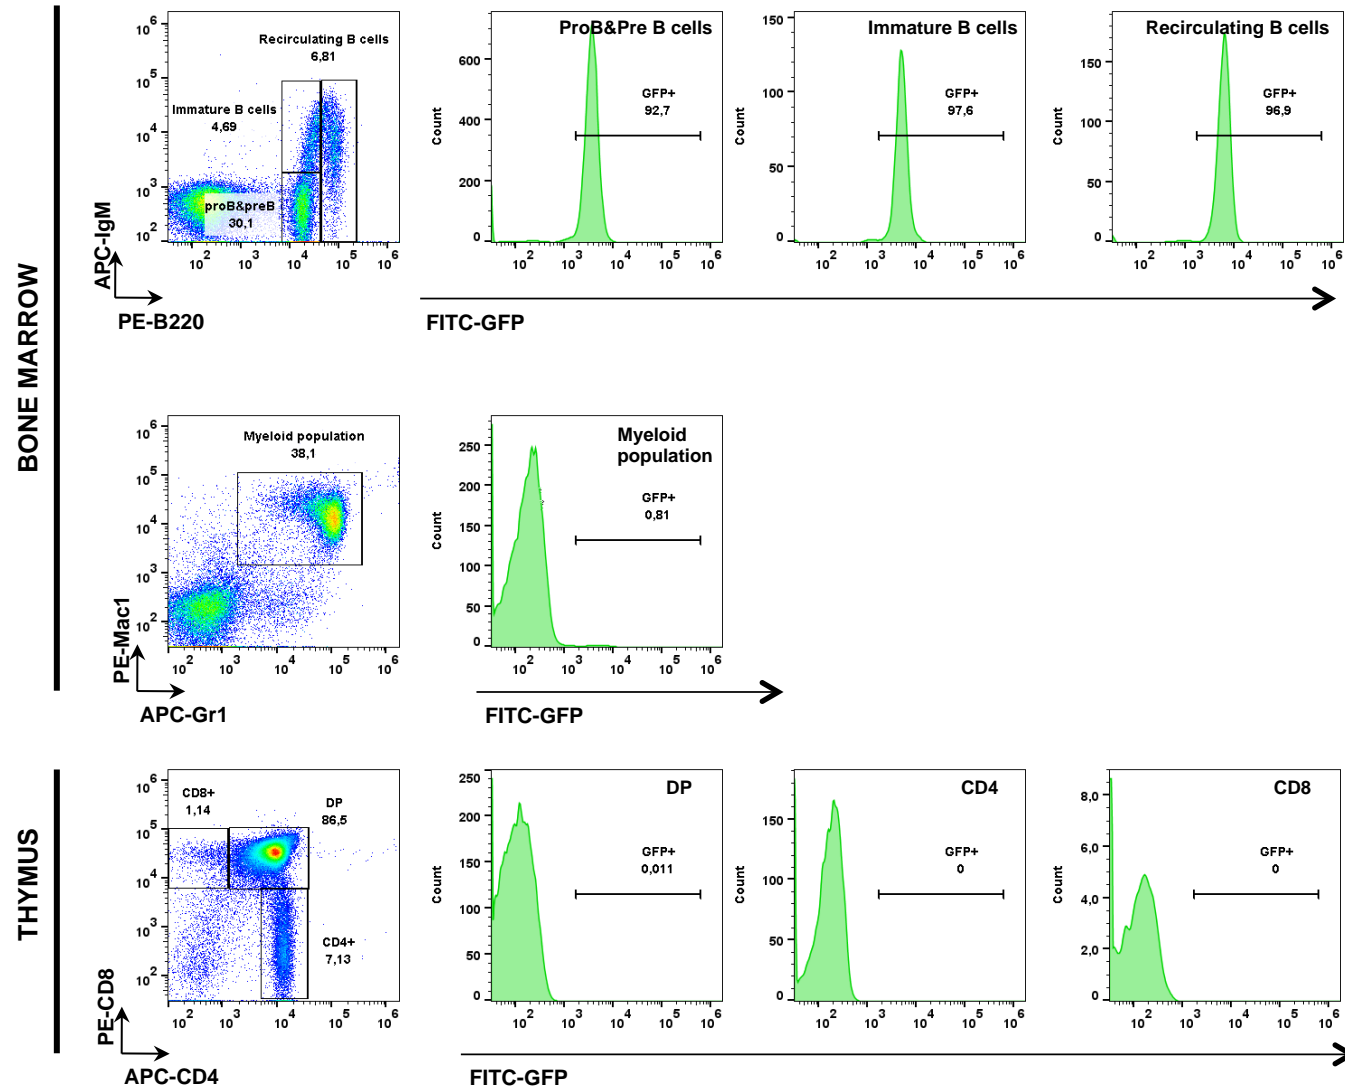

# Appendix Figure S9

B

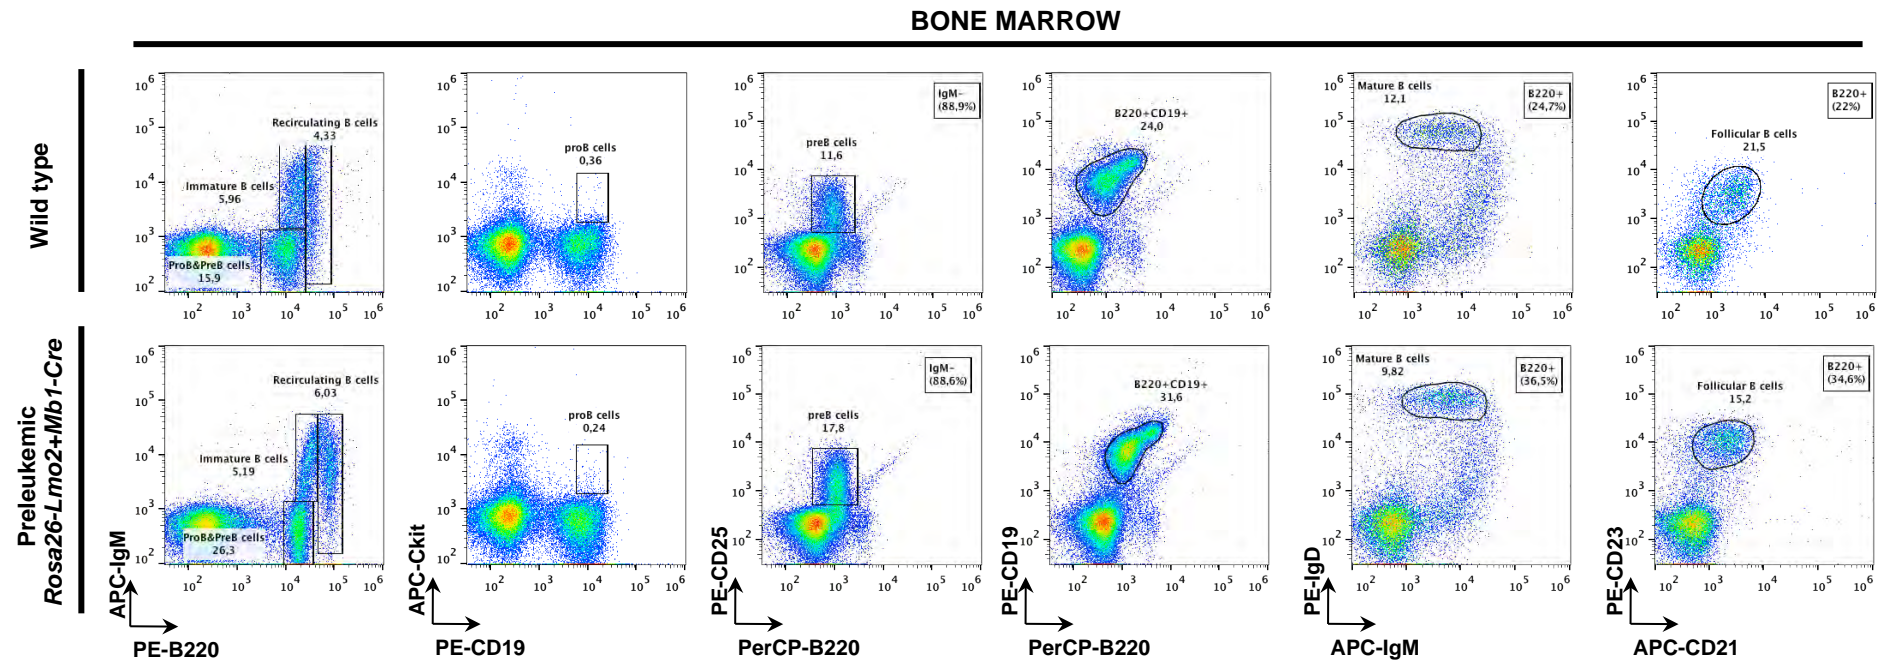

## Appendix Figure S9

C

T-ALL *Rosa26-Lmo2+Mb1-Cre*

*Wild type*

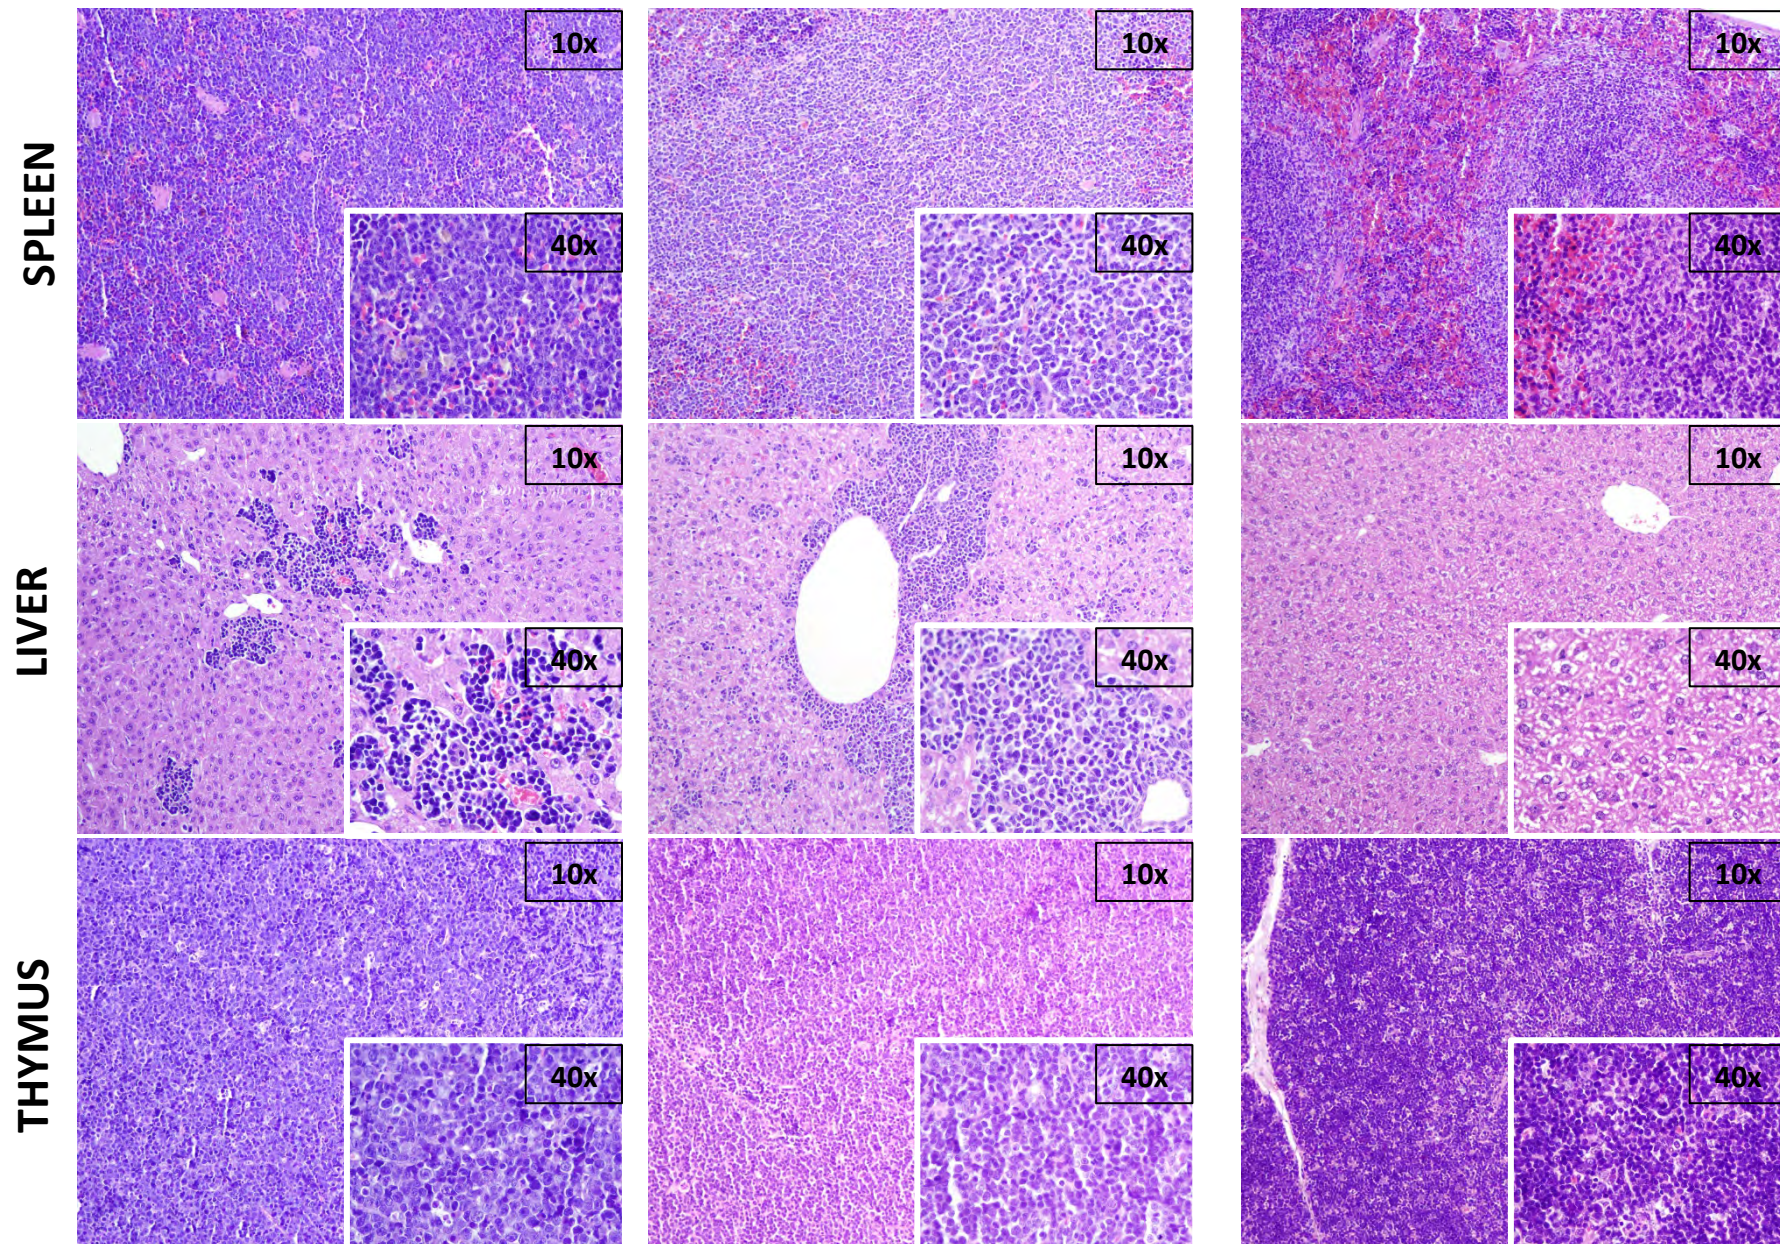

## Appendix Figure S9

D

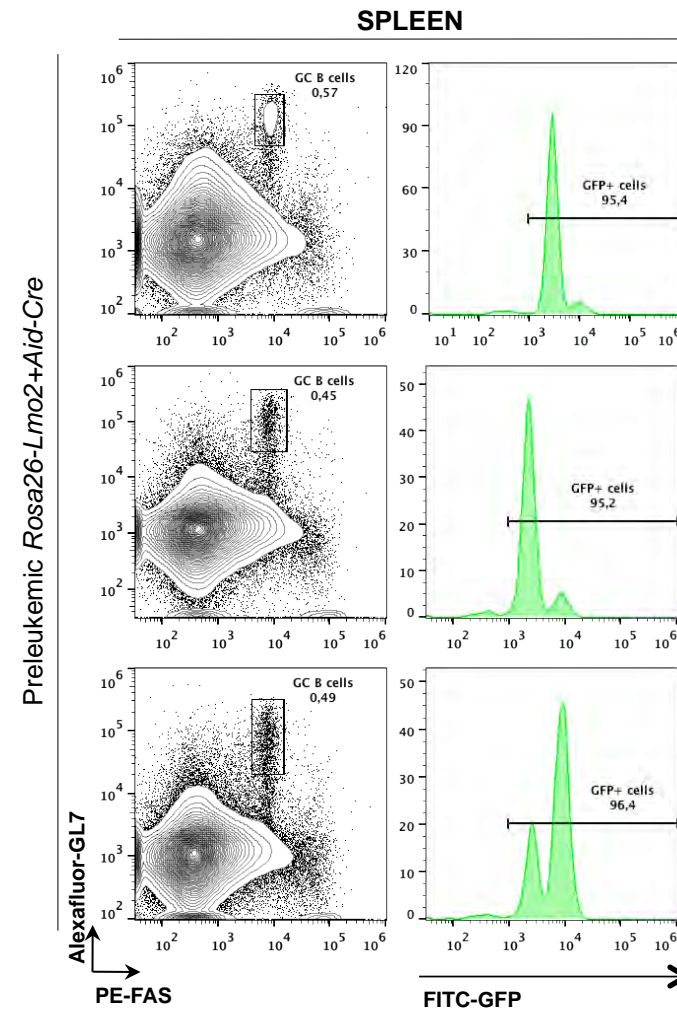

# Appendix Figure S9

E

## Preleukemic *Rosa26-Lmo2+Aid-Cre*

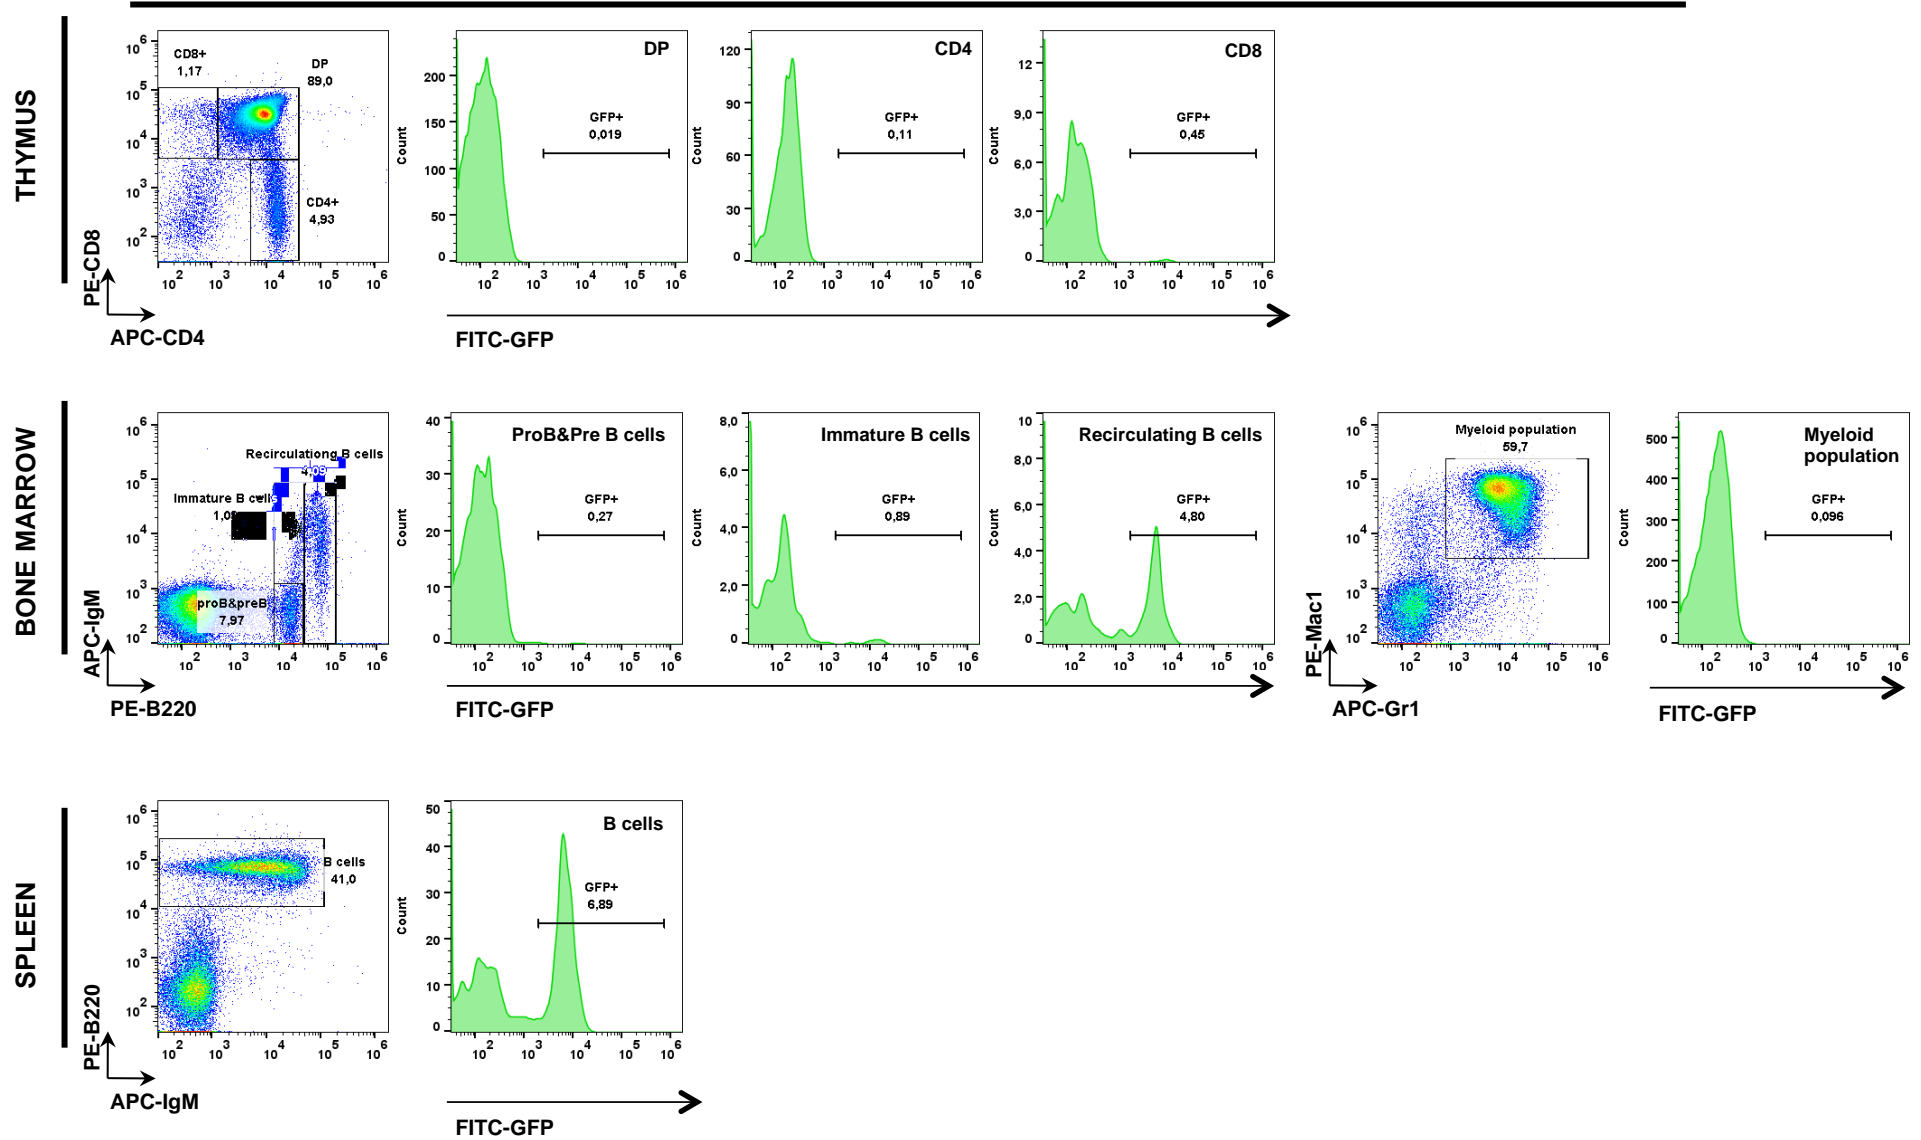

## Appendix Figure S9

**F**

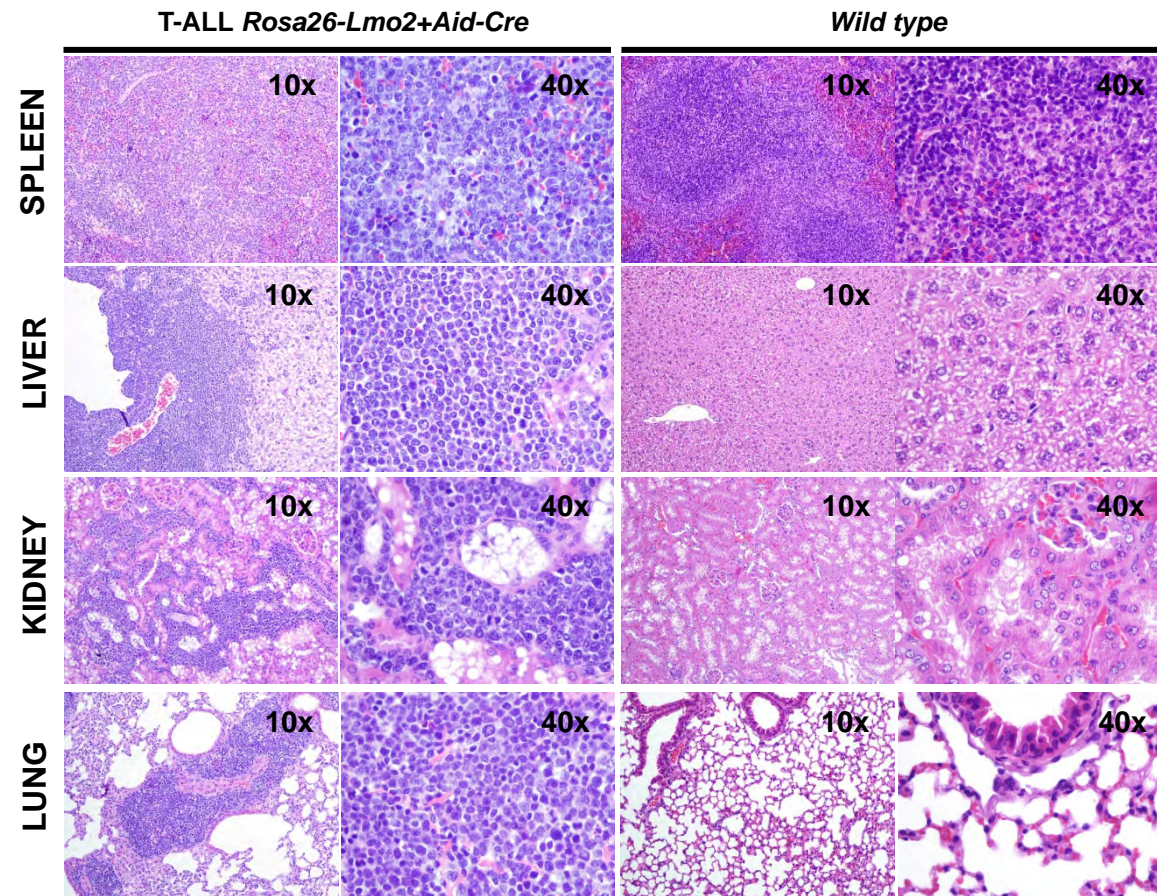

**Supplement:** Supplementary file 1 — Appendix

# Supplementary material for: Lmo2 expression defines tumor cell identity during T‐cell leukemogenesis
**Source:** EMBO J. 2018 Jun 7;37(14):e98783. doi: 10.15252/embj.201798783
**Supplement:** Supplementary file 5 — Table EV4

**Table EV4: Trp53 mutations in different mouse models**

| <b>Model</b>                         | <b>Mouse number</b> | <b>Mouse age at disease (months)</b> | <b>Cell of origin</b> | <b>CD4-CD8 phenotype</b> | <b>Trp53 SNV in mouse*</b> |
|--------------------------------------|---------------------|--------------------------------------|-----------------------|--------------------------|----------------------------|
| <b>Rosa26-Lmo2+Sca1-Cre</b>          | C815                | 9.23                                 | HSC                   | DP                       | c.719T>G; p.V212G          |
|                                      | K563                | 10.26                                | HSC                   | CD8+                     | c.198G>A; p.G238R          |
|                                      | K565                | 10.53                                | HSC                   | DP/CD8+                  | c.518C>A; p.P171H          |
| <b>Sca1-tomato-IRES-Lmo2</b>         | C120                | 12.67                                | HSC                   | DN                       | c.174T>C; p.Y230H          |
| <b>Sca-Lmo2<sup>nu/nu</sup> mice</b> | -                   | -                                    | -                     | -                        | -                          |
| <b>Rosa26-Mmo2 + Mb1-cre</b>         | W990                | 8.93                                 | Pro-B cells           | DP                       | c.211G>A; p.R24H           |
|                                      | K876                | 15.37                                | Pro-B cells           | DP/CD8+                  | c.622C>T; p.P272S          |
| <b>Rosa26-Lmo2 + Aid-Cre</b>         | -                   | -                                    | -                     | -                        | -                          |

How the deposited data were processed for this re-analysis (not part of the article)

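Messenger RNA was measured on Affymetrix Mouse Gene ST arrays in 25 samples from mice. They are unsorted thymus of 4 wild-type mice, sorted pre-leukemic tomato-positive T cells of 5 Sca1-Lmo2 mice, sorted tomato-negative T cells of 5 such mice and unsorted leukemic thymus of 11 Sca1-Lmo2 mice. The main text gives the paper's number of leukemic mice as 10, and the Appendix and Table EV2 give 11. The 10 could not be identified, so all 11 were used. Each array was assigned to its group by its label, and no column of the value table was left without a sample.

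The values are log2 signals as deposited by the authors, who corrected for background, normalized between arrays and summarized probes with RMA in the oligo package (version not stated). The table held 35556 probe sets on 25 arrays with 0 missing values. Array medians on the log2 scale lay between 6.737 and 6.745 in wild-type thymus, 6.605 and 6.648 in tomato-positive cells, 6.655 and 6.682 in tomato-negative cells and 6.585 and 6.742 in leukemic thymus. The values were used as they stood. For arrays, the number of samples limits the precision.

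Of the probe sets 21789 carried 1 gene symbol and were kept, 1621 carried several and 12146 none. For the 999 genes with more than 1 probe set, the one with the highest mean over all arrays was taken, which left 19938 genes. Of the kept probe sets 91 had a symbol with no match in the reference table, and these kept the symbol of the array's table. Genes without a probe set of a single symbol, among them Hmga1 and Ly6a, were not analysed here, and one other item is not reported here.

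The 6 comparisons between 2 groups were fitted one at a time with limma 3.58.1 (R 4.3.3; lmFit and eBayes, two-sided), and p-values were adjusted by the method of Benjamini and Hochberg. Genes with an adjusted p under 0.05, the level of the paper's methods, are called higher or lower, and counts at 0.01, the level of its legends, are given beside them. Notch1 was compared by exact two-sided Mann–Whitney tests (scipy 1.17.1). A permutation test of means used all splits, or 100000 resamples where a group had 10 or more samples.

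There were 25 gene lists, written from background knowledge: Notch signalling, Notch targets in T cells, Myc targets, pluripotency factors, haematopoietic stem cell genes, the Lmo2 complex and its reported targets, cell cycle, p53 targets and cell cycle inhibitors, 3 stages of thymocytes (early double-negative, double-positive and mature single-positive), T cell receptor signalling, B cells, myeloid cells, dendritic cells, natural killer and cytotoxic cells, thymic epithelium, mesenchyme and endothelium, erythroid cells, interferon response, immediate early and heat shock genes, glycolysis, cholesterol synthesis, purine and pyrimidine synthesis, and T-ALL tumour suppressors and oncogenes. Some lists share genes, such as the 5 genes in both Notch lists. The Notch signalling list was written from memory of the published set that the Appendix names and was not compared with it, and the paper's other sets were not analysed here. Each list was tested with limma's camera at a preset correlation of 0.01, adjusted over all lists of the comparison. Camera with an estimated correlation, fry, and enrichment by signal-to-noise ranking with fgsea 1.28.0 (1000 permutations of genes) were alternatives. Reactome sets of 15 to 500 measured genes, 627 in all, were tested with camera in the same way.

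The genes named in the text follow a rule set ahead of the data: every gene the paper names for these arrays with Lmo2, Ly6a and Cdkn2a, members of the lists (those with the largest change among members past the threshold, and members that did not pass, with their values), and per comparison and direction the 10 largest changes among called genes whose groups do not overlap on any array, without predicted genes, receptor segments, olfactory receptors, histones and small RNAs. The Notch1 values of Table EV2 had been seen when the tests were chosen. The samples, comparisons, tests, lists and most alternatives were fixed before the data were examined.

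The alternatives were an adjusted p under 0.01, a change of at least 2-fold, every probe set of the table, probe sets with a mean log2 signal under 6 left out, the mean of a gene's probe sets, all 4 groups in one fit, limma's trend and robust options, array weights, quantile normalization applied again, scaling to the same array median, a block for same-numbered samples, significance analysis of microarrays (SAM, written anew after its description, 100 permutations) and leaving out each array in turn. Chosen after the data were seen were SAM on every probe set, estimated correlations for Reactome sets, and leukemic replicates 2 and 8 averaged.

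Pairing was checked by correlating each array's deviations from its group mean. Tomato-negative and tomato-positive samples of the same number correlated at 0.134 to 0.482 and 4 of 5 matched best with their own number. Table EV2 names the same 5 mice in both fractions, so these samples are pairs. Samples of other groups share only a number, so a block for them links different mice and cannot decide a call.

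The fits were tested on simulated data in which 200 of 19938 genes were changed at the spread of the real arrays, 100 by 1.5-fold and 100 by 2-fold. For leukemic against wild-type thymus 74% and 89% were recovered. For tomato-negative against wild-type samples these shares were 90% and 95%, for tomato-positive against wild-type 84% and 96%, for tomato-negative against tomato-positive 82% and 95%, for leukemic against tomato-positive 80% and 90%, and for leukemic against tomato-negative 73% and 88%. For each comparison 100 splits of the samples into groups of the same sizes, drawn with the seed 20180607, were fitted in the same way, and for tomato-negative against tomato-positive cells also the 16 splits that part every pair. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

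The comparative genomic hybridization, exome sequencing, RNA sequencing and nu/nu experiments and the patient data were not used here.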

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

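The tests of tomato-positive cells, of other cell types, of receptor V segments and of the causes of higher Notch1 in this part were chosen after the results were seen, and signals of several V segments on the leukemic arrays had been looked at before the correlation over them was chosen.

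For 6 of 87 combinations of a gene and a wild-type, tomato-positive or tomato-negative group 1 array stood apart from the others of its group. The leukemic arrays were not screened in this way. Cyld was 10.27 in wild-type replicate 1 (9.96 to 10.0 in the others), Fli1 was 11.04 in tomato-positive replicate 2 (10.89 to 10.93), Flt3 was 7.24 in wild-type replicate 3 (6.83 to 6.87) and Setd2 was 10.17 in tomato-negative replicate 2 (10.46 to 10.55). Myc was 11.06 in tomato-positive replicate 3 (11.23 to 11.29) and Lmo2 was 12.2 in tomato-positive replicate 2 (11.41 to 11.56). Chance gives about 4.3 of 87 at 1 in 20.

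Lmo2 RNA was above wild-type thymus by 3.12 on the log2 scale on arrays of cells sorted as tomato-negative and by 2.33 on arrays of unsorted leukemic thymus, a signal the paper does not report for these arrays. The paper reports the tumor cells as negative for tomato, and as having lost Lmo2 by immunohistochemistry and, in sorted leukemic cells, by real-time PCR and Western blot. It also reports that other T cells of the diseased thymus still express Lmo2 as a mosaic. If tomato-positive cells in the tomato-negative fraction carried it, their share would have to be 44.1% (SD 11.5 over arrays). In every tomato-negative array at least 42 of 63 abundant genes that tomato-positive cells have 4-fold above wild-type thymus stayed under the share that Lmo2 needs in that array, and Dapl1 was at 2.0%, S1pr1 at 2.6% and Gimap3 at 3.5% of the tomato-positive level, which argues against this source. In leukemic thymus the share would have to be 23.0% (SD 7.6), and Dapl1 was at 3.0%, S1pr1 at 3.1% and Gimap3 at 3.0% of the tomato-positive level. At least 33 of the 63 genes stayed under the share in 9 of 11 leukemic arrays. Only 29 and 25 did in replicates 2 and 6, where Lmo2 needs 17.4% and 10.2%. The test went by the lowest count of any array, so it cannot decide for leukemic thymus. The wild-type level is taken off the share of Lmo2 but not off these genes, so low counts at low shares cannot decide. The spread of the tomato-positive arrays was also allowed for, with the lowest array of each gene and the highest of Lmo2. Then 21 genes stayed under the share in every tomato-negative array. In every leukemic array 2 did, Ms4a4b and S1pr1. With the wild-type level taken off these genes as well, their median share in leukemic thymus was 2.5% and their upper quartile 8.5%. Lmo2 needs 23.0% (SD 7.6). These lower shares take other cells to hold the wild-type level of each gene. The lower quartile was -5.8%, so part of the genes lay below that level in leukemic thymus, and for them this does not hold. The lower shares therefore cannot decide on tomato-positive cells as the source over the leukemic group. The counts go against this source in 9 of 11 arrays but not in replicates 2 and 6. Tomato-positive cells therefore stay open as a source in leukemic thymus. The arrays alone do not show which cells carry the Lmo2 RNA, and the paper measured it as lost in sorted leukemic cells. The counts per array replaced an earlier bound, the upper quartile of these genes under the share of Lmo2. It gave 41.8% against 44.1%, and 22.4% against 23.0%, under the share by less than 1 SD, and decided nothing. That bound left the wild-type level in the genes. With this level taken off, the upper quartile was 31.6% in tomato-negative cells (SD of the Lmo2 share 11.5) and 8.5% in leukemic thymus. The lower quartile in tomato-negative cells was -6.9%, so part of the genes lay below the wild-type level there as well.

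Cells of other types with Lmo2 of their own in leukemic thymus would raise their other markers as well. The upper quartile of the log2 fold changes of 47 markers of stem, myeloid, erythroid, endothelial and mesenchymal cells was 0.32 and their median 0.12. Of these markers 1, Pdgfrb, reached the change of Lmo2. This argues against a joint rise of these cell types as the source. The pooled markers cannot exclude a rise of 1 type. Medians of the lists were 0.02 for myeloid and 0.05 for haematopoietic stem cells. They were 0.24 for erythroid cells (0.000182 in fry, upward) and 0.16 for mesenchyme and endothelium (0.00962 in fgsea, upward). Lmo2 transcribed by cells with too little tomato to be detected, from the transgene or the mouse's own gene, may also give the signal, and neither this nor a tomato-positive subset unlike the sorted fraction was tested.

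Leukemic replicates 2 and 8 were closer to each other than any other of the 55 pairs of leukemic samples. Over 52 probe sets of T cell receptor V segments, which differ between clones, their deviations from the leukemic mean correlated at 0.979, against at most 0.821 and a median of -0.136 in the other pairs. Over 9645 genes the SD of their differences was 0.169, under the 0.232 to 0.281 of pairs of wild-type mice, and 0 genes differed over 2-fold, against at least 251 in the other pairs. RNA of 1 tumor on both arrays may account for this, and whether it came from 1 mouse, from tumors of 1 origin or from an exchange of material stays open. Table EV2 lists 11 separate leukemic mice, so both were kept, and averaging them left 4913 genes past the threshold in leukemic against wild-type thymus.

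Notch1 was higher by 1.5 in tomato-negative cells than in wild-type thymus. If more early double-negative thymocytes in the sorted fraction were the cause, their genes should rise alike, but 14 of them had an upper quartile of 0.4 and a median of -0.05, with 2, Ptcra and Notch3, at or above Notch1. If the removal of other cells by sorting were the cause, genes of T cell receptor signalling should rise alike, but 13 of them had an upper quartile of 0.31 and a median of 0.05, and the 4 of these that encode CD3 chains, Cd3d, Cd3e, Cd3g and Cd247, had 0.13 to 0.46. The T cell receptor genes argue against the removal of other cells as the whole cause. The early double-negative genes went both ways, with 4 higher and 4 lower. They argue against more cells that carry all of these genes as the whole cause, but not as a part of it. More cells of a stage that carries only some of them, such as Ptcra and Notch3, stay open, since subsets of the list were not tested. By flow cytometry the paper reports more double-negative and CD8 T cells in pre-leukemic thymus. A change of Notch1 within the tomato-negative cells may remain, and other stages of thymocytes were not tested.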

How the results depend on the processing

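Tests chosen after the results were seen are SAM on every probe set, estimated correlations for Reactome sets, and leukemic replicates 2 and 8 averaged. Where a call or count moved, the cause was not tested, except that stricter thresholds call fewer genes and a table with more probe sets holds more that can pass. The replicate block pairs the sorted fractions by mouse. In the other comparisons it links different mice that share only a number, so calls it gave or ended there cannot decide.

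Of 67 alternatives for the 4 Notch1 tests, 66 kept their side of the threshold. Signs of the 5 paired differences gave 0.0625 for tomato-negative against tomato-positive cells, the smallest that 5 pairs allow. Leaving out 1 array gave 0.002 to 0.0385 for leukemic against wild-type, 0.0286 to 0.0357 for tomato-negative against wild-type, 0.000666 to 0.0176 for leukemic against tomato-positive and 0.0159 for tomato-negative against tomato-positive.

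For the 6 counts of genes, 135 of 156 alternatives lay within 1.5 times the count as reported. In the order leukemic, tomato-negative and tomato-positive against wild-type, tomato-negative against tomato-positive, leukemic against tomato-positive and leukemic against tomato-negative, a 2-fold minimum gave 758, 519, 1380, 1148, 1525 and 671 genes. Every probe set of the table gave 9605, 9241, 13965, 9782, 14214 and 10379, and leaving out 1 array gave 3866 to 5506, 4624 to 5352, 6916 to 7659, 5550 to 5898, 6882 to 8015 and 4417 to 5977. An adjusted p under 0.01 gave 3207 for leukemic against wild-type, 3502 for tomato-negative against wild-type and 3330 for leukemic against tomato-negative. All 4 groups in one fit gave 3703 for tomato-negative against wild-type, and SAM at 5% gave 8701 for leukemic against tomato-negative. SAM on every probe set at 1% gave 8226 for leukemic and 13824 for tomato-positive against wild-type, 14309 for leukemic against tomato-positive and 9921 for leukemic against tomato-negative.

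Scaling to the same array median moved the median of all genes from 0.026 to -0.074 in leukemic against tomato-positive cells, and by less in the other comparisons, and changed how many genes were higher and lower. They became 3580 and 2196 for tomato-negative and 5322 and 3689 for tomato-positive against wild-type, 2823 and 6739 for leukemic against tomato-positive, and 1787 and 5254 for leukemic against tomato-negative. For leukemic against wild-type they became 1861 and 2999. Quantile normalization applied again gave 3648 and 4533 for leukemic against tomato-positive, and 3183 and 2952 for tomato-negative against tomato-positive. The larger side thus turned in the comparisons of tomato-negative and tomato-positive cells with wild-type thymus and of leukemic thymus with tomato-positive cells. Medians of gene lists that lay between -0.05 and 0.09 changed sign with one or both scalings in 24 of 150 tests of lists, such as Notch signalling in leukemic against tomato-positive cells, from 0.06 to -0.04.

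For leukemic against wild-type, Notch signalling passed in fry (0.00399), in fgsea (0.0264) and without leukemic replicate 7 (0.0444), over a range of 0.00399 to 0.421 and 0.0444 to 0.421 with 1 array left out. Notch targets ended at 0.348 with an estimated correlation (range 0.000159 to 0.348, and to 0.0287 with 1 array left out), and Myc targets at 0.0978 (9.56e-25 to 0.0978, and to 5.24e-20). Pluripotency factors passed with the replicate block (0.0405) and without wild-type replicate 4 (0.0461), over 0.0405 to 0.566 and up to 0.222 with 1 array left out. Haematopoietic stem cell genes stayed between 0.624 and 0.999, and between 0.864 and 0.999 with 1 array left out.

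For tomato-negative against wild-type, Notch targets passed in fgsea (0.0155) and without tomato-negative replicate 4 (0.0254), over 0.0155 to 0.725 and up to 0.205 with 1 array left out, and Notch signalling stayed between 0.0894 and 0.836 (0.281 to 0.836). For tomato-positive against wild-type, Notch signalling ended at 0.27 with an estimated correlation, 0.102 in fgsea and 0.0511 with the replicate block, and lay between 0.0176 and 0.0747 with 1 array left out, past 0.05 without tomato-positive replicate 2 (0.0747) or wild-type replicate 4 (0.0601).

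For tomato-negative against tomato-positive, fry gave 0.000775 for Notch signalling, downward, and 0.000782 for Notch targets, upward, over ranges of 0.000775 to 0.668 and 0.000782 to 0.67 (0.15 to 0.421 and 0.115 to 0.479 with 1 array left out). For leukemic against tomato-positive, Notch targets passed in fry (0.00216), in fgsea (0.00825), with the replicate block (0.0183) and without leukemic replicate 4 (0.0417) or 7 (0.00647), and reached up to 0.0876 with 1 array left out. For leukemic against tomato-negative they passed in fgsea (0.00487), with the replicate block (0.0077) and without leukemic replicate 7 (0.0294), over 0.00487 to 0.623 and up to 0.256 with 1 array left out, while Notch signalling stayed between 0.0653 and 0.641 (0.305 to 0.633).

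With estimated correlations 0 Reactome sets passed in camera in each of the 6 comparisons, against 206, 96, 135, 200, 217 and 90 with the preset correlation, in the order above. At an unadjusted p under 0.05 the estimated correlations left 59, 24, 51, 89, 110 and 24.

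Over all 25 lists and 6 comparisons, 2654 of 2850 alternatives kept their side of the threshold, 98 ended a call and 98 gave one. For the named genes, 5909 of 6116 kept it, 151 ended a call and 56 gave one. With leukemic replicates 2 and 8 averaged, 3 of 3 counts and 74 of 75 list tests kept their side. For the named genes 145 results kept it and 1 call ended.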

Differences from the paper's values

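The SAM setting on every probe set was chosen after the values were seen. The other alternatives named here were set before the data were examined.

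For Notch1 in leukemic against wild-type thymus the paper's Mann–Whitney P is below 0.001, and the exact two-sided test on the 11 and 4 deposited values gave 0.0176. Every alternative set before the data were examined also differed, from 0.002 without leukemic replicate 7 to 0.0385. For tomato-negative cells against wild-type thymus the paper's P is 0.0031, and the exact test gave 0.0159, the smallest that 5 against 4 samples allow. The one-sided test gave 0.00794 and leaving out 1 array gave 0.0286 to 0.0357, and these and the other alternatives differed as well. For tomato-positive against tomato-negative cells the paper's P is 0.0159, and the exact test gave 0.00794. Each of the 10 settings that leave out 1 array gave 0.0159, the paper's value, while the permutation of means (0.00794), the one-sided test (0.00397), both scalings (0.00794) and the signs of the paired differences (0.0625) did not reach it. For tomato-positive cells against leukemic thymus the paper's P is 0.0127 and the exact test gave 0.0087, which lie within 1.5 times of each other, and leaving out any one leukemic sample other than replicate 7 gave 0.0127. The Notch1 values of Table EV2 equal those of the 25 arrays.

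The counts of genes in Appendix Fig S6 were read by eye and rest on SAM at a false discovery rate of 1%, whereas the counts set beside them rest on limma at the same rate over 1 probe set per gene. A gap is called closed where a count lay within 1.5 times of the paper's value, which does not mean that it reached this value. For tomato-positive cells against wild-type thymus the paper shows about 10000 in Appendix Fig S6A, read by eye, and 5820 passed here. The gap closed with every probe set (9861) and with SAM (7519), and did not with the other settings fixed in advance (4816 to 6114). For tomato-positive against tomato-negative cells the paper shows about 2600 in Appendix Fig S6C, read by eye, and 4370 passed here. The gap closed in this sense with all 4 groups in one fit (3325) and without tomato-negative replicates 3, 4 or 5 or tomato-positive replicates 1, 2 or 3 (3786 to 3899). It did not with the other settings fixed in advance (3913 to 6532, the latter with every probe set, and 5556 with SAM). All of these counts stayed above the paper's value. For tomato-positive cells against leukemic thymus the paper shows about 13000 in Appendix Fig S6D, read by eye, and 5324 passed here. The gap closed with every probe set (9520) and did not with the other settings fixed in advance (2861 to 7962, the latter with SAM). For tomato-negative cells against leukemic thymus the paper shows about 9400 in Appendix Fig S6E, read by eye, and 3330 passed here. No setting fixed in advance closed this gap (1055 to 6026, with 5622 for SAM). SAM on every probe set, chosen after the values were seen, gave 13824, 8282, 14309 and 9921 for these 4 panels in this order, within 1.5 times of the paper's value in Appendix Fig S6A, S6D and S6E. The same setting gave 7970 for tomato-negative cells against wild-type thymus, where the paper shows about 4400 in Appendix Fig S6B, read by eye, and where 3502 passed with limma, within 1.5 times of it. All 4 groups in one fit (2077), the replicate block (2406) and leaving out any one wild-type array (2452 to 2805) lay further from it than that, and the other settings fixed in advance (2951 to 5210) did not. The panels name no genes, so how many of the paper's called genes it drops could not be counted.

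The paper describes the leukemic T cells as negative for Lmo2, with a mosaic of its expression left in other T cells of the diseased thymus. On the arrays of unsorted leukemic thymus the log2 fold change of Lmo2 against wild-type thymus was 2.33, and against tomato-positive cells it was -1.88.

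The paper states that the Notch1 pathway is up in tomato-negative against tomato-positive cells. Of 32 Notch signalling genes 7 were higher and 12 lower (adjusted p = 0.239, downward, and 0.000775 in fry, downward). Notch1, at 1.10, Notch3, at 2.34, and Heyl, at 1.14, were higher. Of 18 Notch targets in T cells, which include these genes, 7 were higher and 2 lower (adjusted p = 0.282, and 0.000782 in fry, upward). The fractions also differed in genes of thymocyte stages, and whether this accounts for the Notch genes was not tested. In the Reactome set of transcription regulated by the Notch1 intracellular domain 11 of 31 genes were higher and 3 lower (adjusted p = 0.0768, and adjusted p = 0.535 with an estimated correlation), the lowest p of 6 Reactome sets on Notch. In the set of signalling by Notch 15 of 64 genes were higher and 14 lower (adjusted p = 0.919), and in that of activated Notch1 3 of 21 were higher and 5 lower (adjusted p = 0.563).

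The paper states that Notch signalling is enriched in leukemic and in tomato-negative cells. The list written for this set did not pass in camera, at 0.169 in leukemic and 0.412 in tomato-negative cells against wild-type thymus. In leukemic thymus it passed in fry (0.00399), in fgsea (0.0264) and without leukemic replicate 7 (0.0444), and in tomato-negative cells no alternative that was run passed. Hes1, at 3.24, and Dtx1, at 2.67, were higher in leukemic thymus, and Dtx1, at 2.41, and Notch3, at 1.66, in tomato-negative cells.

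The paper states that sets of stem cell identity are highly enriched in the leukemic cells. Of 24 pluripotency factors 1 was higher in leukemic thymus (adjusted p = 0.122 for the list, and 0.0461 without wild-type replicate 4). With the replicate block, which links different mice here and cannot decide, the list had 0.0405. This list is not one of the paper's own sets, an embryonic stem cell core and a pluripotency network, which were not analysed here. Haematopoietic stem cell genes, another kind of set, were 2 higher and 3 lower of 19 (adjusted p = 0.998).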

Other observations

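The chromosome medians, the profile of leukemic replicate 7 and the choice of Reactome sets to name were looked at after the results were seen. The test by splits of the samples and its bound of 0.05 were set in advance, but what they would show was written down only after the counts were seen, and the splits that part the pairs were added later.

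Other splits of the samples were fitted for each comparison, 100 in all with the real one included, and in each comparison the real groups were the only 1 of the 100 to call as many genes, so chance alone can be excluded in the 5 comparisons without pairs. In leukemic against wild-type thymus 5157 genes passed, against at most 6 in the other splits. For tomato-negative against wild-type samples these counts were 5561 and 568, for tomato-positive against wild-type 7711 and 3573, for tomato-negative against tomato-positive 6084 and 1, for leukemic against tomato-positive 7921 and 17, and for leukemic against tomato-negative 5745 and 1831. Tomato-negative and tomato-positive samples are pairs from 5 mice, and only 16 splits part every pair, too few for a share under 0.05, with 6084 genes in the real one and 0 in each of the others.

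Genes on the chromosome that carries Myc were higher as a group in leukemic thymus. The median of 402 of its genes, as a deviation from the wild-type mean, was above 0.058, the largest deviation of any wild-type array, in 10 of 11 leukemic samples, with a median over samples of 0.313 and a range of 0.051 to 0.412. Other chromosomes moved as well. The median of chromosome 6 lay below -0.058 in 10 of 11 leukemic samples, with a median over samples of -0.077, that of chromosome 3 in 7 and that of chromosome 13 in 6. The paper reports amplification of Myc by comparative genomic hybridization, and the arrays were not matched to those tumors.

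In leukemic replicate 7 Notch1 was 10.17, against a leukemic mean of 12.27, Hes1 7.81, Dtx1 7.89 and Il2ra 6.21, while Myc was 11.8 and Cdkn2a 9.23. Its median correlation with the other leukemic samples was 0.9685, the lowest of the 11.

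Further lists in leukemic against wild-type thymus gave these results. Of 19 genes of the Lmo2 complex and its reported targets 4, with Lmo2 itself among them, were higher and 1 lower (4 and 1 when adjusted over the list alone; adjusted p = 0.0889, 0.0027 in fry, 0.0259 in fgsea and 0.0223 with the replicate block). Of 15 interferon response genes 2 were higher and 1 lower (4 and 1 when adjusted over the list alone; adjusted p = 0.282, and 0.0122 in fgsea). Of 16 immediate early and heat shock genes 6 were lower, among them Egr2 at -2.02 (1 higher and 7 lower when adjusted over the list alone; adjusted p = 0.132, and 0.0255 in fry). Of 14 early double-negative thymocyte genes 1, Notch3, was higher (1 when adjusted over the list alone; adjusted p = 0.596, and 0.00962 in fgsea, upward). Of 12 natural killer and cytotoxic genes 1, Gzma, was higher at 2.34 and 4 were lower (1 and 4 when adjusted over the list alone; adjusted p = 0.132, and 0.0186 without leukemic replicate 9, downward). Of 13 B cell genes 1, Cr2, was lower at -0.71 (none when adjusted over the list alone; adjusted p = 0.282, and 0.0401 without leukemic replicate 9). Of 16 mesenchyme and endothelium genes 1, Pdgfrb, was higher at 3.64 (1 when adjusted over the list alone; adjusted p = 0.169, and 0.00962 in fgsea, upward), and of 10 erythroid genes 3 were higher, among them Tfrc at 1.34 (3 when adjusted over the list alone; adjusted p = 0.08, 0.000182 in fry and 0.0456 in fgsea, both upward). Of 30 T-ALL tumour suppressors and oncogenes 6 were higher and 6 lower (7 and 8 when adjusted over the list alone; adjusted p = 0.998), with a median of 0.02, a mean of 0.12 and the direction down in camera. Of 14 p53 targets and cell cycle inhibitors 3 were higher and 5 lower (4 and 5 when adjusted over the list alone; adjusted p = 0.195, and 0.00233 in fry, downward), with Fas at -2.58, and Cdkn2a had 0.52 (adjusted p = 0.296).

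Of the Reactome sets, 165 were up and 41 down in leukemic against wild-type thymus at the preset correlation, led by cap-dependent translation initiation, with 44 of 79 genes higher (adjusted p = 2.98e-12, and adjusted p = 0.512 with an estimated correlation), and with 53 of 94 genes of DNA replication higher and 4 lower (adjusted p = 7.62e-11, and adjusted p = 0.524 with an estimated correlation).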
